# Targeting GLP-1R and IL-17A suppresses obesity-induced leukemia in an oncogenic *PTPN11* mutation–driven model

**DOI:** 10.1172/JCI202856

**Published:** 2026-06-23

**Authors:** Reuben Kapur, Linke Li, Rahul Kanumuri, Kanaka Sai Ram Padam, Baskar Ramdas, Chiranjeevi Pasala, Gabriela Chiosis, Lakshmi Reddy Palam, Ramesh Kumar, Satoshi Koyama, Pradeep Natarajan, Laura S. Haneline, Zhi Yu, Santhosh Kumar Pasupuleti

**Keywords:** Hematology, Inflammation, Oncology, Hematopoietic stem cells, Leukemias, Obesity

## Abstract

Obesity is increasingly implicated in hematopoietic malignancies, yet its role in mutation-driven myeloid leukemias remains unclear. Using UK Biobank data from over 440,000 individuals, we found obesity traits including elevated BMI and waist-to-hip ratio were associated with type 2 diabetes, increased plasma IL-17A levels, reduced glucagon-like peptide 1 receptor (GLP-1R) expression, and heightened risk of myeloid malignancies. Transplantation of protein tyrosine phosphatase nonreceptor type 11 (*PTPN11*) (*Shp2^E76K/+^*) mutant hematopoietic stem/progenitor cells into obese mice demonstrated that metabolic inflammation accelerated leukemogenesis via myeloid cell expansion, lipid metabolic rewiring, IL-17A activation, and accumulation of M2-like tumor-associated macrophages (TAMs), accompanied by T cell exhaustion and impaired antigen presentation. Notably, dual therapy with an anti–IL-17A antibody and a GLP-1R agonist reversed these effects by reducing M2-like TAMs, restoring Ciita-dependent antigen presentation and Tyk2-mediated IFN-γ signaling, reactivating T cell responses, and reducing leukemic burden. These findings establish IL-17A–driven, metabolism-coupled immunosuppression as a mechanistic link between obesity and protein tyrosine phosphatase 2–mutant (SHP2-mutant) myeloid leukemias, highlighting a tractable therapeutic strategy for patients with obesity at high risk for other diseases and their complications.

## Abstract 2

Obesity fuels inflammation that accelerates PTPN11-mutant leukemia by suppressing anti-tumor immunity; targeting IL-17A and GLP-1R reverses this effect and reduces leukemic burden.

## Introduction

Obesity is a major global health challenge and a well-established risk factor for metabolic syndrome, type 2 diabetes mellitus (T2DM), and multiple cancers (1, 2). Increasing evidence implicates obesity in the development and progression of hematologic malignancies, particularly myeloid malignancies. Elevated BMI and waist-to-hip ratio (WHR) are associated with an increased risk of acute myeloid leukemia (AML), chronic myeloid leukemia (CML), poor survival, higher relapse rates, and treatment-related complications (3–6). In acute promyelocytic leukemia (APL), a subset of AML, obesity increases thrombohemorrhagic events, differentiation syndrome, and early death (6). Clinical studies, including the CALGB 10403 trial, have shown that individuals with leukemia and obesity faced higher mortality than those with normal BMI (<30 kg/m^2^) (7), and overweight individuals undergoing allogeneic hematopoietic stem cell transplantation (HSCT) exhibit reduced survival compared with nonoverweight patients (8, 9). Collectively, these observations highlight the profound effect of obesity on leukemia risk, treatment response, and prognosis, emphasizing the need to elucidate underlying biological mechanisms.

Although the precise mechanisms by which obesity contributes to leukemia initiation, progression, and relapse remain incompletely understood, emerging evidence suggests that cancer stem cells in individuals with obesity may reprogram adipocytes, which are highly accumulated in the bone marrow (BM) so-called fatty bone marrow (FBM) into cancer-associated adipocytes. These adipocytes secrete a variety of growth, inflammatory, fibrotic, and angiogenic factors, including TNF-α, adiponectin, IL-6, IL-1β, and VEGF, which can promote tumor growth and alter anticancer responses to chemotherapy (6, 10, 11).

The *PTPN11* gene encodes SH2-containing protein tyrosine phosphatase 2 (SHP2), a key regulator of hematopoietic differentiation, proliferation, and apoptosis (10–12). Germline *PTPN11* mutations occur in approximately 50% of patients with Noonan syndrome (NS), whereas somatic mutations are detected in approximately 37%–40% of juvenile myelomonocytic leukemia (JMML), approximately 5%–10% of acute myeloid leukemia (AML), and approximately 2%–5% of acute lymphoblastic leukemia (ALL) cases (11, 13, 14). These activating mutations constitutively stimulate Ras/MAPK signaling and promote myeloid transformation, and SHP2’s integration of cytokine, growth factor, and metabolic signals suggests that *PTPN11*-mutant hematopoietic cells may be particularly sensitive to systemic metabolic stressors (10, 12, 14). Despite these links, how obesity influences *PTPN11*-driven leukemogenesis remains poorly defined. Using integrated human genetic analyses and mouse models, we show that obesity-related traits such as elevated BMI and WHR are associated with increased T2DM, IL-17A signaling, reduced glucagon-like peptide 1 receptor (GLP-1R) expression, and a higher risk of myeloid leukemia. Transplantation of *Shp2^E76K/+^*-mutant mouse BM hematopoietic stem cell and progenitors (HSC/Ps) into obese mouse models demonstrated that systemic metabolic inflammation accelerated leukemogenesis via Th17/IL-17A signaling and M2-like tumor-associated macrophage (TAMs) accumulation and broad metabolic reprogramming. In particular, genes associated with lipid metabolism, cholesterol homeostasis, adipocytokine signaling, and atherosclerosis were upregulated, underscoring the convergence of metabolic dysfunction and myeloid-driven inflammation. Finally, we show that therapeutic targeting of anti–IL-17A antibody and a GLP-1R agonist reduced leukemic burden and partially restored normal hematopoiesis in obese mice bearing *Shp2^E76K/+^* cells. Together, these findings revealed a mechanistic link between metabolic dysregulation and *PTPN11*-driven leukemogenesis and highlight dual IL-17A blockade and GLP-1R agonism as promising therapeutic strategies for high-risk obese patients with *PTPN11* mutations.

## Results

### Associations of obesity with type 2 diabetes and myeloid leukemia incidence.

Obesity and metabolic dysfunction are increasingly recognized as critical modulators of hematopoietic malignancies, influencing both disease initiation and progression. However, the mechanisms by which obesity contributes to leukemia, particularly in the context of oncogenic mutations, remain poorly understood. Gain-of-function mutations in *PTPN11* (encoding SHP2) are implicated in pediatric leukemias such as JMML and AML, yet it is unclear whether metabolic traits like obesity or central adiposity modulate disease risk or progression in individuals harboring these mutations.

To address this, we leveraged large-scale human population data from the UK Biobank, comprising 440,982 unrelated participants with exome sequencing and anthropometric measurements for BMI or WHR (Table 1). The mean (SD) age of the participants was 56.6 (8.1) years, 45.9% were male, 54.1% were female, and 45.0% reported being ever-smokers. The mean BMI was 27.4 (4.8) kg/m^2^, and the mean WHR was 0.87 (0.1). There were 13,717 (3.1%) participants with baseline Metformin use, and among the 26,701 participants with prevalent diabetes (types 1 and 2) there were 13,282 (50%) participants using Metformin (Table 1). Using these data, we examined the association of BMI and WHR with incident type 2 diabetes (T2D) and myeloid malignancies. Over a median follow-up of 13.5 years (IQR: 12.63–14.29), the incidence of T2D was 6.6%. For myeloid malignancies, the incidence was 0.21% over a median follow-up of 13.6 years (IQR: 12.89–14.35). Both BMI (*P* < 0.001) and WHR (*P* < 0.001) were significantly associated with incident T2D after adjustment for age at enrollment, sex, ever-smoker status, and the first 10 principal components of genetic ancestry (Table 2). Each 1-SD increase in BMI was associated with a 1.95-fold increased risk of T2D (HR: 1.95, 95% CI: 1.93–1.96). Similarly, a 1-SD increase in WHR corresponded to a 1.46-fold increase in T2D (HR: 1.46, 95% CI: 1.46–1.47). We next examined the association of BMI and WHR with the incidence of myeloid malignancies (Table 3). A 1-SD increase in both BMI (HR: 1.09, 95% CI: 1.02–1.17; *P* = 0.02) and WHR (HR: 1.12, 95% CI: 1.03–1.23; *P* = 0.01) was significantly associated with an elevated risk of myeloid malignancies. Furthermore, individuals with obesity who also had T2D demonstrated a stronger risk (HR: 1.51, 95% CI: 1.08–2.13; *P* = 0.02) of myeloid malignancies (Table 3) compared with lean participants without diabetes. To account for the potential protective effect of Metformin on myeloid leukemia, we then conducted sensitivity analyses, adjusting for baseline Metformin use. After the adjustment, the positive association between a 1-SD increase in BMI (HR: 1.08, 95% CI: 1.00–1.16; *P* = 0.04) and WHR (HR: 1.11, 95% CI: 1.01–1.21; *P* = 0.03) with the incidence of myeloid leukemia remained robust (Table 3).

### PTPN11 mutations are associated with adiposity and obesity-related cancer risk.

Given the emerging connection between metabolic dysfunction and leukemogenesis and prior evidence linking *PTPN11* mutations to pediatric leukemias and poor outcomes in adult cancers, we hypothesized that *PTPN11* variants may contribute to adiposity and that obesity could amplify their oncogenic potential. To test this, we leveraged gene-based association results from 394,841 UK Biobank exomes in the Genebass database (15) using SAIGE-GENE (16). Rare missense variant burden in *PTPN11* was negatively associated with fat-free mass across all measured body compartments including both arms, both legs, trunk, and whole body (β ranges from –0.003 to –0.0025 SD, *P* < 5 × 10^–6^; Table 4). These associations between fat-free mass and rare missense variant burden of more common mutations in adults such as *TP53*, *FLT3*, and *NPM1* were not observed (Table 4). Consistent with a shift in body composition, our gene-based burden analysis also revealed an exome-wide significant association (*P* = 3.54 × 10^–7^) between *PTPN11* and body weight (Figure 1A). Burden analyses stratified by variant type further revealed that this signal was primarily driven by a missense variant set (*P* = 3.29 × 10^–7^), which includes variants such as p.Glu76Asp, p.Glu76Lys, p.Val432Met, p.Pro565Leu, p.Met508Val, and p.Asn308Asp (Supplemental Table 1 and Supplemental Data File 1), and it also showed a strong association with BMI (*P* = 1.93 × 10^–3^) (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI202856DS1). These findings highlight the functional importance of missense variants in modulating metabolic traits and implicate *PTPN11* mutations in the pathogenesis of obesity. To assess pathogenicity, mutant PTPN11 protein sequences were evaluated using sorting intolerant from tolerant (SIFT) and PolyPhen-2. Among these, the p.Glu76Asp and p.Glu76Lys variants scored as deleterious (tolerance index <0.01), whereas all tested variants were predicted to be pathogenic by PolyPhen-2 (Supplemental Table 2). Notably, we focused on the recurrent p.Glu76Lys (E76K) mutation, as it is among the most frequent and well-characterized *PTPN11* driver mutations in leukemia. Structural analysis further revealed that the WT SHP2 protein adopts a closed, autoinhibited conformation stabilized by a hydrogen bond between E76 in the N-SH2 domain and R265 in the catalytic domain (Figure 1B). In contrast, the E76K-mutant SHP2 structure displayed an open conformation with complete loss of the E76-R265 interaction, consistent with the experimentally solved crystal structure (Protein Data Bank [PDB]: 6CMS) (Figure 1C). Instead, the substituted Lys76 established new hydrogen bonds with T73, Q79, and Y80 within the N-SH2 domain, thereby destabilizing the closed interface. These structural rearrangements provide a mechanistic basis for how the E76K mutation disrupts autoinhibition and favors constitutive activation of SHP2. Collectively, these findings implicate *PTPN11* mutations in the genetic architecture of obesity and suggest that metabolic dysfunction may cooperate with oncogenic signaling in disease pathogenesis.

Apart from hematologic malignancies, *PTPN11* mutations are also prevalent in nonhematologic solid cancers and often portend a poor prognosis (17). To determine whether obesity may further modify this risk, we analyzed *PTPN11* mutations across solid cancer types in The Cancer Genome Atlas (TCGA) PanCancer cohort (*n* = 10,956). As summarized in Supplemental Figure 1A, the majority of cases involving *PTPN11* mutations occurred in uterine corpus endometrial carcinoma (UCEC), followed by colorectal adenocarcinoma (COAD), skin cutaneous melanoma (SKCM), and a spectrum of other malignancies at lower frequencies. This indicates that *PTPN11* mutations are broadly represented across diverse tumor types, with enrichment in specific cancer subtypes. Importantly, we found that *PTPN11* mutations were disproportionately represented among patients with a high BMI (>30 kg/m^2^). As shown in Supplemental Figure 1B, a greater number of patients harboring *PTPN11* variants had a markedly higher BMI than did *PTPN11* variant carriers who had a low BMI. Correspondingly, more than half (56.86%) of all individuals with *PTPN11* mutations were in the high-BMI subgroup (Supplemental Figure 1C). These findings suggest that *PTPN11* mutations associate with adiposity and may synergize with obesity to modulate cancer risk. Collectively, these data support a model in which rare *PTPN11* variants influence metabolic traits and show that co-occurrence with a high BMI may potentiate oncogenic signaling in diverse cancers, providing a potential mechanistic link between obesity, *PTPN11* mutation, and tumor susceptibility.

### Obesity induces the expansion and transformation of Ptpn11^E76K/+^-mutant HSC/Ps and exacerbates the development of an AML-like phenotype.

To investigate the mechanistic link between *PTPN11* mutations, obesity, and hematopoietic malignancy, we turned to mouse models with the *Shp2^E76K/+^* mutation, allowing us to examine how mutant HSC/Ps behave in lean versus obese BM environments. Using a competitive BM transplantation (BMT) assay that allows measurement of the expansion, survival, and engraftment of *Shp2^E76K/+^*-mutant cells, we transplanted a mixture of BM cells from WT mice or donor mice carrying the *Shp2^E76K/+^* mutation (CD45.2^+^) and BM cells from Boy/J competitor mice (CD45.1^+^) into lethally irradiated leptin-deficient *Lep^Ob/Ob^* (*Ob/Ob*) FBM mice or WT lean BM recipients (Figure 2A). Engraftment of *Shp2^E76K/+^*-mutant CD45.2^+^ cells and the frequencies of mature hematopoietic cells in the peripheral blood (PB) of recipient mice was monitored for 24 weeks following transplantation. *Ob/Ob* FBM mice transplanted with *Shp2^E76K/+^*-mutant BM cells showed increased engraftment of CD45.2^+^ cells and decreased engraftment of WT normal CD45.1^+^ cells in the PB compared with controls (Figure 2B). Measurement of PB counts exhibited that *Ob/Ob* FBM mice transplanted with *Shp2^E76K/+^*-mutant HSC/Ps had high absolute counts of WBCs and myeloid cells, including neutrophils and monocytes and decreased numbers of lymphocytes compared with other groups (Figure 2C). Similarly, increased frequencies of myeloid cells (Gr1^+^CD11b^+^) were observed in PB, BM, and spleens of *Ob/Ob* FBM mice transplanted with *Shp2^E76K/+^*-mutant HSC/Ps compared with control mice (Figure 2D and Supplemental Figure 2A). Additionally, *Ob/Ob* recipients of *Shp2^E76K/+^*-mutant HSC/Ps developed hepatosplenomegaly (Supplemental Figure 2, B and C). As expected, systemic metabolic abnormalities including increased body weight, hyperglycemia, and visceral adiposity were evident in all *Ob/Ob* mice regardless of whether they received WT or *Shp2^E76K/+^*-mutant HSC/Ps (Supplemental Figure 2, D–F), reflecting the underlying leptin deficiency. Importantly, while obesity established a permissive metabolic environment, leukemic progression characterized by splenomegaly, expansion of immature myeloid cells, and skewed hematopoietic differentiation was specifically driven by *Shp2^E76K/+^*-mutant HSC/Ps. Consistent with this, obese recipient mice transplanted with *Shp2^E76K/+^-*mutant cells showed significantly (median overall survival: 190 vs. 240 days, *P* = 0.03) reduced survival compared with lean controls (Supplemental Figure 2G).

Notably, higher frequencies of c-KIT^+^CD11b^+^ myeloid blasts (~14% of blasts) were observed in BM and spleens from *Ob/Ob* FBM mice transplanted with *Shp2^E76K/+^*-mutant HSC/Ps, consistent with the development of the early-onset AML-like phenotype compared with other groups (Figure 3A). Furthermore, the frequency of Lin^–^, Sca-1^+^, and c-KIT^+^ (LSK) cells, abnormal BM cellularity, frequency of hematopoietic progenitor cell 1cells (LSK CD48^+^CD150^–^) and granulocyte macrophage progenitors (GMPs) (c-KIT^+^CD16^+^CD32^+^CD34^+^ cells) were elevated in *Ob/Ob* FBM mice transplanted with *Shp2^E76K/+^*-mutant HSC/Ps compared with control groups (Figure 3, B–E). Notably, *Ob/Ob* FBM mice transplanted with *Shp2^E76K/+^*-mutant HSC/Ps also had a substantially higher abundance of inflammatory (F4/80^+^CD206^+^) TAMs compared with other groups (Supplemental Figure 3A). These findings suggest that in an obese FBM microenvironment, *Shp2^E76K/+^* HSC/Ps represent disease-initiating cells, which results in abnormal differentiation of HSC/Ps, self-renewal, and hyperproliferation of immature myeloid cells.

In obese FBM, HSC/Ps are frequently surrounded by mature immune cells, which can contribute to enhanced myelopoiesis and expansion of myeloid progenitors (18). Thus, the inflammatory obese BM microenvironment is likely to affect the growth and self-renewal of these cells in part by secreting inflammatory chemokines, lymphokines, and cytokines (19). To investigate whether obese FBM enhanced the systemic inflammation due to the presence of *Shp2^E76K/+^* mutation, serum cytokine levels were measured. Serum cytokine/chemokine analysis of *Ob/Ob* FBM mice transplanted with *Shp2^E76K/+^* BM cells showed elevated levels of proinflammatory cytokines, including IL-5, IL-6, and IL-17A and chemokines including CXCL-5 and CCL3 compared with control mice (Supplemental Figure 3B). To evaluate inflammatory signaling in the BM of patients with AML, we compared the expression of key cytokines and chemokines between control and AML samples. AML BM samples (Gene Expression Omnibus [GEO]: GSE1159) (20) exhibited higher expression of IL-17A, IL-6, IL-5, TNF, IL-1β, CCL3, and CCL20 relative to controls (Supplemental Figure 4). Consistent with these findings, prior studies have reported increased levels of IL-6, IL-17A, IL-1β, TNF, CCL2, and CCL3 in the BM plasma of patients with AML compared with healthy individuals (21–24). Together, these findings suggest that *Shp2^E76K/+^*-mutant HSC/Ps under proinflammatory conditions rapidly progressed to an AML-like phenotype and end up outcompeting the WT BM cells in *Ob/Ob* recipient mice compared with WT mice.

Leptin is a hormone secreted from fat cells such as adipose tissue, and it helps to regulate food intake and body weight, and plays a key role in proinflammatory immune responses, angiogenesis, and lipolysis (25). Both humans and mice with leptin (*Lep*) or the leptin receptor (*Lepr*) develop obesity, hypertension, dyslipidemia, T2DM, insulin resistance, cardiovascular disease (CVD), and some types of cancers (26). To assess how *Shp2^E76K/+^*-mutant HSC/Ps respond in a *Lepr-*deficient (*Db/Db*) environment, we performed competitive BMT of a mixture of BM cells from *Shp2^E76K/+^* donor mice (CD45.2^+^) and BM cells from Boy/J competitor mice (CD45.1^+^) into lethally irradiated *Db/Db* or WT recipient mice to determine whether *Shp2^E76K/+^* cells behave in a manner similar to those in *Ob/Ob* recipient mice or in a different manner (Supplemental Figure 5A). All the *Db/Db* recipient mice transplanted with *Shp2^E76K/+^*-mutant BM cells became moribund at 22 weeks after transplantation. Donor-derived CD45.2^+^ cell percentages derived from *Shp2^E76K/+^*-mutant mice were elevated in *Db/Db* recipient mice compared with percentages in WT recipients, similar to *Ob/Ob* recipient mice (Supplemental Figure 5B). Furthermore, Gr-1^+^CD11b^+^ myeloid cells derived from *Shp2^E76K/+^* (CD45.2^+^) donor cells were increased in the PB of *Db/Db* recipients compared with WT recipients (Supplemental Figure 5C). Hematologic analysis of PB counts showed that *Db/Db* mice transplanted with *Shp2^E76K/+^* BM had increased absolute counts and percentages of neutrophils and monocytes and a modest reduction in platelets compared with WT recipient mice (Supplemental Figure 5D). Hepatosplenomegaly and increased body weights were also noted in *Db/Db* mice transplanted with *Shp2^E76K/+^*-mutant cells (Supplemental Figure 5, E–G), a phenotype seen in *Ob/Ob* recipients as well. Notably, donor-derived CD45.2^+^ cells and Gr-1^+^CD11b^+^ mature myeloid cells in BM and spleens were elevated in the *Db/Db* recipient mice transplanted with *Shp2^E76K/+^*-mutant cells compared with WT mice (Supplemental Figure 5, H and I). Additionally, the frequencies of c-KIT^+^CD11b^+^ myeloid blasts derived from *Shp2^E76K/+^* (CD45.2^+^) donor cells were increased in the BM, spleen, and PB of *Db/Db* recipient mice compared with WT mice (Supplemental Figure 5J). We also noted that the frequency and the absolute number of LSK cells, BM cellularity, frequency, and absolute numbers of Lin-Sca-1^+^c-Kit^+^CD48^+^CD150^–^ (HPC1) cells and GMPs were increased and a profound decrease in megakaryocyte erythroid progenitors (MEPs) (c-KIT^+^CD16/32^–^CD34^–^ cells) was noted in *Db/Db* recipient mice transplanted with *Shp2^E76K/+^-*mutant cells compared with WT recipient mice (Supplemental Figure 6, A–D). Importantly, serum cytokine and chemokine analysis showed that, similar to *Shp2^E76K/+^* BM cells transplanted into *Ob/Ob* recipient mice, *Db/Db* recipient mice transplanted with same cells also showed elevated proinflammatory cytokines and chemokines such as IL-17A, granulocyte-CSF (G-CSF), and IL-12p70 (Supplemental Figure 6E). These results suggest that obesity-induced inflammation promoted the growth of *Shp2^E76K/+^*-mutant HSC/Ps, which rapidly developed into AML-like cells and showed signs of leukemogenesis in *Db/Db* recipient mice compared with WT mice.

### Obesity amplifies IL-17A–linked inflammatory, metabolic, and cellular reprogramming in Shp2^E76K/+^-driven BM.

To dissect transcriptional alterations induced by obesity in the context of *PTPN11*-mutant hematopoiesis, we compared BM transcriptomes from WT and *Ob/Ob* mice transplanted with *Shp2^E76K/+^*-mutant HSC/Ps. 

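BM RNA was sequenced from WT recipients and from vehicle-treated *Ob/Ob* recipients, with 3 libraries per group. Both groups had received *Shp2 E76K/+* BM cells mixed 1:1 with competitor cells of Boy/J mice, whose CD45.1 allele tells them from the mutant cells, and the *Ob/Ob* recipients were given vehicle for 30 days from 8 weeks after transplantation. Recipients were 10–12 weeks old according to the paper's methods and 12–14 weeks old according to the sample labels. The authors aligned the reads to mm10 with STAR, counted them on GENCODE genes with featureCounts without regard to strand, let a read that overlaps several genes count for each of them, and compared groups with DESeq2. The values used here are the counts they deposited, before normalization, for 13353 genes. Counts on genes totaled 31777997 to 39925495 per library in WT recipients (median 34279802) and 31281097 to 34797411 in the vehicle group (median 32810979), and the sample labels give about 30000000 reads per sample; the values here use the totals of the table. Counts were scaled by edgeR's TMM factors, and the 15 BM libraries, treated groups included, were fitted in 1 quasi-likelihood model. A gene was called differentially expressed at a Benjamini-Hochberg false discovery rate below 0.05 with an absolute log2 fold change above 1. Normalized counts are counts divided by a library's effective size and multiplied by the mean effective size of the 15 libraries, given as mean ± SD (n = 3). edgeR's low-count filter removed 0 genes, because the smallest total of a gene over the 15 libraries was already 55. Between replicates the biological coefficient of variation was 3.51%, so small changes also passed the false discovery rate, and the number of genes called depended mostly on the fold-change limit and on how low counts were handled. The paper does not say whether the 3 libraries of a group come from separate mice or from the same pool. From the same pool, the p-values for BM would leave out the spread between mice. No fold is given where every library of a group had 3 counts or fewer, and the change is then printed as a lower bound.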

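Of the 13353 genes tested in BM, 1260 were expressed higher and 1338 lower in vehicle-treated *Ob/Ob* recipients than in WT recipients by edgeR's quasi-likelihood test. The setting that moved this total of 2598 genes most was to leave out the fold-change limit, which gave 10227 genes, or 76.6% of those tested. DESeq2 called 2586 genes, of which 2561 were also called by edgeR. The 3 libraries of one group all lay above or all below those of the other for 75.8% of the genes, against 10% by chance. Among called genes with a mean of at least 10 counts, *Nos2* rose at least 553-fold, *Xist* at least 2030-fold, *Gm15056* at least 145-fold and *Cxcl11* at least 89.1-fold, and *Saa3* had a log2 fold change of 11.74 (standard error 0.0586, adjusted p = 1.3e-49, edgeR). These were the 5 largest increases. *Xist* is the noncoding RNA of the inactive X chromosome, which male cells do not express. Other genes, *Tsix* on the other strand among them, together share 12.6% of its exon length. For *Cxcl11*, 41.7% of the exon length is shared with another gene. Reads there were counted for each of the genes that share them. Among the 5 largest decreases were those of *Crisp3* (at least 14.5-fold), *Cd209a* (at least 73.1-fold), *Pdzk1* (at least 9.17-fold, 41.7% of its exon length shared) and *Chp2*, whose log2 fold change was -6.64 (adjusted p = 3.05e-24, edgeR).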

Differential expression analysis identified 742 genes upregulated and 559 downregulated in *Ob/Ob* recipients compared with WT controls (FDR <0.05; Figure 4A). Strikingly, the most prominently upregulated genes included canonical inflammatory mediators such as *Il17a*, *Il17ra*, *Il1B*, *Ccl2*, *Ccl20*, *Tnf*, and *Il6*, pointing to a fatty marrow environment in which obesity and oncogenic Shp2 signaling converged to fuel a proinflammatory niche. 

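*Il17a* lies on chromosome 1 of GRCm38 from 20730905 to 20734496. It had 0 counts in each WT library and 18 to 28 counts in the vehicle libraries, 25.5 ± 7.07 normalized counts (SD, n = 3), a rise of at least 7.9-fold (adjusted p = 7.92e-08, edgeR). *Ccl2* (chromosome 11, 82035571 to 82037453) rose from 56.8 ± 9.55 to 3054 ± 65.5 normalized counts, a log2 fold change of 5.74 (standard error 0.0977, adjusted p = 2.24e-37, edgeR). *Il6* (chromosome 5, 30013114 to 30019981) rose from 34.7 ± 7.24 to 323 ± 20.4, a log2 fold change of 3.23 (standard error 0.196, adjusted p = 4.53e-18, edgeR), and *Tnf* (chromosome 17, 35199381 to 35202007) from 745 ± 21.1 to 1578 ± 77.1, a log2 fold change of 1.08 (standard error 0.0532, adjusted p = 3.38e-21, edgeR). *Il17ra* rose from 11212 ± 274.4 to 12006 ± 339, a log2 fold change of 0.10 (standard error 0.025, adjusted p = 0.000529, edgeR), which is below the fold-change limit. *Il1b* (chromosome 2, 129364570 to 129371139) went the other way, from 5077 ± 76.9 normalized counts in WT recipients to 564 ± 37.1 in the vehicle group, a log2 fold change of -3.17 (standard error 0.0439, adjusted p = 1.47e-40, edgeR). *Ccl20* was not analysed here. Of the 12 inflammatory genes that Fig. 4A and the text name, 11 were tested and 10 were called, 9 of them higher and 1 lower, and the count was the same adjusted over the list alone. The study picked these genes from these samples, so the count is not independent evidence. The list had a median log2 fold change of 1.88 (adjusted p = 0.00345, limma camera), a test with a preset correlation of 0.01 between genes. In BM, all 12 of the 21 lists past the 0.05 threshold in this comparison also passed it with limma fry and with a correlation estimated from the data. From these inflammatory genes, the paper reasons that obesity and oncogenic Shp2 signaling converged in a fatty marrow environment to fuel a proinflammatory niche.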

Pathway enrichment analyses reinforced this conclusion. 

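The expression of 47 genes of the IL-17 and TNF networks that Fig. 8E and the text name was read in BM of vehicle-treated *Ob/Ob* and WT recipients. Of these, 46 were tested, 42 were expressed higher in the vehicle group, and 34 were called, 32 of them higher and 2 lower. Adjusted over the list alone, 34 were called as well, with a false discovery rate below 0.05 for 42 genes against 41 adjusted over all genes tested. The study chose them on these samples, which makes the list no independent evidence. The network genes had a median log2 fold change of 1.74 (adjusted p = 7.78e-09, limma camera).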

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis highlighted IL-17 signaling, Th17 cell differentiation, cytokine-cytokine receptor interactions, JAK/STAT signaling, and TNF signaling as the top activated pathways (Figure 4B). Likewise, Gene Ontology (GO) analysis revealed marked enrichment of genes linked to inflammatory responses, neutrophil migration, chemokine signaling, and GPCR-mediated signaling (Figure 4C). 

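Chemokine genes were expressed higher in BM of the vehicle group. *Ccl4* had a log2 fold change of 3.17 (standard error 0.112, adjusted p = 3.33e-26, edgeR), *Cxcl2* a log2 fold change of 2.76 (standard error 0.0513, adjusted p = 5.06e-36, edgeR) and *Ccl3* a log2 fold change of 1.55 (standard error 0.0808, adjusted p = 2.29e-20, edgeR), each with replicates that did not overlap between the groups. *Cxcl1* went from 0 to 4 counts per library in WT recipients to 15 to 42 in the vehicle group, a log2 fold change of 3.74 (standard error 0.602, adjusted p = 8.17e-07, edgeR).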

Gene set enrichment analysis (GSEA) independently validated robust enrichment of Th17, IL-17, and TNF signaling pathways in *Ob/Ob* recipients (Figure 4, D and E). 

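Genes that IL-17A or TNF induces in many cell types also differed in BM. *Mmp13*, a collagenase, had a log2 fold change of 3.02 (standard error 0.0881, adjusted p = 4.53e-29, edgeR), *Lcn2* a log2 fold change of 1.37 (standard error 0.029, adjusted p = 4.06e-24, edgeR) and *Socs3* a log2 fold change of 1.27 (standard error 0.0519, adjusted p = 7e-24, edgeR). *Cebpb*, of whose exon length 20.7% is shared with another gene, had a log2 fold change of 1.55 (standard error 0.123, adjusted p = 3.68e-07, edgeR). The receptor subunit *Il17rb* had a log2 fold change of 0.60 (standard error 0.218, adjusted p = 0.0124, edgeR), below the fold-change limit.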

In line with these transcriptional signatures, flow cytometric analysis revealed a marked expansion of Th17 cells (IL-17A^+^CD4^+^) in the *Ob/Ob* recipients compared with WT controls (Figure 4F). Additional hallmark pathways enriched in *Ob/Ob* recipients transplanted with *Shp2^E76K/+^*-mutant HSC/Ps included the inflammatory response, TGF-β signaling, and TNF signaling via NF-κB (Figure 5A). 

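The 32 inflammatory genes shown in Fig. 9A, all of which were tested, were all expressed higher in BM of vehicle-treated *Ob/Ob* recipients than of WT recipients, and 22 were called, as many as adjusted over the list alone. The genes were picked by the study from the same libraries, so this is not independent evidence. They had a median log2 fold change of 1.26 (adjusted p = 7.93e-09, limma camera). A list of 11 interferon-stimulated genes written before the files were read, of which *Irf7* is 1, had a median log2 fold change of 4.49 (adjusted p = 1.28e-08, limma camera), and 10 of the 11 were called, the same number adjusted over the list alone. *Isg15* (chromosome 4, 156199424 to 156200818) rose from 1004 ± 41.9 to 32771 ± 748 normalized counts, a log2 fold change of 5.03 (standard error 0.0383, adjusted p = 8.68e-47, edgeR).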

At the cellular level, obesity reinforced myeloid bias in the setting of *Ptpn11*-mutant hematopoiesis. As shown in Figure 2, B–D, and Figure 3, D and E, *Ob/Ob* recipients transplanted with *Shp2^E76K/+^* HSC/Ps displayed elevated neutrophils, monocytes, and HSC/Ps, accompanied by a reduction in lymphocytes and platelets. 

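Marker genes of BM cell types were listed before the files were read, and each list was tested between vehicle-treated *Ob/Ob* and WT recipients by limma camera. B cell markers were lower for all 10 genes and called for 9, the same number adjusted over the list alone, with a median log2 fold change of -1.66 (adjusted p = 2.94e-06, limma camera). *Cd79a* had a log2 fold change of -1.53 (standard error 0.0306, adjusted p = 6.33e-35, edgeR). Immature granulocyte markers had a median of -0.13 (adjusted p = 0.628, limma camera). Of these, *Mpo*, with 15% of its exon length shared with another gene, had a log2 fold change of -0.60 (standard error 0.0282, adjusted p = 1.62e-17, edgeR), and *Elane* a log2 fold change of -0.42 (standard error 0.0281, adjusted p = 1.35e-14, edgeR). Mature neutrophil markers had a median of -0.40 (adjusted p = 0.0186, limma camera) and monocyte and macrophage markers one of 0.24 (adjusted p = 0.416, limma camera), in which *Fcgr1* rose with a log2 fold change of 3.46 (standard error 0.0628, adjusted p = 8.99e-25, edgeR) while *Adgre1* had a log2 fold change of -0.81 (standard error 0.057, adjusted p = 3.44e-16, edgeR). The medians were -0.09 (adjusted p = 0.61, limma camera) for stem and progenitor markers, 0.41 (adjusted p = 0.727, limma camera) for stromal and endothelial markers and -0.76 (adjusted p = 0.322, limma camera) for platelet markers. For T cell markers the median was -0.33 (adjusted p = 0.186, limma camera). Erythroid markers had a median of -0.47 (adjusted p = 0.148, limma camera), cell cycle genes of -0.05 (adjusted p = 0.625, limma camera) and adipocyte markers of 0.62 (adjusted p = 0.762, limma camera), and the direction for adipocyte markers was reversed without Vehicle replicate 1, with a median of -1.06. Adjusted over the list alone, each list had as many called genes as over all genes tested. Marker lists do not separate a change in the share of a cell type from a change in its expression.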

Cell-type–specific enrichment of bulk BM RNA-seq analysis further confirmed the expansion of inflammatory myeloid cell populations, with strong activation signatures in CD34^+^ immature neutrophils, monocytes, and stromal cells, together with suppression of B cell subsets and platelets (Figure 5B). In addition to immune remodeling, obesity triggered profound metabolic rewiring of leukemic BM. Pathway analysis identified enrichment of lipid and atherosclerosis signaling, fatty acid metabolism, adipocytokine signaling, glycolysis/gluconeogenesis, and cholesterol metabolism (Figure 5, C–F). These findings suggest that obesity integrated inflammatory signaling with altered metabolic pathways to further potentiate *Shp2^E76K/+^*-driven leukemogenesis. Together, these data demonstrate that obesity synergized with *Ptpn11*-mutant hematopoiesis to amplify IL-17A–linked inflammation, skew hematopoiesis toward proleukemic myeloid lineages, suppress adaptive immune cell subsets, and reprogram BM metabolism, thereby reinforcing a microenvironment conducive to leukemic progression.

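The genes shown in Fig. 5, D–F, were read in the same comparison of BM. All 25 lipid and atherosclerosis genes were expressed higher in the vehicle group, and 10 were called, with a median log2 fold change of 0.73 (adjusted p = 7.93e-09, limma camera). Of the 15 adipocytokine genes, 15 were higher and 8 called, with a median log2 fold change of 1.08 (adjusted p = 3.7e-06, limma camera). Of the 14 genes of cholesterol metabolism, 14 were higher and 4 called, with a median log2 fold change of 0.85 (adjusted p = 0.000131, limma camera). Adjusted over the list alone, each list had the same number of called genes, and none of the 3 is independent evidence, because the study drew them from these libraries. *Lipg*, which encodes an endothelial lipase, had a log2 fold change of 7.39 (standard error 0.0603, adjusted p = 2.89e-48, edgeR). *Pck2*, an enzyme of gluconeogenesis, had a log2 fold change of 0.07 (adjusted p = 0.0911, edgeR), not detectably different between the groups.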

Serum cytokine profiling of *Shp2^E76K/+^*-mutant HSC/Ps transplanted into *Ob/Ob*, and *Db/Db* recipient mice revealed markedly elevated the expression of IL-17A compared with WT recipients. To extend these findings to humans, we analyzed circulating IL-17A levels in plasma from 50,000 UK Biobank participants with available proteomics data who were free of hematological malignancies and myeloid leukemia at baseline. Among 2,498 participants (5.26%) with both diabetes and obesity defined by WHR, the mean plasma IL-17A levels were 0.14 SD higher (95% CI: 0.10–0.18, *P* < 0.001) compared with individuals without either condition or with only one (Table 5). Elevated IL-17A levels were also observed in participants with diabetes versus those without diabetes (0.12 SD higher, 95% CI: 0.08–0.16) and in individuals with obesity versus those without obesity (0.03 SD higher, 95% CI: 0.01–0.05). Similarly, participants with both obesity and diabetes had reduced average plasma GLP-1R levels compared with participants who were neither obese nor diabetic, nor both (ß ranges from –0.06 to –0.04, *P* < 0.05, Table 6).

IL-17A, a proinflammatory cytokine predominantly secreted by Th17 cells, signals through the IL-17RA–IL-17RC receptor complex and plays a dual role in host defense and pathology. While essential for protection against extracellular bacterial and fungal infections, dysregulated IL-17A promotes chronic inflammation, autoimmunity, and tumor progression (27–29). Notably, IL-17A has been shown to induce macrophage polarization toward an M2-like immunosuppressive phenotype (30). Consistently, elevated serum IL-17A in patients with various malignancies correlates with a poor prognosis (31). Clinically, 3 FDA-approved IL-17A–targeting antibodies — secukinumab, ixekizumab, and brodalumab — are used for autoimmune diseases, with secukinumab recently approved for pediatric patients aged 2 years or older for the treatment of juvenile psoriatic arthritis (32, 33).

Likewise, GLP-1R agonists have emerged as potent modulators of glucose homeostasis, body weight, and inflammation. Beinaglutide, a short-acting recombinant GLP-1R agonist that is structurally nearly identical to endogenous human GLP-1, provides rapid postprandial glucose control, robust weight loss, and antiinflammatory effects (34–37). Taken together, these observations led us to hypothesize that combined IL-17A inhibition and GLP-1R activation could synergistically suppress leukemic expansion, limit M2-like macrophage–mediated immunosuppression, and restore normal hematopoiesis in obese mice harboring *Shp2^E76K/+^*-mutant HSC/Ps.

### The combination of GLP-1R agonist and anti–IL-17A antibody therapy inhibits exacerbation of Shp2^E76K/+^-mutant HSC/Ps in Ob/Ob mice.

To determine whether simultaneous targeting of metabolic and inflammatory pathways could mitigate obesity-driven exacerbation of *Shp2^E76K/+^*-mutant hematopoiesis, we performed competitive BMT again, as shown in Figure 2A, using a 1:1 mixture of *Shp2^E76K/+^* donor BM cells (CD45.2^+^) and competitor Boy/J BM cells (CD45.1^+^). These cells were transplanted into lethally irradiated *Ob/Ob* or WT recipients (Figure 2A). By week 8 after transplantation, the *Ob/Ob* recipients showed markedly enhanced engraftment of *Shp2^E76K/+^* donor HSC/Ps compared with WT controls. The mice were then randomized and treated for 30 days with beinaglutide, a GLP-1R agonist (3 mg/kg, s.c.), an anti–IL-17A antibody (200 μg/mouse, i.p., 3 times weekly), or the combination of both. Dosing regimens were selected on the basis of prior studies demonstrating efficacy with minimal toxicity (38, 39). Combination therapy markedly increased the proportion of normal CD45.1^+^ competitor cells and concomitantly reduced *Shp2^E76K/+^*-mutant CD45.2^+^ cells in both the PB and BM of *Ob/Ob* recipients (Figure 6, A and B). Furthermore, Th17 cell (IL-17A^+^CD4^+^) frequencies, body weight, fasting blood glucose levels, and visceral adipose tissue mass was reduced in the combination therapy group compared with the other groups (Figure 6, C–F). Single-agent treatments yielded partial reductions in mutant myeloid (Gr-1^+^CD11b^+^) populations, whereas combination therapy showed substantial suppression in both PB and BM (Figure 6G). Notably, combination therapy ameliorated hepatosplenomegaly, a hallmark of AML and JMML, in *Ob/Ob* recipients (Figure 7, A and B) and reduced leukemic stem/progenitor compartments in the BM, including LSK cells, HPC1 cells, and GMPs, while increasing MEP frequency (Figure 7, C–E). Together, these results demonstrate that dual targeting of IL-17A–driven inflammation and metabolic dysregulation not only limited the expansion of *Shp2^E76K/+^*-mutant HSC/Ps in obese hosts but also promoted the restoration of normal hematopoiesis, indicating the therapeutic potential of this combinatorial approach for obesity-associated leukemia pathogenesis.

### Combined GLP-1R agonism and IL-17A blockade most effectively reverses inflammatory and myeloid reprogramming in obese mice bearing Shp2^E76K/+^ cells.

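BM was sequenced from 4 groups of *Ob/Ob* recipients of *Shp2 E76K/+* cells, which received vehicle, 3 mg/kg of the GLP-1R agonist beinaglutide by subcutaneous injection, an anti–IL-17A antibody (200 µg per mouse, injected intraperitoneally 3 times per week) or both agents (Combo), with 3 libraries per group. The deposited counts on genes totaled 31086184 to 36181282 per library with the GLP-1R agonist (median 33930221), 32662280 to 36968230 with the anti–IL-17A antibody (median 36534971) and 35880000 to 36909493 with Combo (median 36357447). Each treated group was compared with the same 3 vehicle libraries, so the comparisons share that group and are not independent of one another. The departure of Combo from the sum of both single-agent effects was tested as a contrast in the same model, on the log2 scale. Return toward WT was read as the percentage of genes called between the vehicle group and WT recipients whose mean moved from the vehicle group in the direction of WT. That percentage was also computed on simulated counts without a treatment effect, drawn around the observed vehicle means. A gene picked for a high or low vehicle value tends to move back by chance. The simulated means keep such values, so the simulation does not measure that tendency. The choice that could change the numbers of genes called most was again the fold-change limit. Replicate numbers were not taken to pair animals between groups.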

To define the molecular effect of the GLP-1R agonist, the anti–IL-17A antibody, and their combination in obesity-driven, *Ptpn11*-mutant hematopoiesis, we compared BM transcriptomes from *Ob/Ob* mice bearing *Shp2^E76K/+^* HSC/Ps treated with vehicle, a GLP-1R agonist, an anti–IL-17A antibody, or both agents (Combo treatment). 

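Compared with the vehicle group, edgeR called 1015 genes higher and 1213 lower in BM with the GLP-1R agonist, 1022 higher and 1129 lower with the anti–IL-17A antibody, and 878 higher and 1487 lower with Combo. In total these were 2228, 2151 and 2365 genes of those tested. Leaving out the fold-change limit moved the total for Combo most, to 9849 genes. Compared directly, Combo differed from the GLP-1R agonist in 1757 called genes and from the anti–IL-17A antibody in 757, of which 618 were lower with Combo. With Combo the largest increases were those of *Acox2* (at least 14-fold), *4933440M02Rik* (at least 6.09-fold), *Cd209a* (at least 6.17-fold), *Dnah6*, with a log2 fold change of 5.04 (standard error 0.216, adjusted p = 3.03e-23, edgeR), and *Chp2*, with a log2 fold change of 4.50 (standard error 0.361, adjusted p = 2.07e-14, edgeR). The largest decreases were those of *Gm15056* (at least 147-fold), *Cxcl11* (at least 90.6-fold, with shared exons), *Il22* (at least 82.9-fold), *Sct* (at least 39-fold) and *Ifi44*, with a log2 fold change of -9.81 (standard error 0.298, adjusted p = 1.08e-14, edgeR).

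**Figure D1:**
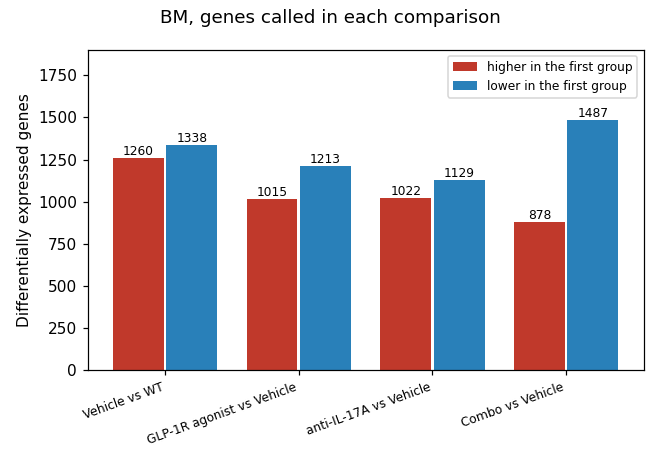
Number of differentially expressed genes in BM (y axis, genes) in each comparison (x axis), with red bars for genes higher and blue bars for genes lower in the first-named group. In Combo vs Vehicle the blue bar stands at 1487 genes and the red bar at 878.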

Whimle both monotherapies partially attenuated inflammatory gene expression, Combo treatment produced the most extensive transcriptional reprogramming, with 882 genes downregulated and 328 upregulated relative to the vehicle-treated HSC/Ps (log_2_ fold change [FC]>|1|, FDR < 0.05; Figure 8A). Pathway enrichment analysis demonstrated that Combo therapy most strongly suppressed immune and inflammatory signaling cascades. KEGG pathways were downregulated in the Combo group, including Th17 cell differentiation, IL-17 and TNF signaling, JAK/STAT signaling, NF-κB signaling, cytokine-cytokine receptor interaction, and lipid/atherosclerosis signaling (Figure 8B). 

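In BM with Combo, all 46 tested genes of the IL-17 and TNF networks were expressed lower than in the vehicle group, and 34 were called, the same number adjusted over the list alone, which is not independent evidence because the study picked the genes from these samples. The list had a median log2 fold change of -1.71 (adjusted p = 1.21e-14, limma camera). With the GLP-1R agonist 45 of the 46 were lower and 31 were called, with a median log2 fold change of -1.87 (adjusted p = 5.7e-12, limma camera), and with the anti–IL-17A antibody 45 were lower and 29 called, with a median log2 fold change of -1.46 (adjusted p = 4.36e-12, limma camera). Of the 21 lists tested in BM between Combo and vehicle, 16 passed the threshold by limma camera, and 16 of these also did so with fry and 15 with an estimated correlation.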

GO enrichment analysis corroborated inhibition of the inflammatory response, cytokine-mediated signaling, granulocyte/neutrophil migration, and myeloid leukocyte chemotaxis (Figure 8C). Ranked GSEA confirmed a marked downregulation of Th17 cell differentiation (Figure 8D) and attenuation of IL-17/TNF signaling pathways (normalized enrichment score [NES] >1, adjusted *P* [*P*adj] < 0.05; Figure 8E), with network analysis revealing coordinated suppression of *Il17a*, *Il17re*, *Tnf*, *Cxcl1*, *Ccl2*, *Mmp13*, and *Socs3*. 

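*Il17a* had 0 counts in all libraries of the Combo and GLP-1R agonist groups, at least 8.03-fold lower with Combo (adjusted p = 1.32e-07, edgeR) and at least 8.32-fold lower with the GLP-1R agonist (adjusted p = 7.6e-08, edgeR), and 0 to 1 counts with the anti–IL-17A antibody, at least 8.38-fold lower (adjusted p = 2.01e-07, edgeR). *Ccl2* was at 53.7 ± 10.5 normalized counts (SD, n = 3) with Combo, a log2 fold change of -5.83 (standard error 0.1, adjusted p = 2.43e-37, edgeR), with changes from vehicle of -6.75 with the GLP-1R agonist and -5.22 with the anti–IL-17A antibody. *Tnf* was at 1118 ± 47.7 normalized counts with Combo, a log2 fold change of -0.50 (standard error 0.0512, adjusted p = 2.52e-11, edgeR), and at 1050.0 ± 34.6 and 1165 ± 34.1 with the GLP-1R agonist and the anti–IL-17A antibody, none of them past the fold-change limit. *Cxcl1* had 0 counts with Combo and was at least 11.3-fold lower. *Mmp13* had a log2 fold change of -1.30 (standard error 0.0739, adjusted p = 3.83e-19, edgeR) and *Socs3* a log2 fold change of -0.13 (standard error 0.0484, adjusted p = 0.0123, edgeR). *Il6* had a log2 fold change of -3.99 (standard error 0.218, adjusted p = 1.44e-19, edgeR). *Il17re* was not analysed here.

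**Figure D2:**
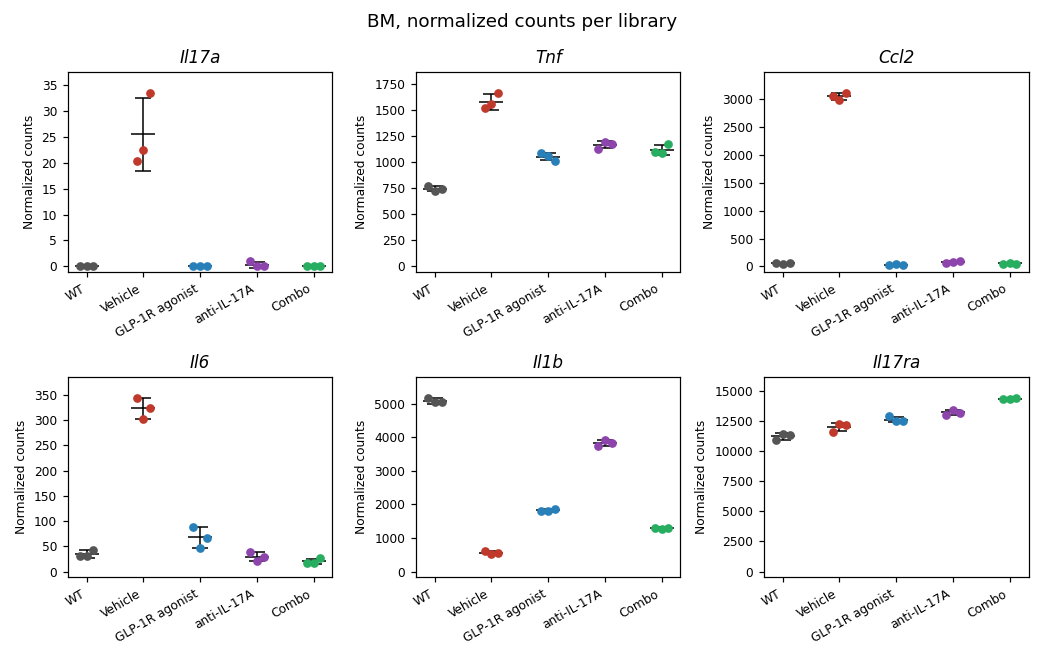
Normalized counts in BM (y axis) of *Il17a*, *Tnf*, *Ccl2*, *Il6*, *Il1b* and *Il17ra* in the 5 groups (x axis), with a point for each of the 3 libraries of a group, a bar for the mean and error bars for the SD. *Il17a* is near 0 outside the vehicle group, while *Il1b* is lowest in that group, at 564.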

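*Il1b* was expressed higher in BM of every treated group than in the vehicle group, at 1825 ± 41.8 normalized counts with the GLP-1R agonist, 3821 ± 92.7 with the anti–IL-17A antibody and 1298 ± 18.4 with Combo, where it had a log2 fold change of 1.20 (standard error 0.0485, adjusted p = 3.71e-24, edgeR). *Ccl3* fell by 1.82 on the log2 scale with Combo (standard error 0.0838, adjusted p = 3.29e-22, edgeR), *Ccl4* by 3.89 (standard error 0.123, adjusted p = 7.2e-28, edgeR) and *Cxcl2* by 1.73 (standard error 0.0472, adjusted p = 4.34e-30, edgeR). The GLP-1R agonist changed them by -1.66, -3.37 and -2.54, and the anti–IL-17A antibody by -0.76, -2.69 and -1.07, in the same order. *Cxcl5* was not analysed here. Of the 32 inflammatory genes listed from Fig. 9A, 26 were lower with the GLP-1R agonist and 12 called, with a median log2 fold change of -0.65 (adjusted p = 0.000188, limma camera), and 32 were lower with the anti–IL-17A antibody and 15 called, with a median log2 fold change of -0.86 (adjusted p = 1.44e-07, limma camera). With Combo all 32 were lower and 22 called, with a median log2 fold change of -1.42 (adjusted p = 3.17e-10, limma camera). The 23 cellular response genes of Fig. 9B were all lower in the vehicle group than in WT recipients, with a median log2 fold change of -0.60 (adjusted p = 7.93e-09, limma camera), and all higher with Combo than in the vehicle group, with a median log2 fold change of 0.59 (adjusted p = 1.6e-08, limma camera). Their medians were 0.07 (adjusted p = 0.398, limma camera) with the GLP-1R agonist and 0.45 (adjusted p = 1.19e-07, limma camera) with the anti–IL-17A antibody. For both lists the numbers called adjusted over the list alone were the same, and because the study picked both from these samples, neither is independent evidence. Of the 2598 genes called between the vehicle group and WT recipients, 84.1% moved toward WT with the GLP-1R agonist, 96.6% with the anti–IL-17A antibody and 84.1% with Combo, against 49.4%, 49.3% and 50% (medians of 20 draws) without a treatment effect. With the false discovery rate alone, the setting that moved the percentage for Combo most, it was 71.85%. With Combo, 854 of the 2598 were still called against WT recipients in the direction of the vehicle group, and another 168 were called in the opposite direction. *Xist* had means of 2.17 normalized counts with the GLP-1R agonist, 98.4 with the anti–IL-17A antibody and 3610 with Combo. Its means were 6544 with vehicle and 1.58 in WT recipients. Genes that follow it would move most of the way to WT with the single agents only, whatever the treatment did.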

Heatmap profiling across all treatment arms showed that GLP-1R agonist or anti–IL-17A monotherapy each reduced subsets of inflammatory cytokine/chemokine genes (*Il1b*, *Ccl3*, *Ccl4*, *Cxcl2*, *Cxcl5*, *Tnf*) and cellular response genes, whereas Combo therapy broadly normalized the expression toward WT-like levels (Figure 9, A and B). 

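Interferon-stimulated genes, a list of 11 written before the files were read, were lower in BM than in the vehicle group with a median log2 fold change of -6.30 (adjusted p = 3.3e-10, limma camera) for the GLP-1R agonist, -5.15 (adjusted p = 7.33e-10) for the anti–IL-17A antibody and -5.71 (adjusted p = 3.28e-10) for Combo, where all 11 were called, also adjusted over the list alone. *Isg15* was at 249 ± 19.7, 346 ± 21.4 and 181 ± 20.1 normalized counts (SD, n = 3) in these 3 groups, with a change of -7.50 (standard error 0.0481, adjusted p = 4.18e-49, edgeR) for Combo. *Irf7* had a log2 fold change of -5.71 (standard error 0.0458, adjusted p = 1.69e-30, edgeR). *Il1a*, of whose exon length 11.2% is shared with another gene, had a log2 fold change of -4.00 (standard error 0.417, adjusted p = 3.97e-11, edgeR) and *Il10* a log2 fold change of -5.49 (standard error 0.392, adjusted p = 5.97e-16, edgeR).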

GSEA of hallmark pathways mirrored this pattern, with the strongest suppression of inflammatory response, IFN-α/IFN-γ signaling, TGF-β signaling, and TNF signaling via NF-κB in the Combo group (Figure 9C). Cell-type–specific enrichment revealed that Combo therapy markedly decreased CD34^+^ immature neutrophils and monocytes, suppressed stromal cell activation, and partially restored the B cell compartment (Figure 9D). 

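Immature granulocyte markers were higher in BM with Combo than in the vehicle group for all 6 genes and called for 3, with a median log2 fold change of 0.86 (adjusted p = 0.000208, limma camera); with an estimated correlation the adjusted p was 0.102. *Mpo*, with shared exons, had a log2 fold change of 1.70 (standard error 0.0288, adjusted p = 1.77e-28, edgeR). *Elane* was called at 1.005 but not with DESeq2, at 0.99, so its call rests on the setting. Mature neutrophil markers were higher for 7 of 10 genes, with a median log2 fold change of 1.16 (adjusted p = 0.00194, limma camera), among them *Retnlg* with a log2 fold change of 2.52 (standard error 0.0229, adjusted p = 4.57e-47, edgeR). Stromal and endothelial markers had a median of 0.39 (adjusted p = 0.772, limma camera). B cell markers were lower than in the vehicle group for all 10 genes, 8 of them called, with a median log2 fold change of -1.60 (adjusted p = 5.92e-06, limma camera). *Cd79a* had a log2 fold change of -1.76 (standard error 0.0351, adjusted p = 6.08e-35, edgeR). For B cell markers the medians were -1.74 (adjusted p = 2.81e-06, limma camera) with the GLP-1R agonist and 0.12 (adjusted p = 0.244, limma camera) with the anti–IL-17A antibody. T cell markers were lower with Combo for all 11 tested genes, with a median log2 fold change of -1.07 (adjusted p = 0.000126, limma camera). Stem and progenitor markers had a median of 0.36 (adjusted p = 0.173, limma camera), in which *Cd34* had a log2 fold change of 0.56 (standard error 0.0534, adjusted p = 2.5e-12, edgeR). The medians were 0.40 (adjusted p = 2.95e-05, limma camera) for cell cycle genes, -0.76 (adjusted p = 0.135, limma camera) for platelet markers, 0.07 (adjusted p = 0.867, limma camera) for erythroid markers and -0.19 (adjusted p = 0.978, limma camera) for adipocyte markers. Leaving out 1 library turned 2 of these directions, as without Vehicle replicate 3 the median fell just below 0 for erythroid markers, and for adipocyte markers it was 0.08 without Vehicle replicate 1 and 0.06 without Vehicle replicate 3. Adjusted over the list alone, no list changed its number of called genes.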

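Of 15 monocyte and macrophage markers tested in BM, 12 were expressed lower with Combo than in the vehicle group, 9 were called lower and 1 higher, the same numbers adjusted over the list alone, with a median log2 fold change of -1.43 (adjusted p = 0.000876, limma camera). The medians were -0.48 (adjusted p = 0.00804, limma camera) with the GLP-1R agonist and -0.75 (adjusted p = 0.0446, limma camera) with the anti–IL-17A antibody, and the latter passed the threshold with the preset correlation but not with an estimated one (adjusted p = 0.0757). *Fcgr1* had a log2 fold change of -4.22 (standard error 0.0681, adjusted p = 6.58e-26, edgeR) and *Csf1r* a log2 fold change of -0.26 (standard error 0.0308, adjusted p = 9.03e-10, edgeR). *Adgre1*, which encodes F4/80, had a log2 fold change of -0.03 (standard error 0.0606, adjusted p = 0.652, edgeR), a difference within the spread of the replicates. No deconvolution was run here.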

A reduction in BM monocytes/macrophage cell abundance was observed through deconvolution analysis in the Combo group compared with the vehicle-treated group (Figure 9E), which is consistent with our flow cytometric analysis (Figure 6G). In addition to immune reprogramming, Combo therapy profoundly corrected metabolic dysregulation in the BM. 

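The metabolic genes chosen for Supplemental Fig. 7, A and B, were also read between vehicle-treated *Ob/Ob* and WT recipients in BM. Of 26 lipid genes, 25 were higher in the vehicle group and 5 called, with a median log2 fold change of 0.60 (adjusted p = 3.7e-06, limma camera). All 17 cholesterol and adipocytokine genes were higher and 4 called, with a median log2 fold change of 0.63 (adjusted p = 0.000938, limma camera). Both counts were the same adjusted over the list alone, which is not independent evidence for genes the study drew from these libraries.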

Vehicle-treated *Ob/Ob* mice transplanted with *Shp2^E76K/+^* HSC/Ps showed increased expression of genes in pathways related to lipid metabolism, fatty acid metabolism, adipocytokine signaling, atherosclerosis, and cholesterol metabolism (Figure 5, C–F). Combo therapy restored the expression of these metabolic genes toward baseline levels, normalizing fatty acid and cholesterol handling, suppressing adipocytokine-mediated proinflammatory signaling, and reversing the transcriptional programs associated with vascular and systemic metabolic dysfunction–related gene expression compared with other groups (Supplemental Figure 7, A and B). Collectively, these findings demonstrate that, while GLP-1R agonism or IL-17A blockade alone could partially counter obesity-driven IL-17/TNF–dominated inflammatory programs in *Shp2^E76K/+^* hematopoiesis, their combination most effectively dismantled these networks, normalized immune cell composition, and suppressed proatherogenic metabolic signatures, highlighting a potentially synergistic therapeutic avenue for obesity-associated leukemia progression.

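With Combo, all 26 lipid genes of Supplemental Fig. 7B were expressed lower in BM than in the vehicle group and 10 were called, with a median log2 fold change of -0.80 (adjusted p = 3.87e-08, limma camera), and all 17 cholesterol and adipocytokine genes of Supplemental Fig. 7A were lower with 7 called and a median log2 fold change of -0.58 (adjusted p = 0.00022, limma camera), with the panels named by their titles, which the legend gives in the reverse order. The lipid and atherosclerosis genes of Fig. 5D were lower for 25 of 25 genes, 15 of them called, with a median log2 fold change of -1.51 (adjusted p = 3.28e-10, limma camera), against medians of -0.48 with the GLP-1R agonist and -1.05 with the anti–IL-17A antibody. For adipocytokine genes the median was -0.71 (adjusted p = 7.94e-06, limma camera) with Combo, -0.99 with the GLP-1R agonist and -0.82 with the anti–IL-17A antibody. For genes of cholesterol metabolism it was -0.67 (adjusted p = 0.000363, limma camera) with Combo, -0.62 with the GLP-1R agonist and -0.82 with the anti–IL-17A antibody. With adjustment over the list alone the numbers called did not change, and these lists, drawn by the study from the same samples, are not independent evidence. With Combo, *Lipg* had a log2 fold change of -0.64 (standard error 0.0341, adjusted p = 4.24e-20, edgeR) and *Klf2* a log2 fold change of -0.39 (standard error 0.0304, adjusted p = 8.05e-15, edgeR). Mean normalized counts of *Lipg* were 7119 with Combo, 165 with the GLP-1R agonist and 359 with the anti–IL-17A antibody, against 11119 with vehicle. For *Klf2* they were 5872, 3770 and 7504, against 7704 with vehicle.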

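The effect of Combo in BM departed from the sum of both single-agent effects in 2819 called genes, 1280 higher and 1539 lower than the sum. In 97.1% of them the departure opposed the sum, so that Combo changed the gene less than the sum or in the other direction, and Combo exceeded the sum, with both single agents moving the gene in the same direction, in 27 genes. Genes called between the vehicle group and WT recipients ended nearer WT than the vehicle group for 55.9% with the GLP-1R agonist, 74.3% with the anti–IL-17A antibody and 59.4% with Combo. *Xist* and genes of the Y chromosome were also nearer WT with both single agents than with Combo. Genes that follow them would end nearer WT with the single agents and depart against the sum whatever the treatment did. These percentages therefore do not rank the treatments alone. From the stronger suppression of inflammatory and metabolic networks with Combo than with either agent alone, the paper concludes that the combination most effectively dismantled these networks and proposes a potentially synergistic therapeutic avenue.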

### Combination therapy with GLP-1R agonist and IL-17A blockade reverses obesity and Shp2^E76K/+^-driven macrophage expansion, diminishes M2-like macrophages and T cell exhaustion, and restores cytotoxic T cell immunity.

Given the pronounced systemic and hematopoietic inflammatory signatures observed in *Ob/Ob* recipients of *Shp2^E76K/+^*-mutant HSC/Ps (Figures 6 and 7), we next examined adipose tissue macrophages (ATMs), a major driver of chronic inflammation in obesity-associated myeloproliferation. Consistent with enhanced visceral adiposity (Supplemental Figure 2F), these mice exhibited a marked expansion of F4/80^+^CD206^+^ ATMs (Supplemental Figure 3A). To define the molecular basis of this expansion, we performed RNA-seq on sorted F4/80^+^ ATMs. 

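RNA was sequenced from F4/80+ cells sorted from adipose tissue of WT recipients and of *Ob/Ob* recipients given vehicle, the GLP-1R agonist, the anti–IL-17A antibody or Combo, with 3 libraries per group. The authors counted reads on genes as for BM, and the table used here holds their unnormalized counts for 17059 genes. Counts on genes totaled 24876074 to 28369275 per library in WT recipients (median 27486731), 27229278 to 30195059 in the vehicle group (median 27333143), 25673711 to 39778889 with the GLP-1R agonist (median 34957082), 39818065 to 45300263 with the anti–IL-17A antibody (median 41539036) and 31854058 to 35092875 with Combo (median 33491731). The sample labels give about 30000000 reads for each, and the totals of the table were used. The 15 ATM libraries were fitted apart from those of BM, with the same scaling, test, false discovery rate and fold-change limit, and edgeR's filter removed 0 genes. Between replicates the biological coefficient of variation was 32.5% over all genes and 9.71% in the median of the 5797 genes with over 1000 counts, so the precision at low counts is poorer than in BM. With the anti–IL-17A antibody the libraries were deepest, and after all libraries were thinned to 24876074 counts edgeR called 6059 genes against vehicle. F4/80+ sorting was done by the authors, and the purity of the sorted cells is not measured by these libraries.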

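In F4/80+ ATMs, edgeR called 2125 genes higher and 3909 lower in vehicle-treated *Ob/Ob* recipients than in WT recipients, out of 17059 tested. Without the fold-change limit, the setting that moved this total of 6034 most, 9704 genes passed. DESeq2 called 6338, of which 5960 were shared. The replicates of the groups did not overlap for 62.9% of the genes, where chance gives 10%. The 5 largest increases were those of *Chil4* (at least 2260-fold), *Gp2* (at least 289-fold), *Aqp4* (at least 272-fold), *Serpinb11* (at least 236-fold) and *Padi1* (at least 158-fold, with 32% of its exon length shared with another gene). The 5 largest decreases were those of *9530053A07Rik*, *Serpina1f*, *Akr1b7*, *Pbsn* and *Defb42*, each with 3 counts or fewer in every vehicle library. *Akr1b7*, with 27.2% of its exon length shared, fell from 429885 ± 4348 normalized counts (SD, n = 3) to 1.497 ± 2.59. Genes listed for the mouse epididymis took 2.83% of the counts of WT libraries and 0.0409% of those of vehicle libraries.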

Transcriptomic profiling showed 2,031 downregulated and 1,383 upregulated genes in F4/80^+^ ATMs in *Ob/Ob* mice transplanted with *Shp2^E76K/+^*-mutant HSC/Ps compared with WT controls (Figure 10A). GSEA analysis identified enrichment of inflammatory and stress-related programs, including IFN-α/-γ responses, IL-6/JAK/STAT3 signaling, ROS production, the unfolded protein response, and TGF-β signaling in F4/80^+^ ATMs in *Ob/Ob* mice harboring *Shp2^E76K/+^*-mutant cells relative to WT controls (Figure 10B). 

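The 11 interferon-stimulated genes listed before the files were read were all called higher in the vehicle group, also adjusted over the list alone, with a median log2 fold change of 4.85 (adjusted p = 8.51e-12, limma camera). *Isg15* rose from 1784 ± 116 to 67497 ± 2791 normalized counts, a log2 fold change of 5.24 (standard error 0.0765, adjusted p = 4.07e-17, edgeR). *Il6* had a log2 fold change of 1.27 (standard error 0.0777, adjusted p = 1.12e-09, edgeR) and *Tnf* a log2 fold change of 3.57 (standard error 0.105, adjusted p = 1.28e-13, edgeR), and *Ccl2* a log2 fold change of 3.86 (standard error 0.0551, adjusted p = 3.45e-17, edgeR). The 13 inflammatory genes that Fig. 10A labels were all called higher, with a median log2 fold change of 3.57 (adjusted p = 3.97e-12, limma camera). The study chose them on these samples, so the same count adjusted over the list alone is not independent evidence. Of the 24 lists tested in ATMs between the vehicle group and WT recipients, 15 passed the threshold by limma camera, of which 15 also did so with fry and 13 with an estimated correlation.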

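*Cd274*, which encodes PD-L1, lies on chromosome 19 of GRCm38 from 29367455 to 29388095 and shares 14.1% of its exon length with another gene. In ATMs it rose from 3260.1 ± 512 to 28198 ± 1037 normalized counts (SD, n = 3), a log2 fold change of 3.11 (standard error 0.113, adjusted p = 1.75e-12, edgeR). *Rela* had a log2 fold change of 1.18 (standard error 0.0571, adjusted p = 5.89e-11, edgeR). *Myd88*, which shares 11.3% of its exon length with *Acaa1a*, had a log2 fold change of 0.83 (standard error 0.0678, adjusted p = 3.8e-08, edgeR). *Traf6* had a log2 fold change of 0.24 (standard error 0.117, adjusted p = 0.0879, edgeR), not past the false discovery rate. All 17 genes of the PD-1 and PD-L1 pathway shown in Fig. 10D were higher in the vehicle group and 11 were called, the same number adjusted over the list alone, which is not independent evidence for genes the study picked here. They had a median log2 fold change of 1.22 (adjusted p = 6.52e-08, limma camera). *Il17a* rose from 33.3 ± 12.6 to 221 ± 53.8 normalized counts, a log2 fold change of 2.72 (standard error 0.677, adjusted p = 0.00297, edgeR), and *Il17ra* had a log2 fold change of 1.21 (standard error 0.0892, adjusted p = 1.23e-08, edgeR).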

Pathway analysis further revealed activation of the IL-17 and programmed cell death protein 1/programmed death–ligand 1 (PD-1/PD-L1) signaling cascades, with increased expression of *Pdl1*, *Myd88*, *Raf1*, *Rela*, and *Traf6* (Figure 10, C and D). 

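Among signaling genes in ATMs, *Mapk13* had a log2 fold change of 2.44 (standard error 0.447, adjusted p = 0.000245, edgeR) in the vehicle group against WT recipients, while *Dusp1*, at 0.83, and *Dusp5*, at 0.88 with 22.1% of its exon length shared, stayed under the fold-change limit. The 6 signaling genes that Fig. 10E shows as higher had a median log2 fold change of 1.03 (adjusted p = 0.000821, limma camera), and the 6 it shows as lower had a median of -1.41 (adjusted p = 0.184, limma camera). Of the receptor genes, *Fpr1* had a log2 fold change of 8.07 (standard error 0.258, adjusted p = 3.46e-13, edgeR), *Cxcr2* a log2 fold change of 5.81 (standard error 0.539, adjusted p = 1.83e-07, edgeR) and *Ccr1* a log2 fold change of 2.76 (standard error 0.0644, adjusted p = 5.71e-15, edgeR). *Tlr2*, at 1.65, *Nt5e*, at 1.14, and *S1pr4* (standard error 0.149, adjusted p = 3.74e-07, edgeR) were also called higher. *Cxcr4* changed by 0.27 (standard error 0.122, adjusted p = 0.0717, edgeR) and *Cx3cr1* by 0.24 (standard error 0.525, adjusted p = 0.721, edgeR), and neither was called. Without WT replicate 3 the change of *Cx3cr1* was -0.14. The 11 receptor genes of Fig. 10F had a median log2 fold change of 1.65 (adjusted p = 2.73e-05, limma camera). Of the transcription factors, *Irf7* had a log2 fold change of 5.52 (standard error 0.0747, adjusted p = 1.98e-17, edgeR), *Fosl1*, with 57.2% of its exon length shared with *Ccdc85b*, had a log2 fold change of 2.65 (standard error 0.14, adjusted p = 1.55e-10, edgeR), and *Cebpb*, with shared exons, a change of 2.43. *Id2* changed by 0.20 and *Tox2* by 0.69 (standard error 0.302, adjusted p = 0.062, edgeR), neither called. The 8 transcription factor genes of Fig. 10G had a median log2 fold change of 2.54 (adjusted p = 0.000246, limma camera). Adjusted over the list alone, the 4 lists had the numbers of called genes they had over all genes tested, 3, 4, 8 and 5, and as lists that the study drew from these samples they are not independent evidence.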

GO analysis confirmed the upregulation of genes involving macrophage activation and functional programs, spanning signaling molecules (*Akt3*, *Mapk13*, *Dusp1*, *Dusp5*), surface receptor and chemokine molecules (*Cxcr4*, *Ccr1*, *Tlr2*, *Cxc3cr1*, *Cxcr4*, *Fpr1*, *Nt5e*, *Cxcr2*, *S1pr4*), and transcription factors (*Id2*, *Tox2*, *Fosl1*, *Cebpb*, *Irf7*) (Figure 10, E–G). Additionally, F4/80^+^ ATMs in *Ob/Ob* mice harboring *Shp2^E76K/+^*-mutant HSC/Ps led to increased expression of M2-like macrophage–associated genes, including *Arg1*, *Cd274* (encoding PD-L1), *Chil3*, *Il10*, *Socs1*, and *Nfil3* (Figure 10H). Collectively, these findings demonstrate that *Shp2^E76K/+^* HSC/Ps profoundly remodeled the ATM compartment, driving polarization toward an inflammatory and immunosuppressive state.

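*Arg1* (chromosome 10, 24915221 to 24927484) rose from 344 ± 52.6 normalized counts in WT recipients to 1722 ± 273.5 in the vehicle group (SD, n = 3), a log2 fold change of 2.32 (standard error 0.153, adjusted p = 2.89e-09, edgeR). *Chil3* (chromosome 3, 106147554 to 106167564) rose from 287 ± 74.2 to 23189 ± 911, a log2 fold change of 6.33 (standard error 0.131, adjusted p = 1.76e-15, edgeR). *Il10* (chromosome 1, 131019845 to 131024974) had a log2 fold change of 0.69 (standard error 0.165, adjusted p = 0.00209, edgeR), *Socs1* a log2 fold change of 0.53 (standard error 0.112, adjusted p = 0.000858, edgeR) and *Nfil3* a log2 fold change of 0.47 (standard error 0.0743, adjusted p = 6.42e-05, edgeR), and these 3 were higher in the vehicle group without passing the fold-change limit. Of the 12 M2-like genes of Fig. 10H, 11 were higher and 6 called, the same number adjusted over the list alone, with a median log2 fold change of 1.37 (adjusted p = 1.34e-05, limma camera). The study selected the genes on these samples, so the list is not independent evidence.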

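Markers of other cell types were also read in the sorted F4/80+ cells. Monocyte and macrophage markers had a median log2 fold change of -0.13 (adjusted p = 0.993, limma camera) between the vehicle group and WT recipients. *Adgre1*, which encodes F4/80, fell from 6913 ± 636 to 1404 ± 373 normalized counts (SD, n = 3), a log2 fold change of -2.30 (standard error 0.133, adjusted p = 5.45e-10, edgeR). *Csf1r* had a log2 fold change of -3.52 (standard error 0.0901, adjusted p = 2.24e-14, edgeR) and *Mrc1*, which encodes CD206 and was read after the values were seen, a log2 fold change of -4.28 (standard error 0.286, adjusted p = 3.41e-09, edgeR). Mature neutrophil markers were higher for all 10 genes and called for 9, with a median log2 fold change of 5.64 (adjusted p = 3e-10, limma camera), among them *S100a8* with a log2 fold change of 7.36 (standard error 0.0455, adjusted p = 2.72e-21, edgeR). Immature granulocyte markers had a median of 2.26 (adjusted p = 0.00933, limma camera). The libraries do not tell whether these transcripts came from granulocytes among the sorted cells. T cell markers had a median of -1.03 (adjusted p = 0.0123, limma camera). For B cell markers it was -1.89 (adjusted p = 0.00765, limma camera), past the threshold with the preset correlation but not with an estimated one (adjusted p = 0.0656). The medians were 0.89 (adjusted p = 0.0279, limma camera) for erythroid markers, which an estimated correlation took out of the threshold (adjusted p = 0.0578), -0.69 (adjusted p = 0.0548, limma camera) for cell cycle genes, -0.90 (adjusted p = 0.0995, limma camera) for stromal and endothelial markers, -0.31 (adjusted p = 0.993, limma camera) for adipocyte markers, -0.37 (adjusted p = 0.757, limma camera) for platelet markers and -0.46 (adjusted p = 0.861, limma camera) for stem and progenitor markers. Adjusted over the list alone, each of these lists had the same number of called genes. The direction for stem and progenitor markers rests on 1 library, as the median was 0.11 without WT replicate 1. From the higher inflammatory, PD-L1 pathway and M2-like gene expression, the paper concludes that the mutant HSC/Ps remodeled the ATM compartment toward an inflammatory and immunosuppressive state.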

We next tested whether dual GLP-1R agonism and IL-17A blockade could reverse these changes. 

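In F4/80+ ATMs, 2411 genes were called higher and 2085 lower with Combo than with vehicle, 4496 in all. With the GLP-1R agonist 3553 were higher and 1864 lower, and with the anti–IL-17A antibody 3821 were higher and 2230 lower. This excess of higher genes was smaller with at least 10 counts in every library. The numbers were then 1748 higher and 1587 lower with the GLP-1R agonist and 1906 and 1818 with the antibody. Leaving out the fold-change limit moved the total for Combo most, to 8309 genes. After every library was thinned to the smallest total, the numbers were 4475 with Combo and 5450 with the GLP-1R agonist. The 5 largest increases with Combo were those of *Cel* (at least 1380-fold), *Cela2a* (at least 1280-fold, 17.7% of its exon length shared), *Cpb1* (at least 860-fold), *Clps* (at least 844-fold) and *Pnlip* (at least 821-fold), which encode pancreatic digestive enzymes or their cofactor. Genes listed for pancreatic acinar cells took 0.226% of the counts of Combo libraries and 0.00522% of those of vehicle libraries. The largest decreases were those of *Slc14a2* (at least 65-fold), *Sgk2* (at least 48.7-fold), *Cnr1* (at least 47.4-fold), *Col22a1* (at least 44.3-fold) and *Cdh16* (at least 43.6-fold).

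**Figure D3:**
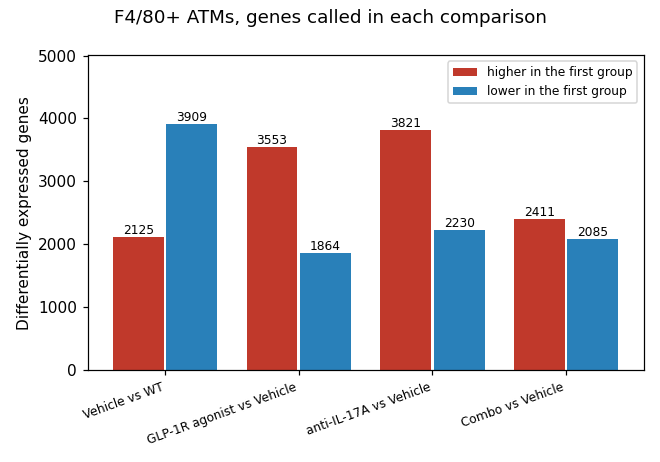
Number of differentially expressed genes in F4/80+ ATMs (y axis, genes) in each comparison (x axis), with red bars for genes higher and blue bars for genes lower in the first-named group. In Combo vs Vehicle the red bar stands at 2411 genes and the blue bar at 2085.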

Compared with vehicle treatment, Combo therapy reprogrammed the ATM transcriptome, with 1,156 genes downregulated and 936 upregulated (Figure 11A) and a substantial reduction in F4/80^+^ ATM abundance (Figure 11B). GSEA analysis revealed suppression of proliferative and inflammatory programs, including G2M checkpoint, UV response, KRAS signaling, hypoxia, TGF-β, IL-6/JAK/STAT3, and inflammatory response signaling pathways (Figure 11, C and D). 

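In ATMs with Combo, all 20 cell cycle genes of a list written before the files were read were expressed higher than in the vehicle group, and 19 were called, the same number adjusted over the list alone, with a median log2 fold change of 2.64 (adjusted p = 1.63e-10, limma camera). *Mki67* had a log2 fold change of 3.60 (standard error 0.241, adjusted p = 4.37e-09, edgeR) and *Top2a* a log2 fold change of 4.15 (standard error 0.152, adjusted p = 2.22e-12, edgeR). The medians were 1.21 (adjusted p = 0.000872, limma camera) with the GLP-1R agonist and 1.80 (adjusted p = 2.39e-06, limma camera) with the anti–IL-17A antibody. The 14 inflammatory genes that Fig. 11A labels were all lower with Combo and 10 were called, also adjusted over the list alone, with a median log2 fold change of -1.38 (adjusted p = 9.27e-10, limma camera), a list the study picked on these samples and so not independent evidence. Their medians were -2.64 (adjusted p = 7.49e-10, limma camera) with the GLP-1R agonist and -2.58 (adjusted p = 8.56e-12, limma camera) with the anti–IL-17A antibody. Interferon-stimulated genes were lower with Combo, with a median log2 fold change of -4.92 (adjusted p = 4.3e-13, limma camera) and all 11 called, also adjusted over the list alone. *Isg15* was at 2236 ± 155 normalized counts. Of the 24 lists, 17 passed the threshold by camera with Combo, 17 of them also with fry and 14 with an estimated correlation.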

KEGG enrichment analysis further demonstrated marked inhibition of IL-17 and TNF signaling, which are 2 central mediators of obesity-driven myeloproliferation, together with reductions in DNA replication and homologous recombination activity (Figure 11, E and F). 

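*Tnf* had a log2 fold change of -2.93 (standard error 0.102, adjusted p = 1.3e-12, edgeR) in ATMs with Combo against vehicle, *Ccl2* a log2 fold change of -4.33 (standard error 0.0563, adjusted p = 2.82e-17, edgeR), *Cxcl1* a log2 fold change of -3.06 (standard error 0.0603, adjusted p = 1.54e-15, edgeR), *Lcn2* a log2 fold change of -2.25 (standard error 0.072, adjusted p = 4.96e-13, edgeR) and *S100a8* a log2 fold change of -1.39 (standard error 0.0348, adjusted p = 2.59e-14, edgeR). *Il17ra* had a log2 fold change of -1.16 (standard error 0.089, adjusted p = 2.43e-08, edgeR). The 13 inflammatory genes labeled in Fig. 10A were all lower with Combo and 10 called, also adjusted over the list alone, with a median log2 fold change of -2.10 (adjusted p = 2.45e-10, limma camera). The list of cell cycle genes includes the minichromosome maintenance genes, which license DNA replication, and *Brca1* and *Rad54l*, which act in homologous recombination, and all were expressed higher with Combo.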

Importantly, metabolic pathway analysis showed that ATMs from *Ob/Ob* mice exhibited upregulation of de novo lipogenesis and glycolysis-associated genes alongside reduced expression of fatty acid oxidation genes, consistent with a metabolically activated, inflammatory state. 

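*Fas*, which Fig. 11G lists, encodes a death receptor of the cell surface and lies on chromosome 19 from 34290666 to 34327772. It rose from 1205 ± 135 normalized counts in ATMs of WT recipients to 4057 ± 106 in the vehicle group (SD, n = 3), a log2 fold change of 1.75 (standard error 0.111, adjusted p = 1.78e-09, edgeR). *Fasn*, which encodes fatty acid synthase (chromosome 11, 120805846 to 120824547) and was chosen for reading after the values were seen, had a log2 fold change of -1.41 (standard error 0.193, adjusted p = 1.41e-05, edgeR). *Hk1* (chromosome 10, 62268855 to 62379908) had a log2 fold change of 1.55 (standard error 0.0677, adjusted p = 1.7e-11, edgeR), *Pfkl* a log2 fold change of 1.43 (standard error 0.0868, adjusted p = 1.04e-09, edgeR) and *Hk2* a log2 fold change of 0.82 (standard error 0.0966, adjusted p = 2.89e-06, edgeR). *Nr1h2*, *Nr1h3* and *Insig1* had log2 fold changes of 0.65, 0.87 and 0.74. Of the fatty acid oxidation genes, *Acaa2* had a log2 fold change of -1.60 (standard error 0.0931, adjusted p = 6.23e-10, edgeR), *Cpt1a* a log2 fold change of -0.76 (standard error 0.0972, adjusted p = 7.27e-06, edgeR), *Etfa* a log2 fold change of -0.73 (standard error 0.0691, adjusted p = 2.17e-07, edgeR) and *Etfb*, with 58.2% of its exon length shared with *Gm45233*, a log2 fold change of -1.09 (standard error 0.0636, adjusted p = 5.6e-10, edgeR). *Foxo1*, with 7.78% of its exon length shared, and *Pdk4* had log2 fold changes of 0.31 and 1.09. Of the 13 metabolic genes, 9 were higher and 6 called, also adjusted over the list alone, and the list, which holds genes of lipid synthesis and of its oxidation, had a median of 0.74 (adjusted p = 0.0548, limma camera).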

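In ATMs with Combo, *Fas* had a log2 fold change of -1.46 (standard error 0.109, adjusted p = 1.74e-08, edgeR) against vehicle, *Hk1* a log2 fold change of -1.41 (standard error 0.0673, adjusted p = 6.84e-11, edgeR), *Hk2* a log2 fold change of -1.37 (standard error 0.0978, adjusted p = 1.03e-08, edgeR) and *Pfkl* a log2 fold change of -1.26 (standard error 0.0862, adjusted p = 5.91e-09, edgeR). With the GLP-1R agonist these genes changed by -1.33, -1.31, 0.93 and -2.24, and with the anti–IL-17A antibody by -1.94, -0.83, -1.29 and -1.62. *Insig1* changed by -0.31 (standard error 0.0999, adjusted p = 0.0182, edgeR) with Combo and by -0.12 with the GLP-1R agonist, a direction that 1 library decided, at 0.01 without Vehicle replicate 1. Its mean was 2580 normalized counts with the anti–IL-17A antibody, against 3147 with Combo and 3898 with vehicle. *Nr1h2* and *Nr1h3* changed by -0.61 and -0.75 with Combo, by -0.45 and -1.11 with the GLP-1R agonist and by -0.56 and -0.15 with the anti–IL-17A antibody. *Pdk4* had a log2 fold change of -2.41 (standard error 0.152, adjusted p = 2.12e-09, edgeR) with Combo. Its means were 707 normalized counts with Combo, 2302 with the GLP-1R agonist and 405 with the anti–IL-17A antibody, against 3747 with vehicle. *Fasn* changed by 0.68 with Combo. Of the genes of fatty acid oxidation, *Acaa2* rose with a log2 fold change of 1.59 (standard error 0.0929, adjusted p = 8.51e-10, edgeR), with the GLP-1R agonist by 1.65 and with the anti–IL-17A antibody by 1.47 on the log2 scale. *Cpt1a* changed by 0.54 with Combo and by 0.51 with each single agent. *Etfa* and *Etfb* changed by 0.84 and 0.96 with Combo, 0.51 and 0.39 with the GLP-1R agonist and 0.82 and 0.81 with the anti–IL-17A antibody, the latter gene with shared exons. The 13 genes together had a median of -0.75 (adjusted p = 0.0476, limma camera) with Combo, past the threshold with the preset correlation but not with an estimated one (adjusted p = 0.0726), of -0.19 (adjusted p = 0.22, limma camera) with the GLP-1R agonist and of -0.60 (adjusted p = 0.0417, limma camera) with the anti–IL-17A antibody, the latter not past the threshold with an estimated correlation either (adjusted p = 0.0645). The study drew the list from these samples, so it is not independent evidence.

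**Figure D4:**
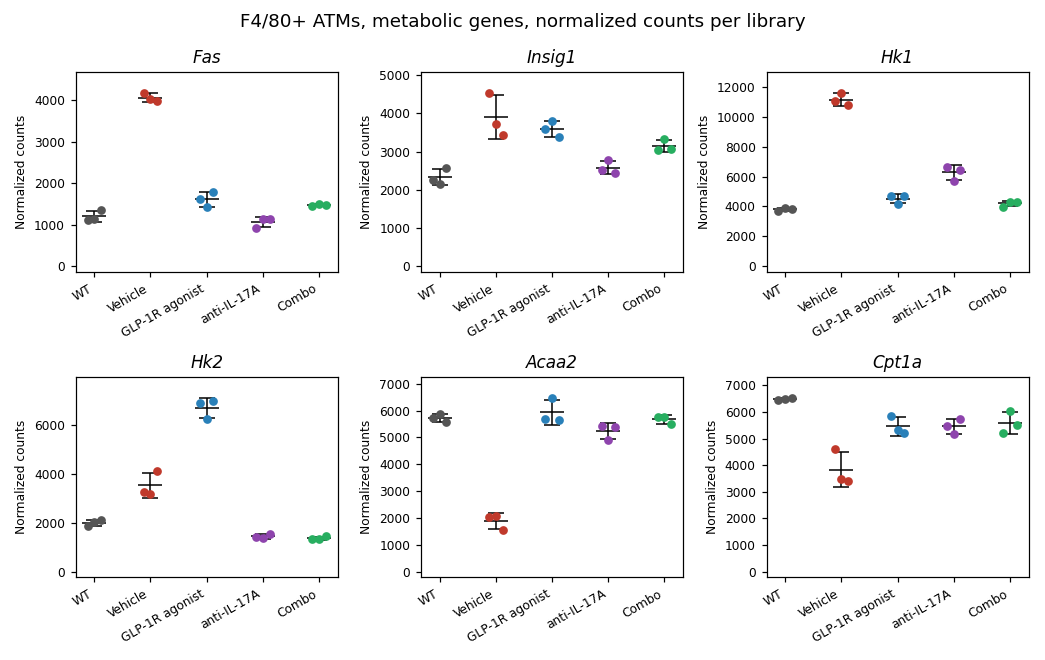
Normalized counts in F4/80+ ATMs (y axis) of *Fas*, *Insig1*, *Hk1*, *Hk2*, *Acaa2* and *Cpt1a* in the 5 groups (x axis), with a point for each of the 3 libraries of a group, a bar for the mean and error bars for the SD. *Acaa2* has a mean of 1890.1 in the vehicle group and 5677 in the Combo group.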

Although either GLP-1R agonism or IL-17A blockade alone produced modest effects, the Combo therapy robustly normalized ATM metabolism, suppressing lipogenic and glycolytic programs, while restoring fatty acid oxidation gene activity (Figure 11, G and H, and Supplemental Figure 7C). These findings show that dual targeting of metabolic and inflammatory signaling is required to fully reprogram macrophage function and overcome obesity-driven myeloproliferation.

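Of the 6034 genes called in ATMs between the vehicle group and WT recipients, 94.8% moved toward WT with the GLP-1R agonist, 93.2% with the anti–IL-17A antibody and 90.1% with Combo, against medians of 45.7%, 44.8% and 45.2% in 20 simulated draws without a treatment effect. DESeq2 in place of edgeR gave 81.3% for Combo, the largest move among the settings listed before the values were seen, and leaving out Vehicle replicate 2 gave 82.45%. Among the 6034 genes, 628 had 3 counts or fewer in all Vehicle and Combo libraries, and without them the share for Combo was 89.8% with the size factors of edgeR and with those of DESeq2. The genes that ended nearer WT than the vehicle group were 74.2%, 75.1% and 56% in the same order. With Combo, 2300 of these genes were still called against WT recipients. The departure of Combo from the sum of both single-agent effects was called for 6122 genes, and 99% of these departures opposed the sum. *Xist* and genes of the Y chromosome were nearer WT with both single agents than with Combo. Genes that follow them would end nearer WT with the single agents and depart against the sum whatever the treatment did. From the modest effects of single agents on metabolic genes and the stronger ones of Combo, the paper concludes that dual targeting is required to fully reprogram macrophage function.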

In line with the accumulation of M2-like TAMs observed in *Ob/Ob* recipients of *Shp2^E76K/+^*-mutant HSC/Ps (Figure 10H), Combo therapy with an anti–IL-17A antibody and a GLP-1R agonist markedly reduced CD206^+^ and Arg1^+^ M2-like TAMs compared with either monotherapy- or vehicle-treated mice (Figure 12A). Supporting this observation, RNA-seq analysis revealed consistent downregulation of M2-like TAMs associated and macrophage-regulatory gene expression following Combo treatment (Figure 12B). 

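Of the 17 genes shown in Fig. 12B, 7 were expressed lower and 10 higher in ATMs with Combo than with vehicle, and 3 were called lower and 5 higher, the same numbers adjusted over the list alone, with a median of 0.66 (adjusted p = 0.618, limma camera). These genes were selected by the study on the same samples and are not independent evidence. *Arg1* was at 7162 ± 487 normalized counts (SD, n = 3) with Combo, a log2 fold change of 2.06 (standard error 0.146, adjusted p = 8.96e-09, edgeR), and at 384 ± 60.4 and 638 ± 69.6 with the GLP-1R agonist and the anti–IL-17A antibody. *C1qa* had a log2 fold change of 1.41 (standard error 0.0442, adjusted p = 2.96e-13, edgeR), *C1qb* a log2 fold change of 0.77 (standard error 0.041, adjusted p = 2.44e-10, edgeR) and *Ms4a7* a log2 fold change of 0.66 (standard error 0.114, adjusted p = 0.000187, edgeR). *Fth1* had a log2 fold change of -0.95 (standard error 0.0298, adjusted p = 4.2e-13, edgeR). *Mrc1* rose from the vehicle group to Combo with a log2 fold change of 3.80 (standard error 0.282, adjusted p = 1.56e-08, edgeR). It was low in the vehicle group against WT recipients, as were *Adgre1* and *Csf1r*, and monocyte and macrophage markers as a list rose with Combo. A larger share of macrophages among the sorted cells would give the same rise. The paper counted CD206+ and Arg1+ cells by flow cytometry, which these libraries do not measure. The medians of the list were 0.18 (adjusted p = 0.689, limma camera) with the GLP-1R agonist, which leaving out Vehicle replicate 3 turned to -0.07, and 0.62 (adjusted p = 0.902, limma camera) with the anti–IL-17A antibody, or 0.25 with the gene at the floor at its bound. The M2-like genes of Fig. 10H were lower with Combo for 8 of 12, with a median log2 fold change of -0.74 (adjusted p = 0.0107, limma camera), and had medians of -1.47 and -1.58 with the GLP-1R agonist and the anti–IL-17A antibody.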

In *Ob/Ob* mice bearing *Shp2^E76K/+^*-mutant HSC/Ps, immune dysregulation was further characterized by elevated *Cd274* (*PDL1*) expression, together with reduced expression of class II major histocompatibility complex transactivator (*Ciita*), *Tyk2*, and *Cd96*. 

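*Ciita* (chromosome 16, 10480059 to 10528418) fell from 795 ± 170.3 normalized counts in ATMs of WT recipients to 82.1 ± 8.76 in the vehicle group (SD, n = 3), a log2 fold change of -3.27 (standard error 0.228, adjusted p = 5.4e-09, edgeR). *Cd96* (chromosome 16, 46035657 to 46120251) fell from 449 ± 108 to 97.0 ± 52.9, a log2 fold change of -2.22 (standard error 0.337, adjusted p = 4.19e-05, edgeR). *Tyk2* (chromosome 9, 21104068 to 21131243), with 8.07% of its exon length shared with another gene, went from 1323 ± 144 to 1041 ± 79.5, a log2 fold change of -0.35 (standard error 0.146, adjusted p = 0.0549, edgeR), not past the false discovery rate. The 15 immune regulatory genes of Fig. 12C, which these 3 belong to, were lower for 13, with a median log2 fold change of -1.03 (adjusted p = 0.00736, limma camera), and the 11 immune checkpoint genes of that panel, *Cd274* among them, were higher for 10, with a median log2 fold change of 1.09 (adjusted p = 2.4e-05, limma camera). Called were 8 and 6 genes, also adjusted over the list alone, and the lists, drawn by the study from these samples, are not independent evidence.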

Increased *PDL1* expression on hematopoietic and immune cells enhances *PD1*-mediated inhibitory signaling, promoting T cell exhaustion and enabling tumor cells to evade immune surveillance (40,41). Meanwhile, reduced *Ciita* expression limits MHC class II–dependent antigen presentation, impairing CD4^+^ T cell priming (42); decreased *Tyk2* blunts IFN-γ signaling, weakening Th1 differentiation and NK cell activity (43); and loss of *Cd96* diminishes NK and T cell–mediated cytotoxicity (44). Treatment with either an anti–IL-17A antibody or a GLP-1R agonist alone produced only modest improvements in these defects. In contrast, Combo therapy showed reduced *Pdl1* expression, alleviating T cell exhaustion and restoring effective T cell responses (Figure 12C). 

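*Cd274* was at 4956 ± 413 normalized counts (SD, n = 3) with the GLP-1R agonist and at 2577 ± 64.9 with the anti–IL-17A antibody, log2 fold changes from vehicle of -2.51 (standard error 0.11, adjusted p = 2.16e-11, edgeR) and -3.45 (standard error 0.115, adjusted p = 5.67e-13, edgeR). *Ciita* was at 90.3 ± 1.57 with the GLP-1R agonist, a log2 fold change of 0.14 (standard error 0.224, adjusted p = 0.639, edgeR), and at 522 ± 134 with the anti–IL-17A antibody, a log2 fold change of 2.67 (standard error 0.224, adjusted p = 5.26e-08, edgeR). *Tyk2* changed by -0.07 and 0.50 and *Cd96* by 1.70 and 2.58 with the GLP-1R agonist and the anti–IL-17A antibody. The immune regulatory genes had medians of 1.14 (adjusted p = 0.00104, limma camera) with the GLP-1R agonist and 1.60 (adjusted p = 1.52e-05, limma camera) with the anti–IL-17A antibody.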

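With Combo, *Cd274* was at 4647 ± 664 normalized counts in ATMs (SD, n = 3), a log2 fold change of -2.60 (standard error 0.11, adjusted p = 1.55e-11, edgeR), with replicates that did not overlap those of the vehicle group. The checkpoint genes of Fig. 12C were lower for all 11 and called for 5, also adjusted over the list alone, with a median log2 fold change of -0.86 (adjusted p = 1.75e-05, limma camera), among them *Ido1* with a log2 fold change of -6.82 (standard error 0.708, adjusted p = 8.41e-07, edgeR). Their medians were -0.42 with the GLP-1R agonist and -0.99 with the anti–IL-17A antibody. Genes of the PD-1 and PD-L1 pathway had medians of -0.86 (adjusted p = 4.87e-08, limma camera) with Combo, -0.70 with the GLP-1R agonist and -1.001 with the anti–IL-17A antibody. They were lower for 17 of 17 genes with Combo and with the antibody, and for 15 with the GLP-1R agonist.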

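In ATMs with Combo, *Ciita* was at 718 ± 49.0 normalized counts (SD, n = 3), a log2 fold change of 3.12 (standard error 0.227, adjusted p = 1.12e-08, edgeR) against vehicle. *Tyk2*, which shares exons with another gene, was at 1981 ± 179, a log2 fold change of 0.93 (standard error 0.146, adjusted p = 7.29e-05, edgeR), under the fold-change limit, and *Cd96* at 1556 ± 121, a log2 fold change of 4.01 (standard error 0.353, adjusted p = 1.24e-07, edgeR). *Ifng*, with 25.9% of its exon length shared with another gene, had a log2 fold change of 2.02 (standard error 0.175, adjusted p = 1.05e-07, edgeR). All 15 immune regulatory genes of Fig. 12C were higher than in the vehicle group, 12 of them called, also adjusted over the list alone, with a median log2 fold change of 2.75 (adjusted p = 9.27e-10, limma camera).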

Concurrently, recovery of *Ciita* enhanced antigen presentation, increased *Tyk2* expression, revitalized *IFNG*-dependent signaling to support Th1 and NK cell activity, and restored *Cd96* expression, further strengthening NK and T cell–mediated surveillance. 

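*Cd3d* (chromosome 9, 44981786 to 44987339) was at 387 ± 135 normalized counts (SD, n = 3) in ATMs of the vehicle group and at 2354 ± 60.6 with Combo, a log2 fold change of 2.60 (standard error 0.186, adjusted p = 9.88e-09, edgeR). *Cd4* (chromosome 6, 124864692 to 124888221) was at 522 ± 85.2 and 5149 ± 360.5, a log2 fold change of 3.30 (standard error 0.168, adjusted p = 1.45e-10, edgeR), and *Cd8a* (chromosome 6, 71373427 to 71379173) at 64.5 ± 39.7 and 1035 ± 46.8, a log2 fold change of 4.02 (standard error 0.35, adjusted p = 1.1e-07, edgeR). With the GLP-1R agonist these genes changed by 1.25, 1.75 and 4.21, and with the anti–IL-17A antibody by 1.72, 1.60 and 4.52. All 11 tested T cell markers, listed before the files were read, were called higher with Combo, also adjusted over the list alone, with a median log2 fold change of 2.79 (adjusted p = 2.62e-09, limma camera), against medians of 1.75 with the GLP-1R agonist and 1.72 with the anti–IL-17A antibody. In sorted F4/80+ cells these transcripts can come from T cells among the sorted cells, and the libraries do not tell how many there were. Other marker lists moved in the same libraries. Immature granulocyte markers had a median of 3.64 (adjusted p = 0.000693, limma camera) with Combo, B cell markers of 0.84 (adjusted p = 0.0281, limma camera), not past the threshold with an estimated correlation (adjusted p = 0.117), monocyte and macrophage markers of 1.00 (adjusted p = 0.000216, limma camera), mature neutrophil markers of -0.37 (adjusted p = 0.154, limma camera) and stromal and endothelial markers of 0.96 (adjusted p = 0.0189, limma camera).

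**Figure D5:**
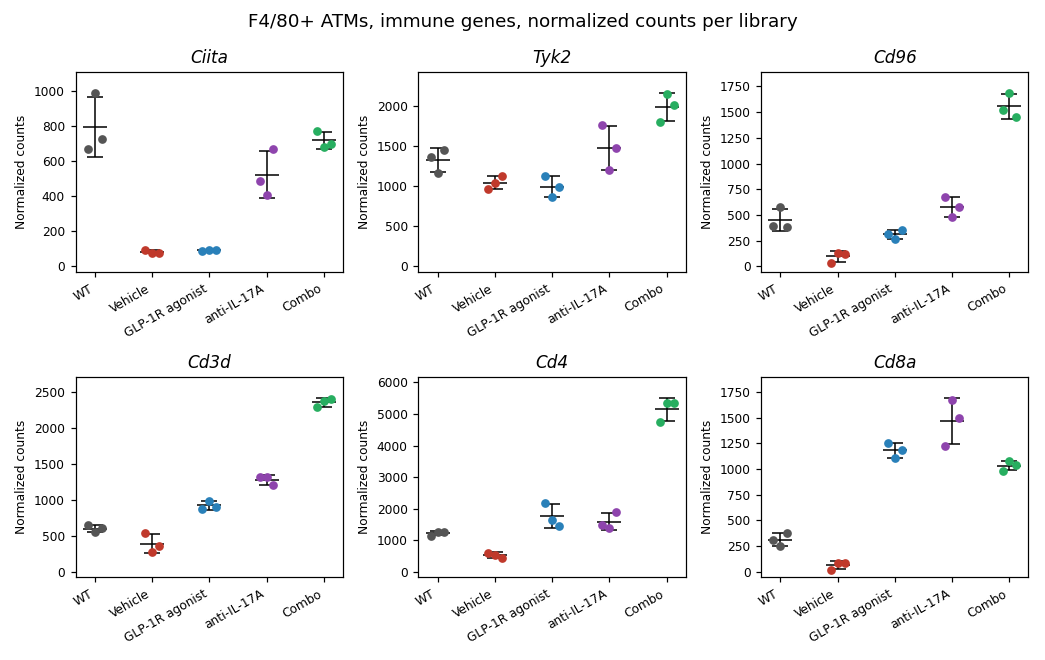
Normalized counts in F4/80+ ATMs (y axis) of *Ciita*, *Tyk2*, *Cd96*, *Cd3d*, *Cd4* and *Cd8a* in the 5 groups (x axis), with a point for each of the 3 libraries of a group, a bar for the mean and error bars for the SD. The 3 Combo libraries lie above the 3 vehicle libraries for each of the 6 genes.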

Importantly, expression of *Cd3d*, *Cd4*, and *Cd8a* was also robustly upregulated with Combo therapy, indicating reactivation of TCR signaling and improved CD4^+^ helper and CD8^+^ cytotoxic T cell function (Figure 12C). Flow cytometric analysis confirmed our findings that treatment with either an anti–IL-17A antibody or a GLP-1R agonist alone resulted in modest improvements and that Combo-treated mice had reduced T cell exhaustion, as evidenced by decreased TIM3^+^PD-1^+^ coexpression (Figure 13A), and showed increased enrichment of both CD4^+^ and CD8^+^ T cell subsets (Figure 13B). Together, these results demonstrate that dual GLP-1R agonism and IL-17A blockade not only suppressed obesity- and *Shp2^E76K/+^*-driven macrophage expansion and inflammatory reprogramming but also relieved T cell exhaustion and restored cytotoxic T cell immunity. This dual targeting strategy, therefore, acted at the intersection of metabolic dysfunction, myeloid-driven inflammation, and immune suppression, providing a powerful therapeutic avenue for controlling myeloproliferation in the context of obesity and oncogenic SHP2 signaling.

## Discussion

Our integrative study elucidates a compelling link between obesity, metabolic dysfunction, and the pathogenesis of myeloid malignancies driven by oncogenic *PTPN11* mutations, advancing our understanding of how metabolic states influence hematopoietic transformation and leukemia progression. Utilizing genetically engineered mouse models, we demonstrate that obesity and diabetes potentiated the expansion and leukemogenic capacity of *Shp2^E76K/+^*-mutant HSC/Ps, driving a robust myeloproliferative neoplasm–like (MPN-like) phenotype. This was characterized by increased engraftment, myeloid hyperproliferation, hepatosplenomegaly, and elevated inflammatory cytokines, particularly IL-17A, and reduced GLP-1R expression. Importantly, dual targeting of IL-17A and metabolic pathways with a GLP-1R agonist synergistically suppressed mutant cell expansion, restored normal hematopoiesis, and mitigated obesity-driven inflammatory reprogramming in BM and adipose macrophages.

These preclinical insights are corroborated and extended by large-scale human epidemiological data from the UK Biobank and genomic databases. Our analysis of over 440,000 individuals revealed that, while BMI strongly predicts T2D, it is specifically the WHR, a measure of central adiposity and metabolic risk, that is associated with an increased incidence of myeloid leukemia, consistent with emerging evidence linking visceral fat and metabolic inflammation to hematologic malignancies (45, 46). The lack of a strong association between BMI and leukemia risk aligns with prior reports underscoring the importance of fat distribution rather than absolute adiposity (5).

Genetic analysis of *PTPN11* rare missense variants revealed associations with reduced lean mass and increased adiposity, implicating *PTPN11* mutations in the pathogenesis of obesity-related metabolic dysregulation. Notably, we observed enrichment of *PTPN11* mutations in patients with obesity who had cancer within TCGA cohorts, supporting a synergistic interplay between metabolic status and oncogenic signaling pathways. This complements murine data, in which obesity-induced inflammation fosters the expansion of *Ptpn11^E76K/+^*-mutant HSC/Ps, accelerating leukemogenesis.

Circulating IL-17A levels, a pivotal proinflammatory cytokine implicated in tumor progression and chronic inflammation (28, 47), were elevated in individuals with obesity, diabetes, or both, whereas GLP-1R levels were reduced in obesity, mirroring the dysregulated cytokine milieu observed in our obese mouse models. These systemic changes likely contribute to creating a proleukemic microenvironment by promoting myeloid cell expansion and hematopoietic niche remodeling. The successful preclinical use of IL-17A blockade and GLP-1R agonists to reverse hematopoietic and metabolic dysfunction highlights a promising translational avenue, underscored by ongoing clinical trials targeting these pathways in metabolic and inflammatory diseases (TOGETHER-PsO, NCT06588283).

Our transcriptomic profiling further delineates how obesity and *Ptpn11* mutation cooperate to remodel BM through activation of IL-17, TNF, and JAK/STAT signaling pathways, alongside metabolic rewiring involving lipid and cholesterol metabolism. This integrated inflammatory-metabolic reprogramming amplifies leukemogenic potential, consistent with emerging paradigms of cancer metabolism and immune dysregulation (48, 49). The marked attenuation of these pathways by combination therapy underscores the need for dual modulation of metabolic and inflammatory drivers in obesity-associated leukemia.

At the mechanistic level, our transcriptomic profiling of ATMs revealed that obesity and *Shp2^E76K/+^* mutations converged to drive both inflammatory and immunoregulatory macrophage programs, including IL-17, TNF, and JAK/STAT signaling, coupled with M2-like polarization and upregulation of checkpoint pathways such as the PD-1/PD-L1 pathway. These findings extend prior evidence implicating ATMs as key mediators of obesity-induced hematopoietic dysfunction (18, 50). 

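In ATMs, *Il6* changed between vehicle and Combo by -4.04 (standard error 0.0873, adjusted p = 4.67e-15, edgeR) and *Il1b* by -0.54 (standard error 0.0685, adjusted p = 8.38e-06, edgeR), the latter under the fold-change limit. With the GLP-1R agonist and the anti–IL-17A antibody, *Il1b* changed by -2.28 and -2.35. *Il17a* was at 90.2 ± 24.7 normalized counts (SD, n = 3) with Combo, a log2 fold change of -1.29 (standard error 0.64, adjusted p = 0.112, edgeR), and was called lower with DESeq2 (-1.31, adjusted p = 0.035) and when the Combo and vehicle libraries were fitted alone (-1.28, adjusted p = 0.0293, edgeR). *Il23a* had a log2 fold change of -3.65 (standard error 1.25, adjusted p = 0.0244, edgeR), and leaving out 1 library raised its adjusted p to 0.0675. Of the M2-associated genes, *Chil3* was at 30931 ± 508 with Combo, a log2 fold change of 0.42 (standard error 0.0993, adjusted p = 0.00267, edgeR), and at 4178 ± 162 and 3437 ± 275 with the GLP-1R agonist and the anti–IL-17A antibody. *Il10* was at 512 ± 89.8 with Combo, a log2 fold change of 0.13 (standard error 0.163, adjusted p = 0.559, edgeR), a change within the spread of the replicates that turned to -0.03 without Combo replicate 1. *Socs1* and *Nfil3* had log2 fold changes of -1.49 and -0.69.

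**Figure D6:**
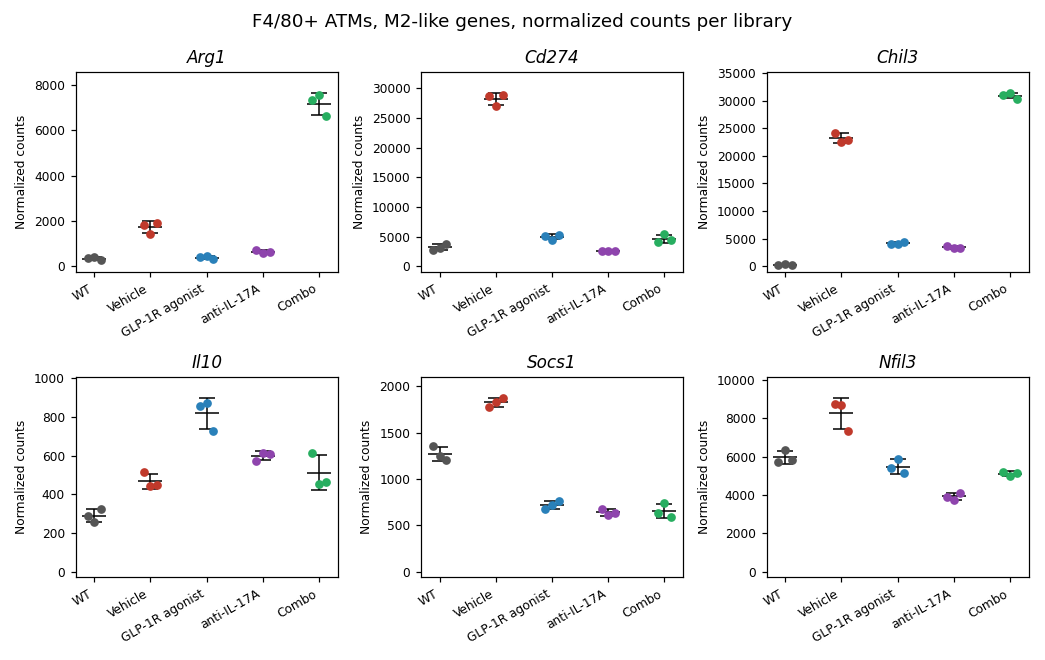
Normalized counts in F4/80+ ATMs (y axis) of *Arg1*, *Cd274*, *Chil3*, *Il10*, *Socs1* and *Nfil3* in the 5 groups (x axis), with a point for each of the 3 libraries of a group, a bar for the mean and error bars for the SD. *Arg1* and *Chil3* have their highest means in the Combo group, and *Cd274*, *Socs1* and *Nfil3* in the vehicle group.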

Combo therapy with GLP-1R agonism and IL-17A blockade not only reduced overall F4/80^+^ ATM accumulation but also reversed the inflammatory transcriptional signatures of these cells, including downregulation of proinflammatory cytokine genes (*Il1b*, *Il6*, *Il17a*, *Il23a*) and M2-associated genes (*Arg1*, *Cd274*, *Chil3*, *Il10*). In line with these transcriptomic findings, flow cytometric analysis confirmed marked reductions in CD206^+^ and Arg1^+^ M2-like macrophages compared with either monotherapy or vehicle treatment. Thus, the therapy acted dually on macrophage quantity and quality, resetting their activation state toward a less inflammatory phenotype.

A key extension of our findings is that macrophage reprogramming was coupled to the restoration of adaptive immune function. Specifically, Combo therapy alleviated CD8^+^ T cell exhaustion marked by decreased TIM3^+^PD-1^+^ expression and reduced expression of PD-1/PD-L1 signaling genes. This immunomodulatory shift coincided with enrichment of cytotoxic T cell populations, including both CD4^+^ and CD8^+^ subsets, suggesting that therapy not only dampened myeloid-driven inflammation but also reinstated effective antileukemic immunity. Together, these results position the obesity *PTPN11* axis as a driver of a myeloid lymphoid crosstalk that fuels leukemogenesis, whereby macrophage expansion and immune checkpoint activation suppress effective T cell responses, and highlight how dual therapy dismantles this inflammatory-immune–suppressive circuit.

Collectively, our study provides mechanistic and clinical evidence linking obesity, metabolic inflammation, and *PTPN11*-driven hematopoietic malignancies. We establish that the IL-17A/GLP-1R axis orchestrated both macrophage-driven inflammation and T cell exhaustion, thereby creating a permissive microenvironment for leukemic progression. By showing that dual GLP-1R agonism and IL-17A blockade not only restrained myeloid proliferation but also restored immune competence, our work highlights a rational therapeutic strategy that targets the metabolic-immune axis. These findings advocate for precision medicine approaches that integrate metabolic modulation with immunotherapy to mitigate obesity-associated leukemia risk and progression.

## Methods

### Sex as a biological variable.

Our study examined male and female animals, and similar findings are reported for both sexes.

### Study population.

The UK Biobank is a large-scale cohort study that recruited approximately 500,000 individuals aged 40–69 years between 2006 and 2010 from 22 assessment centers across the United Kingdom. At enrollment, participants provided biological samples and detailed baseline clinical information. Longitudinal follow-up data were collected through medical history records, hospital admissions, and death registries. A comprehensive description of the UK Biobank has been published previously (51).

For the present study, we first included 441,874 unrelated participants from the UK Biobank who underwent exome sequencing from collected blood samples (52). The final analytical cohort comprised 441,469 unrelated and consented individuals with available exome sequencing data and measurements of either BMI or WHR, where unrelated individuals were defined as having no closer than third-degree kinship based on centrally calculated genomic relationship coefficients (52).

### Genotype processing.

Detailed methods for genotyping, processing, quality control, and imputation of the UK Biobank genetic data have been documented elsewhere (51, 52). In this analysis, genetic data were utilized solely for principal component analysis (PCA) to adjust for population stratification. PCA was then performed using fastPCA on a pruned set of 147,604 single-nucleotide variants among unrelated participants.

### Study outcomes.

The outcomes for this study were incidences of T2D and myeloid malignancies. Participants with prevalent diagnoses of these conditions at baseline were excluded from the respective analyses. Disease outcomes were ascertained through a combination of self-reported data, hospital inpatient records (Hospital Episode Statistics for England, Scottish Morbidity Records, and Patient Episode Database for Wales), and UK death registry data. Details of fields and diagnosis codes to define both phenotypes are described in Supplemental Table 3.

### Mice.

All mice used for these studies were a mix of male and female mice on a C57BL/6J background. The leptin-deficient *Lep^Ob/Ob^* (*Ob/Ob*) mice (stock no. 000632) and leptin receptor–deficient *Lepr^Db/Db^ (Db/Db)* mice (stock no. 000697) on a C57BL/6 background were purchased from The Jackson Laboratory, and C57BL/6 mice were procured from the IUSM core facility and used as WT controls. *Shp2^E76K/+^* *LysM-Cre^+^* mice have been described previously (53, 54) and were identified by genotyping genomic DNA from tail snips. All mice were bred and maintained under specific pathogen–free conditions in the animal facility at the IUSM with a 12-hour light/12-hour dark cycle and were provided food and water ad libitum.

### Competitive BMT.

Ten- to 12-week-old recipient animals (*Ob/Ob*, *Db/Db*, and WT) were lethally irradiated (700 cGy plus 400 cGy) 1 day prior to transplantation (via i.v. tail injection) of donor cells. The CD45.2^+^ donor BM cells from 20-week-old *Shp2^E76K/+^ LysM-Cre*^+^ mice were mixed with age-matched Boy/J CD45.1^+^ competitor BM donor cells (with an equal number of viable total cells, 500,000:500,000) and monitored for disease progression.

### In vivo drug treatment.

The CD45.2^+^ donor BM cells from *Shp2^E76K/+^ LysM-Cre*^+^ mice were mixed with age-matched Boy/J CD45.1^+^ competitor BM donor cells (with an equal number of viable total BM cells, 500,000:500,000). Recipient mice (*Ob/Ob* and WT) were lethally irradiated (700 cGy plus 400 cGy) 1 day prior to transplantation (via i.v. tail injection) of donor cells (55). Eight weeks after transplantation, the *Ob/Ob* recipient mice were then randomized and treated for 30 days with beinaglutide, a GLP-1R agonist (3 mg/kg, s.c.), an anti–IL-17A antibody (200 μg/mouse, i.p., 3 times weekly), or their combination. Dosing regimens were selected on the basis of prior studies demonstrating efficacy with minimal toxicity (38, 39).

### Flow cytometric analysis.

BM cells were harvested from femurs and tibias, and single-cell suspensions were stained with fluorophore-conjugated antibodies for lineage and stem/progenitor markers. Flow cytometry was performed as described previously (56). Multiparameter flow cytometric analysis was performed using an LSRFortessa flow cytometer with Diva software (BD Biosciences), and the data were analyzed using FlowJo software (version 10.7.0) (55–57). The flow cytometry markers used are described in the Supplemental Methods (Supplemental Table 4).

Details of the materials and methods used in this study are provided in the Supplemental Methods.

### Statistics.

Data are presented as the mean ± SEM for all mice analyzed in this study. One-way ANOVA followed by Tukey’s post hoc test for multiple comparisons and 2-tailed Student’s *t* test between 2 groups were used to evaluate statistical significance. A *P* value of less than 0.05 was considered statistically significant.

### Study approval.

The mouse studies were approved by the Indiana University Laboratory Animal Resource Center, and all experiments were conducted at the Laboratory Animal Resource Center according to the protocol.

### Data availability.

Data can be found in the Supporting Data Values file. Data on the cytokines and chemokines analyzed in this study were from patients with AML and were obtained from the Gene Expression Omnibus (GEO) database microarray dataset GSE1159. Mouse RNA-seq data analyzed in this study have been deposited in the GEO database (GEO GSE327968).

## Author contributions

R Kapur, LL, and R Kanumuri contributed equally as co–first authors. The authorship order among the co–first authors was determined on the basis of the extent of their overall contributions to the study. R Kapur, LL, and R Kanumuri designed and performed the experiments and analyzed the data. SKP and ZY designed and executed the experiments and analyzed the data. R Kanumuri, BR, LRP, and R Kumar assisted with the experiments. KSRP analyzed the RNA-seq data and contributed to data interpretation and figure preparation. CP and GC helped with the *PTPN11* structural analysis. ZY, PN, SK, and LL provided and analyzed human exome sequencing data from the UK Biobank. LSH read the manuscript and provided critical input. SKP, LL, ZY, and R Kapur wrote the manuscript. All authors read and approved the manuscript.

## Conflict of interest

PN reports research grants from Allelica, Amgen, Apple, Boston Scientific, Cleerly, Genentech/Roche, Ionis, Novartis, and Silence Therapeutics; personal fees from AIRNA, Allelica, Apple, AstraZeneca, Bain Capital, Blackstone Life Sciences, Bristol Myers Squibb, Creative Education Concepts, CRISPR Therapeutics, Eli Lilly & Co., Esperion Therapeutics, Foresite Capital, Foresite Labs, Genentech/Roche, GV, HeartFlow, Incyte, Magnet Biomedicine, Merck, Novartis, Novo Nordisk, TenSixteen Bio, and Tourmaline Bio; has equity in Bolt, Candela, Mercury, MyOme, Parameter Health, Preciseli, and TenSixteen Bio; receives royalties from Recora for intensive cardiac rehabilitation; and spousal employment at Vertex Pharmaceuticals.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- Herman B Wells Center and the Riley Children’s Foundation (to SKP).
- Ralph W. and Grace M. Showalter Research Trust and the Indiana University School of Medicine (to SKP).
- Developmental and Hyperactive Ras Tumor (DHART) SPORE Developmental Research Program funded by the National Cancer Institute (NCI), NIH (U54CA196519, to SKP).
- Leukemia Research Foundation (grant 1306942, to SKP).
- Alex’s Lemonade Stand Foundation (grant 1349722, to SKP).
- NIH (R01CA173852, R01CA134777, R01HL146137, and R01HL140961, to R Kapur).
- Riley Children’s Foundation (to R Kapur).
- NIH (R01HL168894, to PN).
- UK Biobank (application 7089, to PN).

## Supplementary Material

Supplemental data

Supplemental data set 1

Supporting data values

## Figures and Tables

**Figure 1:**
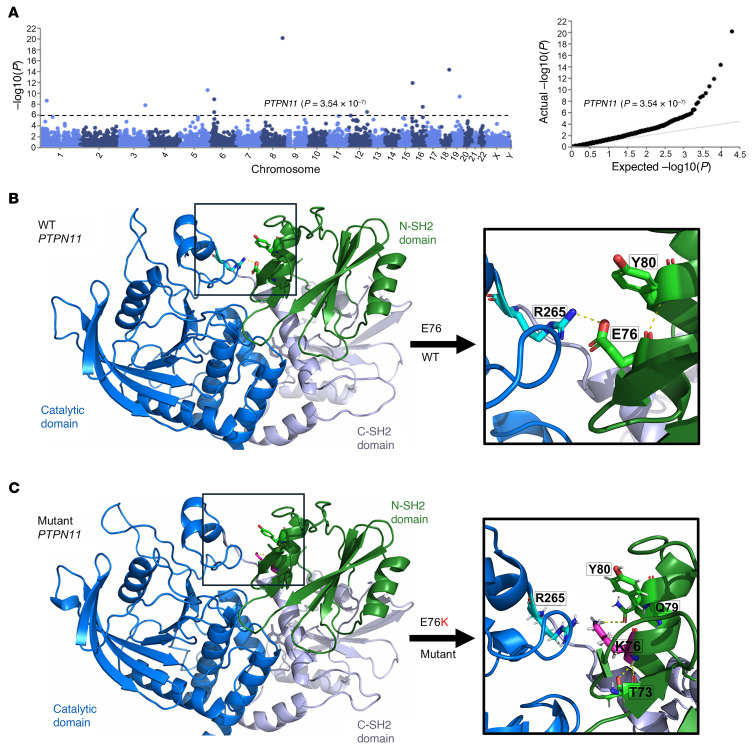
Association of *PTPN11* mutations with obesity-related traits and cancer prevalence. (**A**) Manhattan plot (left) and QQ plot (right) depicting gene-based association results for *PTPN11* rare variants with weight-related traits in the UK Biobank exome sequencing dataset. The Manhattan plot shows the –log_10_(*P*) values across chromosomes, highlighting *PTPN11* with a significant association *PTPN11* (*P* = 3.54 × 10^–7^). The QQ plot demonstrates deviation from the expected null distribution, confirming the significance association of *PTPN11* mutation with overweight. (**B** and **C**) Structural consequences of the SHP2 E76K mutation. Ribbon diagrams of WT (**B**) and E76K-mutant (**C**) SHP2 structures showing the N-SH2 (green), C-SH2 (violet), and catalytic PTP (blue) domains. In the WT, E76 forms a stabilizing hydrogen bond with R265, maintaining the protein in a closed, autoinhibited conformation. In the mutant, substitution of E76 with lysine abolishes the E76-R265 interaction and introduces new hydrogen bonds with T73, Q79, and Y80, favoring an open conformation of SHP2. This conformational shift exposes the catalytic domain, providing a structural basis for constitutive activation and highlighting the catalytic pocket as a potential therapeutic target.

**Figure 2:**
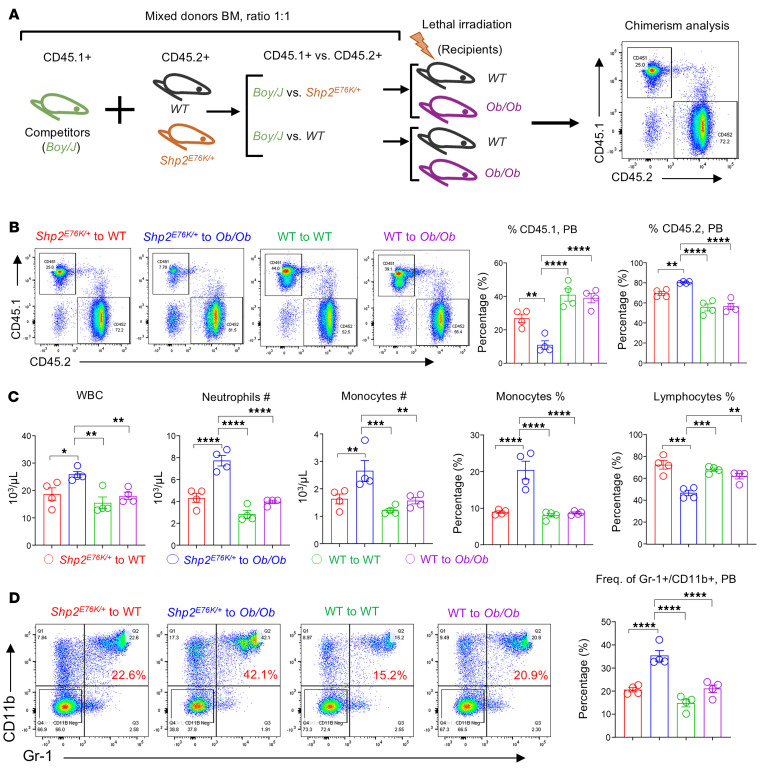
*Shp2^E76K/+^*-mutant cells outcompete the normal WT cells in *Ob/Ob* recipients. (**A**) Schematic of the competitive BMT assay. Donor BM cells from *Shp2^E76K/+^* or WT mice (CD45.2^+^) were mixed with Boy/J competitor (CD45.1^+^) BM cells (500,000:500,000) and then transplanted into lethally irradiated WT or *Ob/Ob* recipient mice. Donor-derived chimerism was observed using antibodies against CD45.1 or CD45.2. (**B**) Representative profiles of flow cytometry for donor chimerism in the PB of recipient mice and quantification of CD45.1^+^ cells and CD45.2^+^ in the PB of indicated recipient mice. (**C**) PB counts at 24 weeks after BMT from the indicated recipient mice. (**D**) Representative flow cytometric profile of myeloid cells (Gr-1^+^CD11b^+^) in the PB of the indicated recipient mice and frequency of Gr-1^+^CD11b^+^ myeloid cells in the PB of competitive transplant recipients over 24 weeks. *n* = 4 mice per group. Freq., frequency. **P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.0001, by 1-way ANOVA followed by Tukey’s post hoc test. Data are presented as the mean ± SEM.

**Figure 3:**
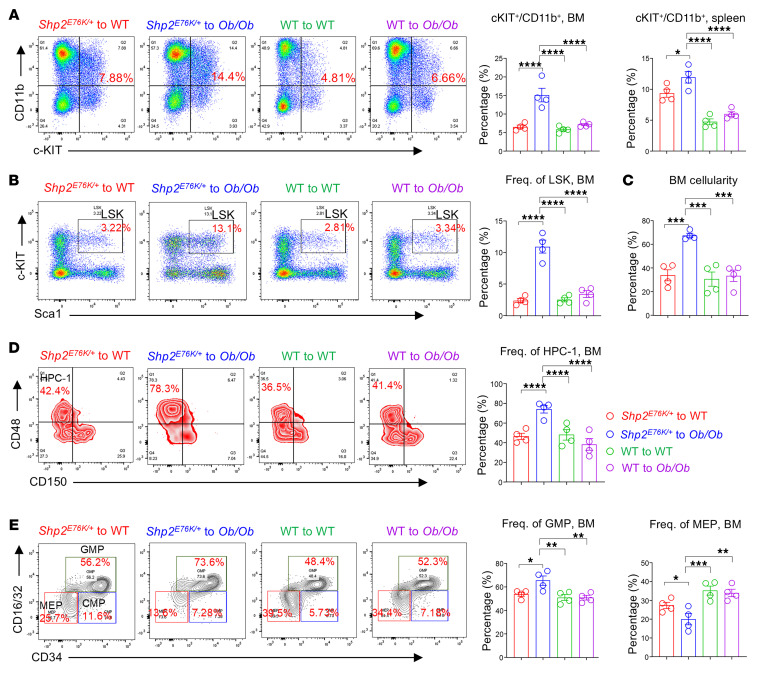
*Shp2^E76K/+^*-mutant myeloid blasts and HSC/Ps are expanded in *Ob/Ob* recipients. (**A**) Representative flow cytometric profiles of c-KIT^+^CD11b^+^ myeloid blasts from the indicated recipient mice and frequency of c-KIT^+^CD11b^+^ cells in BM and in spleens of competitive transplant recipients over 24 weeks. (**B**) Representative flow cytometric profile of LSK cells in BM from the indicated recipient mice and absolute number of LSK cells in BM and (**C**) BM cellularity of competitive transplant recipients over 24 weeks. (**D**) Representative flow cytometric profile of HPC1 cells (LSK CD48^+^CD150^–^) in BM from the indicated recipient mice and frequency of HPC1 cells in BM of competitive transplant recipients over 24 weeks. (**E**) Representative flow cytometric profile of HSC/Ps in BM and frequency of GMPs (Lin^–^c-KIT^+^CD16/32^+^CD34^+^) and MEPs (Lin^–^c-KIT^+^CD16/32^–^CD34^–^) in BM of competitive transplant recipients over 24 weeks. *n* = 4 mice per group. *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.0001, by 1-way ANOVA followed by Tukey’s post hoc test. Data are presented as the mean ± SEM.

**Figure 4:**
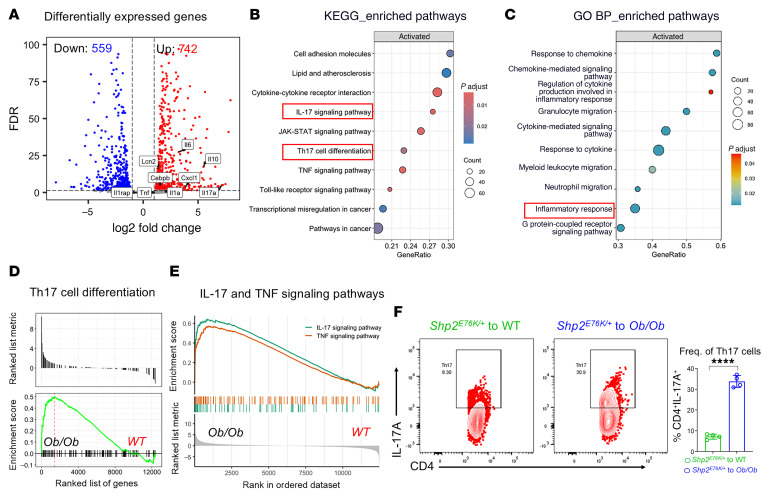
Obesity exacerbates transcriptomic dysregulation in *Shp2^E76K/+^*-mutant HSC/Ps. (**A**) Differential gene expression analysis comparing *Ob/Ob* mice bearing *Shp2^E76K/+^* HSC/Ps with WT mice bearing *Shp2^E76K/+^* HSC/Ps identified 559 significantly downregulated and 742 upregulated genes (*P*adj < 0.05, log_2_FC >1). (**B**) GSEA of KEGG pathways (Bonferroni-Hochberg–adjusted *P* < 0.05) and (**C**) GO biological processes (Bonferroni-Hochberg–corrected, *P*adj < 0.05) revealed key pathways altered in *Ob/Ob* mice bearing *Shp2^E76K/+^* HSC/Ps relative to WT counterparts. (**D** and **E**) Ranked GSEA plots showing enrichment of Th17 cell differentiation (**D**) and IL-17 and TNF signaling (**E**) pathways in *Ob/Ob* mice bearing *Shp2^E76K/+^* HSC/Ps compared with WT mice bearing *Shp2^E76K/+^* HSC/Ps. (**F**) Flow cytometric analysis of Th17 cells and frequency of Th17 (CD4^+^IL-17A^+^) cells in spleens of *Ob/Ob* mice bearing *Shp2^E76K/+^* HSC/Ps and WT mice bearing *Shp2^E76K/+^* HSC/Ps. *n* = 4 mice per group. ****P < 0.0001, by 2-tailed Student’s *t* test. Data are presented as the mean ± SEM.

**Figure 5:**
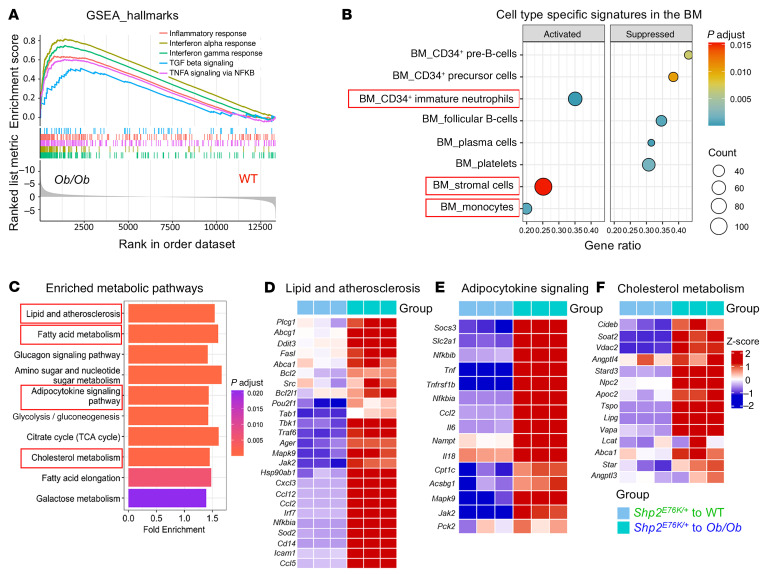
Transcriptomic pathway and gene expression changes in *Ob/Ob* mice bearing *Shp2^E76K/+^*-mutant HSC/Ps. (**A**) GSEA of RNA-seq data show significant activation of inflammatory and cancer hallmark pathways (NES >1, *P*adj < 0.05) in *Ob/Ob* mice bearing *Shp2^E76K/+^* HSC/Ps. (**B**) Altered BM cell-type–specific gene signatures identified by GSEA (Bonferroni-Hochberg correction, *P*adj < 0.05) in *Ob/Ob* mice bearing *Shp2^E76K/+^* HSC/Ps versus WT recipient mice. (**C**) Metabolic pathway enrichment analysis with heatmap visualization of gene expression changes involved in (**D**) lipid metabolism and atherosclerosis, (**E**) adipocytokine signaling, and (**F**) cholesterol metabolism in *Ob/Ob* mice bearing *Shp2^E76K/+^* HSC/Ps. Expression data are represented as *z* scores normalized across groups.

**Figure 6:**
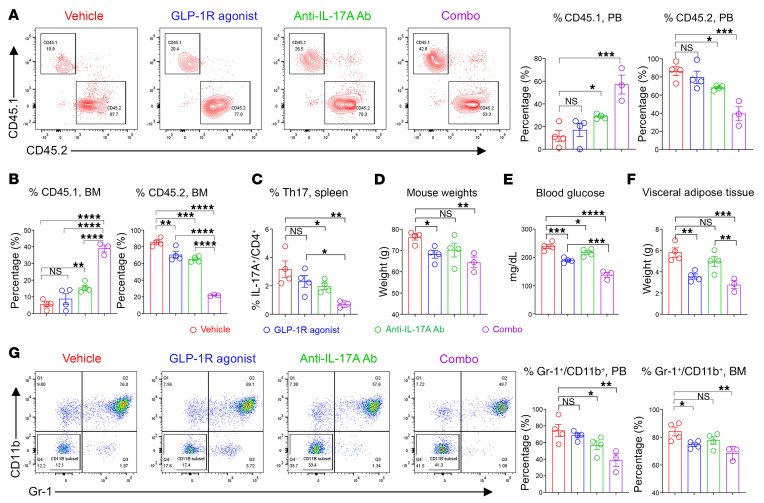
Combination therapy with GLP-1R agonist and an anti–IL-17A antibody reduces myeloid cell infiltration and improves metabolic parameters in *Ob/Ob* mice bearing *Shp2^E76K/+^*-mutant HSC/Ps. (**A**) Representative flow cytometry plots of donor chimerism (CD45.1^+^CD45.2^+^) in the PB of recipient mice after 30 days of the indicated drug treatment. Graphs in **A** show quantification of CD45.1^+^ cells and CD45.2^+^ cells in PB and (**B**) quantification of CD45.1^+^ cells and CD45.2^+^ cells in BM after 30 days of the indicated drug treatment. (**C**) Quantification of IL-17A^+^CD4^+^ cells in spleens after 30 days of the indicated drug treatment. Mouse (**D**) body weights, (**E**) fasting blood glucose levels, and (**F**) visceral adipose white tissue weights after 30 days of the indicated drug treatments. (**G**) Representative flow cytometric profile of myeloid cells (Gr-1^+^CD11b^+^) in the PB of recipient mice after 30 days of the indicated drug treatment and quantification of Gr-1^+^CD11b^+^ double-positive cells in PB and BM after 30 days of the indicated drug treatment. *n* = 3–4 mice per group. *P < 0.05, **P < 0.005, ***P < 0.0005, and ****P < 0.0001, by 1-way ANOVA followed by Tukey’s post hoc test. Data are presented as the mean ± SEM.

**Figure 7:**
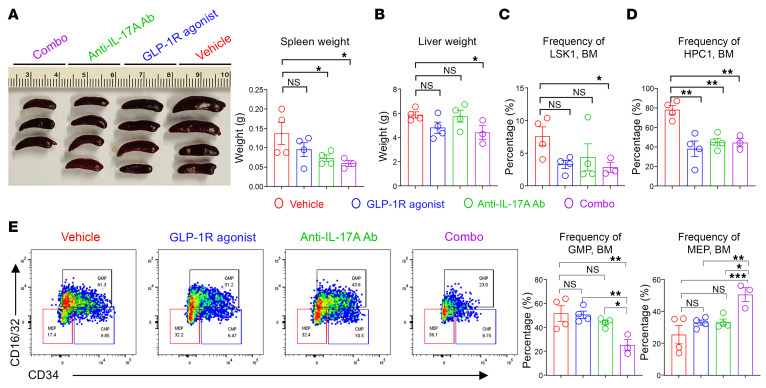
Combination treatment with a GLP-1R agonist and anti–IL-17A antibody attenuates splenomegaly and normalizes aberrant HSC/P populations in *Ob/Ob* mice bearing *Shp2^E76K/+^*-mutant HSC/Ps. (**A**) Spleen images and quantification of spleen weights, (**B**) liver weights, (**C**) LSK cells, and (**D**) HPC-1 cells. (**E**) Representative flow cytometry plots of HSC/Ps in BM of recipient mice after 30 days of the indicated drug treatment and quantification of GMPs and MEPs in BM after 30 days of the indicated drug treatment. *n* = 3–4 mice per group. *P < 0.05, **P < 0.005, and ***P < 0.0005, by 1-way ANOVA followed by Tukey’s post hoc test. Data are presented as the mean ± SEM.

**Figure 8:**
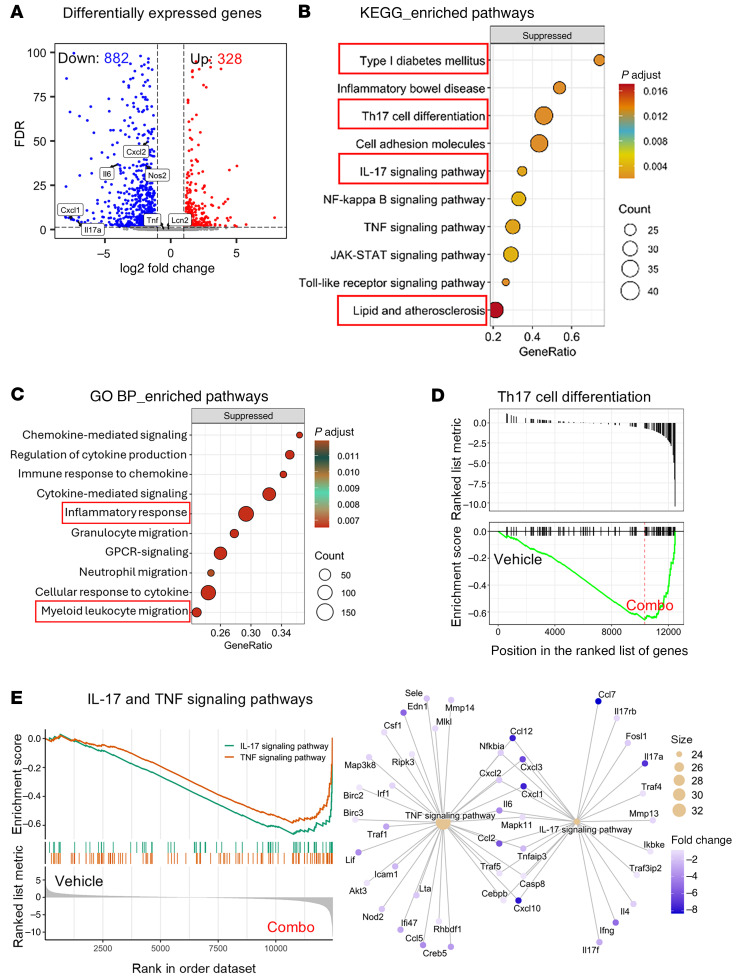
Combination therapy with a GLP-1R agonist and an anti–IL-17A antibody reverses inflammatory and myeloid dysregulation in *Ob/Ob* mice bearing *Shp2^E76K/+^* HSC/Ps. (**A**) Differential gene expression analysis comparing *Ob/Ob* mice bearing *Shp2^E76K/+^* HSC/Ps treated with the Combo therapy (GLP-1R agonist plus anti–IL-17A antibody) versus mice treated with vehicle revealed 882 significantly downregulated and 328 upregulated genes (*P*adj < 0.05). (**B** and **C**) GSEA of (**B**) KEGG pathways and (**C**) GO biological processes identified significantly enriched pathways in the Combo-treated group compared with the vehicle-treated group (Bonferroni-Hochberg *P*adj < 0.05). (**D** and **E**) Ranked GSEA plots show suppression of inflammatory pathways, including Th17 cell differentiation (**D**), IL-17 signaling, and TNF signaling (**E**) in Combo-treated mice relative to vehicle controls (NES >1, *P*adj < 0.05). Category-network plot on the right in **E** shows network visualization of differentially expressed genes (DEGs) associated with the IL-17 and TNF signaling pathways. Node size corresponds to gene connectivity, and node color represents relative expression changes.

**Figure 9:**
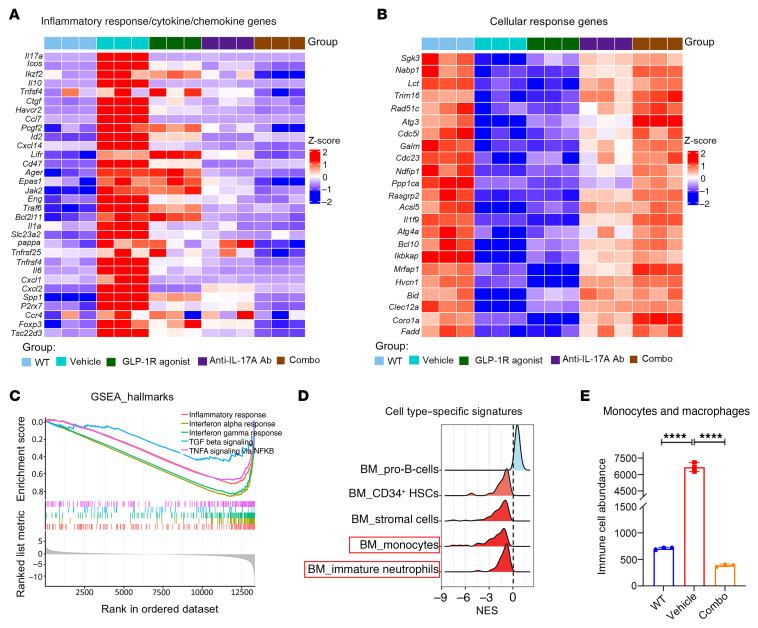
Combined GLP-1R agonism and IL-17A blockade restores BM immune homeostasis in *Ob/Ob* mice harboring *Shp2^E76K/+^* HSC/Ps. (**A** and **B**) Heatmap of normalized *z* scores depicting the expression levels of key inflammatory response genes, cytokines, and chemokines (**A**) and related cellular response profiles (**B**) across treatment groups. (**C**) GSEA of inflammatory and cancer hallmark pathways and (**D**) enrichment of BM cell-type–specific gene signatures highlight the molecular effect of combination therapy compared with vehicle-treated *Ob/Ob* mice bearing *Shp2^E76K/+^* HSC/Ps. (**E**) Quantification of relative monocyte and macrophage abundance in BM across treatment groups shows significant reductions in the combination group compared with vehicle. ****P < 0.0001, by 1-way ANOVA followed by Tukey’s post hoc test. Data are presented as the mean ± SEM.

**Figure 10:**
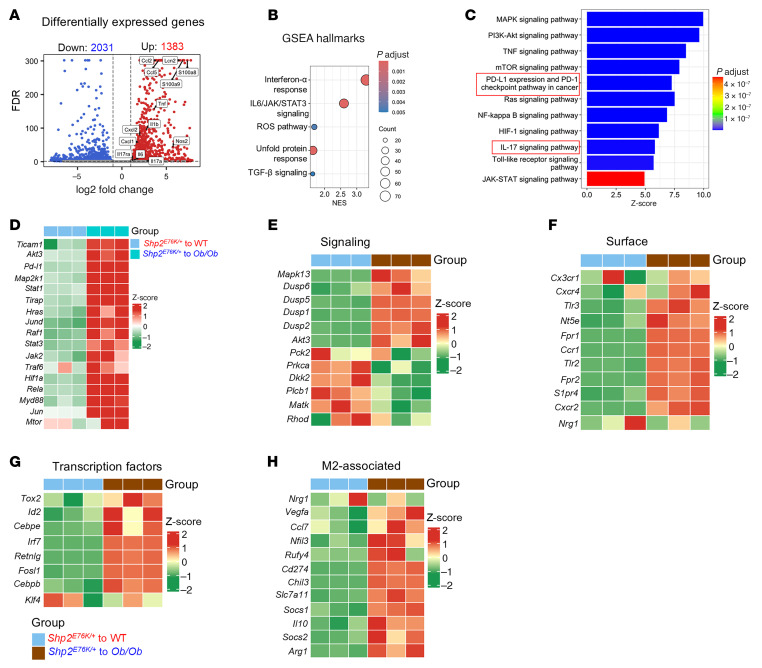
*Shp2^E76K/+^* HSC/Ps transplantation drives inflammatory and metabolic dysregulation in ATMs of *Ob/Ob* mice. (**A**) Differential gene expression analysis of sorted F4/80*^+^* ATMs from *Ob/Ob* mice transplanted with *Shp2^E76K/+^* versus WT HSC/Ps, showing 2,031 downregulated (Down) and 1,383 upregulated (Up) genes (*P*adj < 0.05). (**B**) GSEA enrichment analysis (Bonferroni-Hochberg–corrected *P*adj < 0.05) highlighting inflammatory and metabolic dysfunction signatures in *Ob/Ob* mice transplanted with *Shp2^E76K/+^* ATMs relative to WT. (**C** and **D**) Pathway analysis demonstrating enrichment of PD-1/PD-L1 checkpoint signaling and IL-17 pathways (**C**) with a corresponding heatmap of PD-1/PD-L1 pathway gene expression (**D**). (**E**–**G**) Heatmaps showing representative DEGs in ATMs, including signaling mediator, cell-surface, and transcription factor genes. (**H**) Heatmap displaying elevated expression of M2-associated macrophage markers in *Ob/Ob* mice transplanted with *Shp2^E76K/+^* HSC/Ps compared with WT.

**Figure 11:**
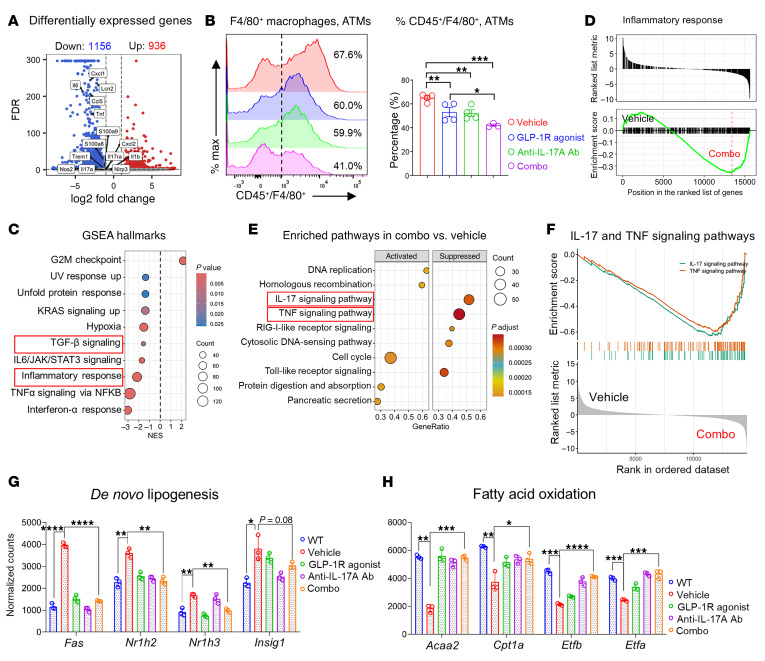
Combination of GLP-1R agonist and anti–IL-17A antibody therapy reverses inflammatory and metabolic dysregulation in ATMs of *Ob/Ob* mice bearing *Shp2^E76K/+^*-mutant HSC/Ps. (**A**) Differential gene expression analysis of ATMs from Combo-treated versus vehicle-treated *Ob/Ob* mice, identifying 1,156 downregulated and 936 upregulated genes. (**B**) Flow cytometry plots and quantification of CD45*^+^*F4/80*^+^* ATMs following vehicle or Combo therapy. (**C** and **D**) GSEA hallmark pathway enrichment showing reversal of inflammatory response and metabolic signatures in ATMs upon Combo therapy. (**E** and **F**) KEGG pathway analysis demonstrates suppression of IL-17, TNF, and DNA repair pathways, along with other metabolic and immune-related programs, in ATMs from Combo-treated mice. (**G** and **H**) Expression of de novo lipogenesis genes (*Fas*, *Nr1h2*, *Nr1h3*, and *Insig1*) and fatty acid oxidation genes (*Acaa2*, *Cpt1a*, *Etfb*, and *Etfa*) in ATMs from WT and *Ob/Ob* mice bearing *Shp2^E76K/+^* HSC/Ps and treated with the indicated drugs. *n* = 3–4 mice per group. *P < 0.05, **P < 0.005, ***P < 0.0005, and ****P < 0.0001, by 1-way ANOVA followed by Tukey’s post hoc test. Data are presented as the mean ± SEM.

**Figure 12:**
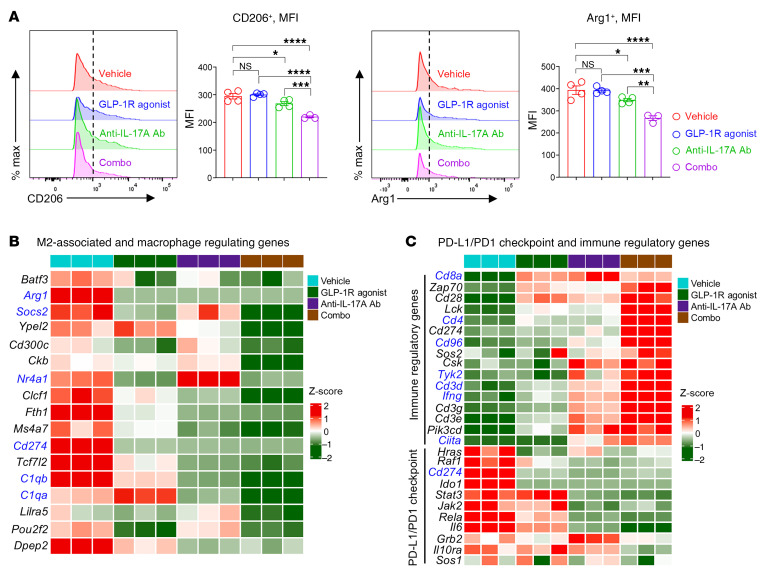
Combo therapy with a GLP-1R agonist and an anti–IL-17A antibody reduces M2-like macrophages in *Ob/Ob* mice bearing *Shp2^E76K/+^* HSC/Ps. (**A**) Flow cytometry plots and quantification of F4/80^+^CD206^+^ and F4/80^+^Arg1^+^ M2-like TAMs in adipose tissue following vehicle or Combo therapy. (**B**) Heatmap showing expression of M2-associated macrophage markers and macrophage-regulatory genes across treatment groups. (**C**) Heatmap displaying expression of the PD-1/PD-L1 checkpoint pathway and immune-regulatory genes across treatment groups. *n* = 3–4 mice per group. *P < 0.05, **P < 0.005, ***P < 0.0005, and ****P < 0.0001, by 1-way ANOVA followed by Tukey’s post hoc test. Data are presented as the mean ± SEM.

**Figure 13:**
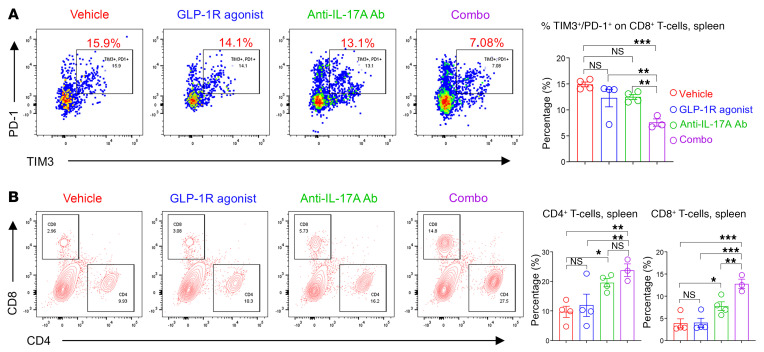
Combo therapy with a GLP-1R agonist and an anti–IL-17A antibody reduces T cell exhaustion and restore cytotoxic T cells in *Ob/Ob* mice bearing *Shp2^E76K/+^*-mutant HSC/Ps. (**A**) Flow cytometry plots and quantification of TIM3^+^PD-1^+^ exhausted T cells on CD8^+^ T cells in the spleens of *Ob/Ob* mice transplanted with *Shp2^E76K/+^* HSC/Ps following the indicated drug treatment. (**B**) Flow cytometry plots and quantification of CD4^+^ and CD8^+^ T cell populations in the spleens of *Ob/Ob* mice transplanted with *Shp2^E76K/+^* HSC/Ps following the indicated drug treatment. *n* = 3–4 mice per group, *P < 0.05, **P < 0.005, and ***P < 0.0005, by 1-way ANOVA followed by Tukey’s post hoc test. Data are presented as the mean ± SEM.

**Table 6:**
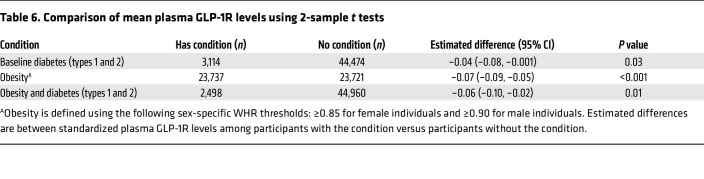
Comparison of mean plasma GLP-1R levels using 2-sample *t* tests

**Table 5:**
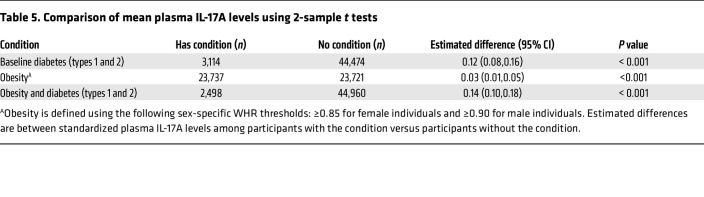
Comparison of mean plasma IL-17A levels using 2-sample *t* tests

**Table 4:**
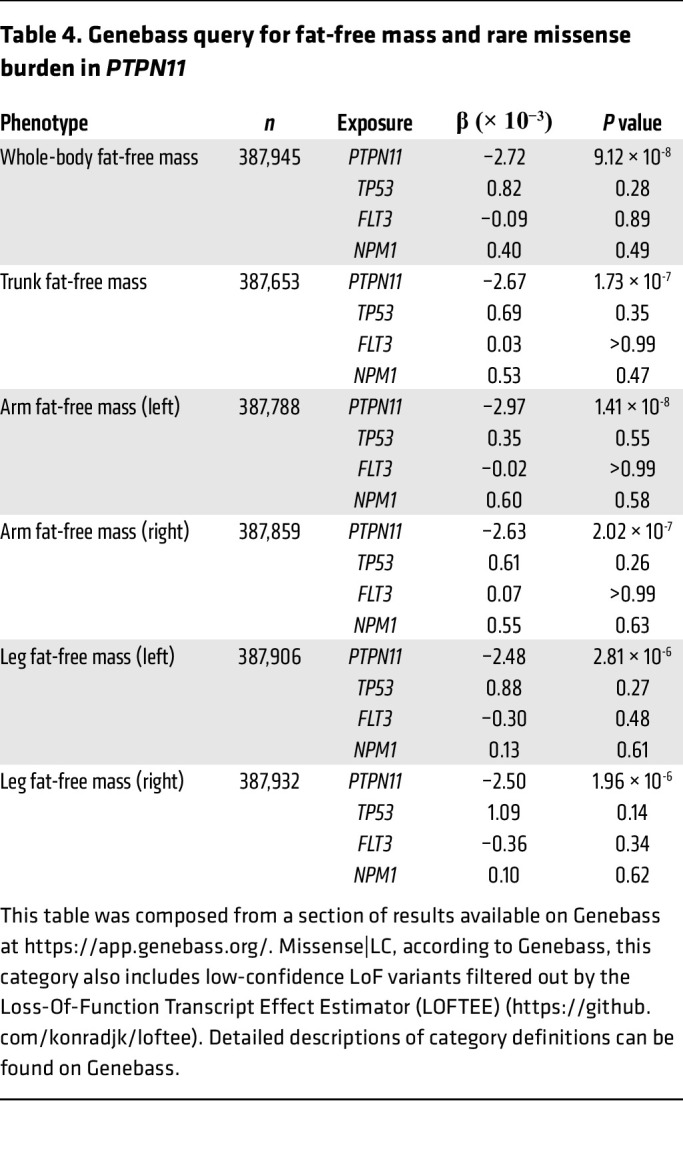
Genebass query for fat-free mass and rare missense burden in *PTPN11*

**Table 3:**
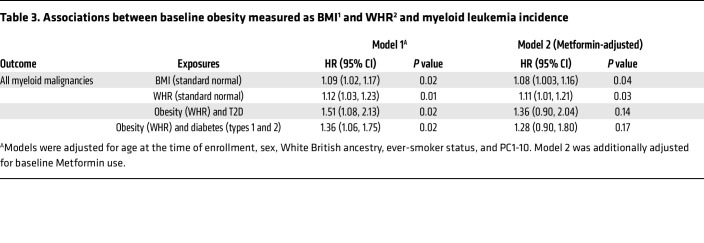
Associations between baseline obesity measured as BMI^1^ and WHR^2^ and myeloid leukemia incidence

**Table 2:**
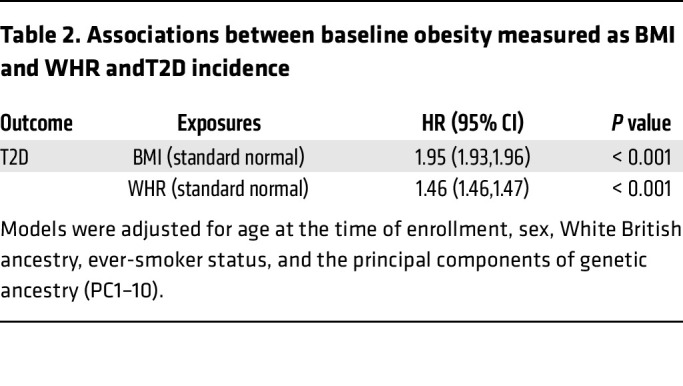
Associations between baseline obesity measured as BMI and WHR andT2D incidence

**Table 1:**
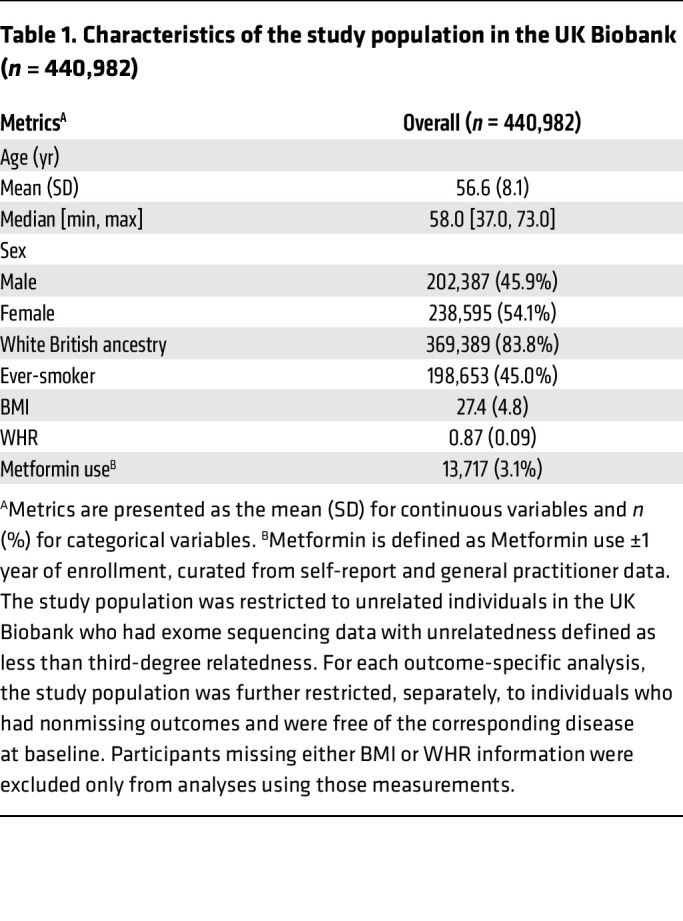
Characteristics of the study population in the UK Biobank (*n* = 440,982)

# Supplementary material for: Targeting GLP-1R and IL-17A suppresses obesity-induced leukemia in an oncogenic PTPN11 mutation–driven model
**Source:** J Clin Invest. 2026 Jun 23;136(15):e202856. doi: 10.1172/JCI202856
**Supplement:** Supplemental data

## **Targeting GLP1R and IL17A suppresses obesity-induced leukemia in an oncogenic *PTPN11* mutation-driven model**

Reuben Kapur<sup>1,&,\*</sup>, Linke Li<sup>2,3,\*</sup>, Rahul Kanumuri<sup>1,\*</sup>, Kanaka Sai Ram Padam<sup>1</sup>, Baskar Ramdas<sup>1</sup>, Chiranjeevi Pasala<sup>4</sup>, Gabriela Chiosis<sup>4</sup>, Lakshmi Reddy Palam<sup>1</sup>, Ramesh Kumar<sup>1</sup>, Satoshi Koyama<sup>2,3</sup>, Pradeep Natarajan<sup>3,5,6</sup>, Laura S. Haneline<sup>1,&</sup>, Zhi Yu<sup>2,3,6,&,#</sup>, and Santhosh Kumar Pasupuleti<sup>1,&,#</sup>

### **Supplemental methods**

#### **Rare variants analysis**

We utilized Genebass (<https://app.genebass.org/>) (1), a publicly available resource providing gene-based association results from 394,841 UK Biobank exomes, generated using SAIGE-GENE (1). Genebass offers results from various rare variant analysis methods, including burden tests, sequence kernel association tests (SKAT), and SKAT-O (optimal unified SKAT tests), for thousands of UK Biobank native and custom-derived phenotypes. We specifically queried gene-based burden test results for rare (MAF < 0.1%) missense variants in *PTPN11* against fat-free mass body composition measures by impedance (Category 100009). These continuous phenotypes were inverse rank normal transformed as part of the standard Genebass processing workflow. Fat-free mass was selected as a proxy for lean mass, aligning with our mouse models.

#### **Baseline Metformin use**

Metformin usage information was curated from both the self-report (SR) data (field 20003) and the general practitioner (GP) data using matched drug names (Glucophage, Metformin, Axpnet, Diagemet, Glucient, Metabet, Glumetza, Fortamet, Riomet). Baseline metformin use was defined

as any recorded use in either data source within  $\pm 1$  year of the participant's baseline enrollment date.

### **Circulating IL-17A and GLP-1R measurement**

Plasma IL-17A and GLP-1R protein levels were measured as part of a large-scale proteomic assessment in a subset of approximately 50,000 UK Biobank participants. Details of the Olin Target 96-plex protein biomarker assay and quality control procedures have been described previously by the UK Biobank (2). For this analysis, IL-17A and GLP-1R levels were standardized (mean 0, SD 1) prior to the analysis.

### **Statistical analysis**

Cox's proportional-hazard models (R package survival, version 3.1.12) were employed to examine the association of standardized BMI and standardized WHR with the risks of incident T2D and myeloid leukemia. Follow-up time was calculated from the date of enrollment to the date of first diagnosis of the outcome, death, loss to follow-up, or the end of the study period, whichever occurred first. All models were adjusted for age at enrollment (continuous), sex (male/female), ever-smoker status (yes/no), and the first 10 principal components of genetic ancestry. Given the reported protective effect of metformin and acute myeloid leukemia (3–6), a sensitivity analysis further adjusting for baseline metformin use was performed when examining the association between BMI and WHR with the incidence of myeloid leukemia.

Two-sample t-tests were used to compare the differences in mean standardized plasma IL-17A and GLP-1R level between groups defined by baseline diabetes status and obesity status. We defined obesity as a WHR  $\geq 0.85$  in female participants and  $\geq 0.90$  in male participants. Statistical significance was determined using two-tailed p-values, with a threshold of  $P < 0.05$ . All statistical analyses were performed using R version 4.0.0.

### **Peripheral blood counts**

Total white blood cell counts in freshly collected mouse blood were performed using Element HT5 Hematology Analyzer (Heska).

### **Serum cytokine and chemokine analysis**

Serum was separated from peripheral blood and subjected to mouse serum cytokine/chemokine (array MD31-plex) analysis through Eve Technologies (Canada). Results are expressed as pg/mL of serum (7,8).

### **RNA sequencing and differential gene expression analysis**

RNA was extracted from BM and ATMs of drug-treated *Ob/Ob* mice bearing *Shp2*<sup>E76K/+</sup> cells using RLT lysis buffer and the RNeasy Plus Micro Kit (Qiagen), following the manufacturer's instructions. RNA samples were processed according to standard protocols, and sequencing was performed at the Indiana University Genomics Core Facility. RNA-seq reads were aligned to the mouse reference genome (mm10) using STAR (v2.7.2a) with the parameter "--outSAMmapqUnique 60" (9). Uniquely mapped reads were quantified against GENCODE M22 gene annotations using featureCounts (v2.0.1) with the parameters "-s 0 -p -Q 10 -O" (10).

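In these settings, -s 0 ignores the strand of the read, -p counts read pairs as fragments, -Q 10 drops alignments below a mapping quality of 10, and -O lets a read that overlaps several genes add to the count of each. Where genes on opposite strands overlap, their counts therefore share reads.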

The mapped raw read counts were corrected for batch effects and library preparation using DESeq2 (11) R package in R program (R Core Team (2020). R: A language and environment for statistical computing. R for Statistical Computing, Vienna, Austria. URL <https://www.R-project.org/>). The differential expression analysis was performed by setting a threshold of log2FC (<-1 and >+1) with p<0.05 to control the false positives at 5% false discovery rate (FDR). 

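A log2 fold change limit can be applied after a test against no change, as a filter, or inside the test, by testing whether the change exceeds the limit. The former keeps genes whose estimate lies beyond the limit, and the latter keeps only those whose error also excludes it, which are fewer.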

Further, the gene sets of specific biological queries were visualized as heatmap using Complex Heatmap (12) package.

### **Functional enrichment analysis**

Gene set annotation and enrichment analysis of the differentially expressed genes were analyzed using the gene ontology (GO) biological processes (BP), molecular function (MF) and the Kyoto encyclopedia of the genes and genomes (KEGG) pathways using the ClusterProfiler (13) R package. An adjusted p-value ( $<0.05$ ) with the Bonferroni-Hochberg correction was applied to determine the statistical significance between the query set and the mapped hits. Furthermore, the cancer hallmark gene sets summarizing the biological states and cell type specific signatures were retrieved from the molecular signatures database (MSigDB) collection, analyzed using msigdb R package.

### **Deconvolution analysis**

The murine Microenvironment Cell Population (mMCP) counter analysis was performed for deconvolution of bone marrow bulk RNA-seq data to estimate the relative abundance of the various immune cell populations. The pre-defined marker genes expression per cell type population were accessed from the immunological genome project (ImmGen) using the immunedeconv (14) and mMCP (15) R packages. One-way analysis of variance (ANOVA) was used to determine the statistical significance using the Graph Pad Prism (v10, Graph Pad Software Inc., USA).

### **Polymorphism Phenotyping (PolyPhen) and Sift score calculation**

The Bioinformatics tools like PolyPhen-2 (Polymorphism Phenotyping V2) (16) and the Sift (Sorting Intolerant From Tolerant) score (17) online web servers were used to predict the impact of the stability and function of *PTPN11* gene mutations.

### **References:**

1. Karczewski KJ, Solomonson M, Chao KR, Goodrich JK, Tiao G, Lu W, et al. Systematic single-variant and gene-based association testing of thousands of phenotypes in 394,841 UK Biobank exomes. *Cell genomics*. 2022 Sep;2(9):100168.

2. Sun BB, Chiou J, Traylor M, Benner C, Hsu YH, Richardson TG, et al. Plasma proteomic associations with genetics and health in the UK Biobank. *Nature*. 2023;622(7982):329–38.
3. Gozdecka M, Dudek M, Wen S, Gu M, Stopforth RJ, Rak J, et al. Mitochondrial metabolism sustains DNMT3A-R882-mutant clonal haematopoiesis. *Nature*. 2025 Jun;642(8067):431–41.
4. Green AS, Chapuis N, Maciel TT, Willems L, Lambert M, Arnoult C, et al. The LKB1/AMPK signaling pathway has tumor suppressor activity in acute myeloid leukemia through the repression of mTOR-dependent oncogenic mRNA translation. *Blood*. 2010 Nov;116(20):4262–73.
5. Liu X, Chhipa RR, Pooya S, Wortman M, Yachyshin S, Chow LML, et al. Discrete mechanisms of mTOR and cell cycle regulation by AMPK agonists independent of AMPK. *Proc Natl Acad Sci U S A*. 2014 Jan;111(4):E435–44.
6. Saito T, Itoh M, Tohda S. Metformin suppresses the growth of leukemia cells partly through downregulation of AXL receptor tyrosine kinase. *Leuk Res*. 2020 Jul;94:106383.
7. Pasupuleti SK, Ramdas B, Burns SS, Palam LR, Kanumuri R, Kumar R, et al. Obesity-induced inflammation exacerbates clonal hematopoiesis. *J Clin Invest*. 2023 Jun;133(11).
8. Ramdas B, Mali RS, Palam LR, Pandey R, Cai Z, Pasupuleti SK, et al. Driver Mutations in Leukemia Promote Disease Pathogenesis through a Combination of Cell-Autonomous and Niche Modulation. *Stem Cell Reports*. 2020 Jul 14;15(1):95–109.
9. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*. 2013 Jan;29(1):15–21.
10. Liao Y, Smyth GK, Shi W. featureCounts: an efficient general purpose program for

- assigning sequence reads to genomic features. *Bioinformatics*. 2014 Apr;30(7):923–30.
11. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*. 2014;15(12):1–21.
  12. Gu Z. Complex heatmap visualization. *iMeta*. 2022 Sep;1(3):e43.
  13. Yu G, Wang LG, Han Y, He QY. clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS*. 2012 May;16(5):284–7.
  14. Sturm G, Finotello F, Petitprez F, Zhang JD, Baumbach J, Fridman WH, et al. Comprehensive evaluation of transcriptome-based cell-type quantification methods for immuno-oncology. *Bioinformatics*. 2019 Jul;35(14):i436–45.
  15. Petitprez F, Levy S, Sun CM, Meylan M, Linhard C, Becht E, et al. The murine Microenvironment Cell Population counter method to estimate abundance of tissue-infiltrating immune and stromal cell populations in murine samples using gene expression. *Genome Med*. 2020;12(1):86.
  16. Adzhubei I, Jordan DM, Sunyaev SR. Predicting functional effect of human missense mutations using PolyPhen-2. *Curr Protoc Hum Genet*. 2013 Jan;Chapter 7:Unit7.20.
  17. Ng PC, Henikoff S. SIFT: Predicting amino acid changes that affect protein function. *Nucleic Acids Res*. 2003 Jul;31(13):3812–4.

## Supplemental Figures:

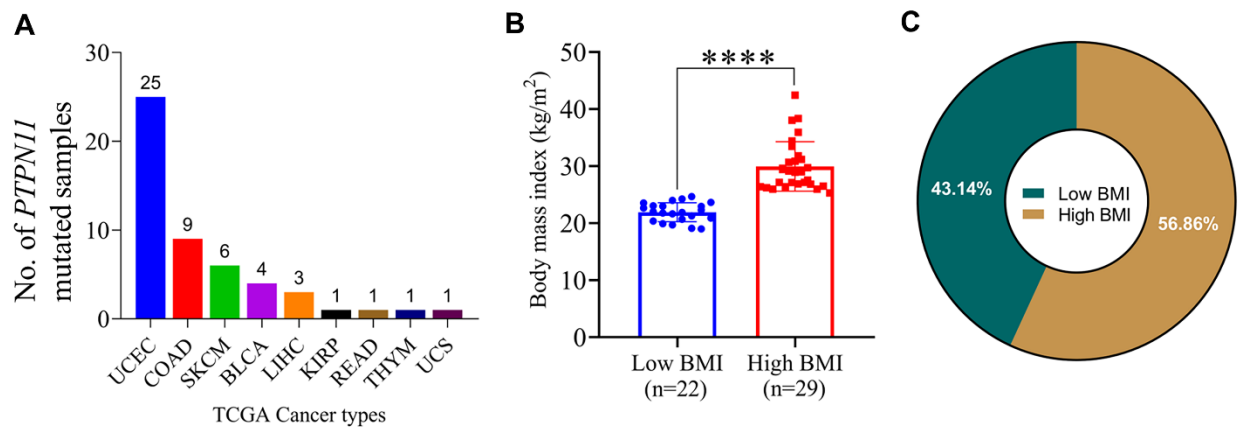

**Supplemental Figure 1: Association of *PTPN11* mutations with obesity-related traits and cancer prevalence.**

**(A)** Bar graph showing the number of *PTPN11*-mutated samples across various cancer types in The Cancer Genome Atlas (TCGA) cohort. Uterine corpus endometrial carcinoma (UCEC) exhibits the highest frequency. **(B)** Comparison of BMI between patients with low (<25 kg/m<sup>2</sup>) and high (>30 kg/m<sup>2</sup>) BMI stratified by *PTPN11* mutation status, showing significantly higher BMI in the high BMI group (\*\*\*\*p < 0.0001, by Two-tailed unpaired t-test with Welch's correction). **(C)** Pie chart illustrates the proportion of *PTPN11*-mutated cancer cases stratified by BMI category, revealing that 56.86% of mutations occur in patients with high BMI.

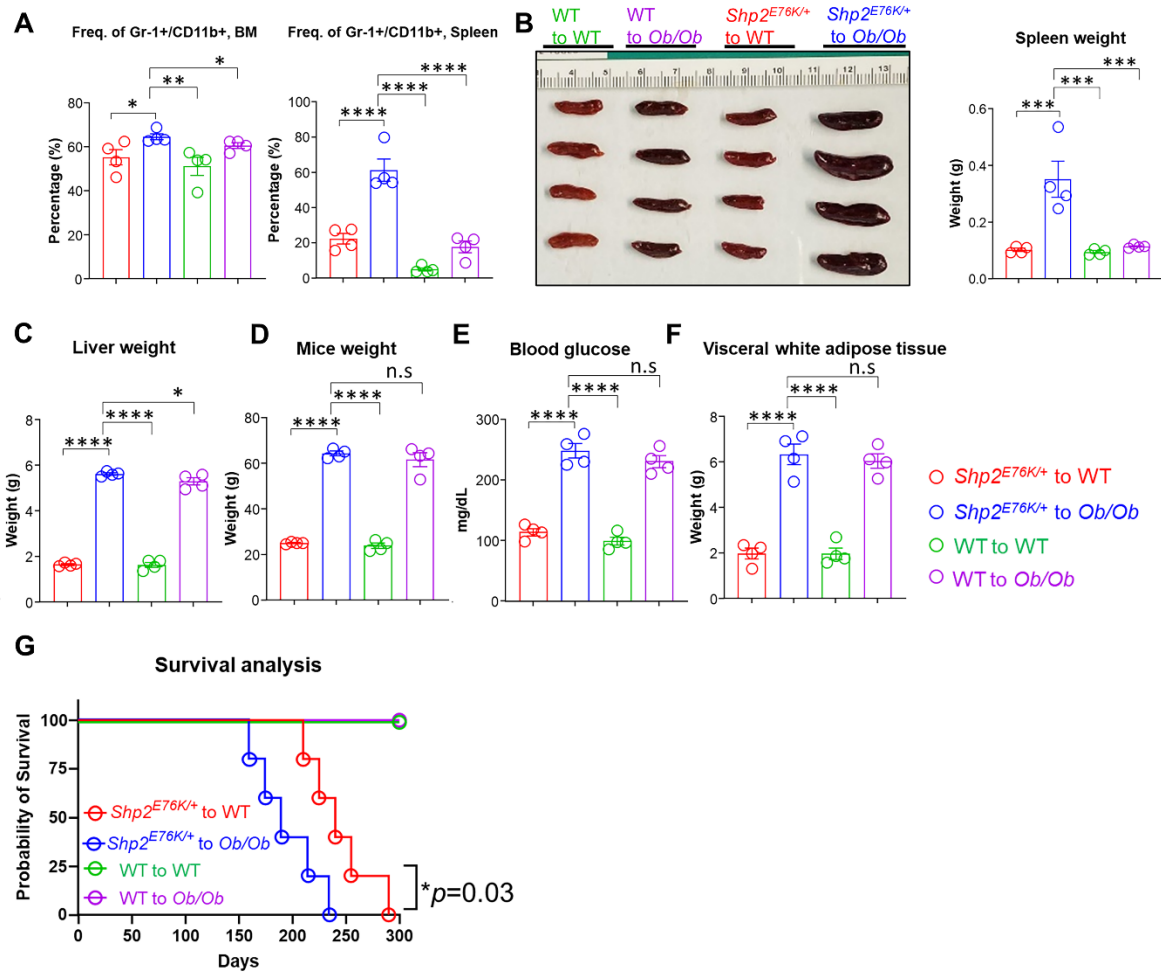

**Supplemental Figure 2: *Shp2<sup>E76K/+</sup>* mutant cells outcompete the normal WT cells in *Ob/Ob* recipients.**

**(A)** Frequency of Gr-1<sup>+</sup>/CD11b<sup>+</sup> myeloid cells in BM and spleens of competitive transplant recipients over 24 weeks. **(B)** spleen pictures, right quantification of spleen weights, **(C)** mice body weights, **(D)** liver weights, **(E)** fasting blood glucose levels, and **(F)** visceral white adipose tissue weights. **(G)** Kaplan-Meier survival analysis of transplanted mice, showing reduced survival in *Ob/Ob* mice bearing *Shp2<sup>E76K/+</sup>* cells compared to controls. n= 4 mice per group, \**p*<0.05, \*\**p*<0.005, \*\*\**p*<0.0005, and \*\*\*\**p*<0.0001, by one-way ANOVA followed by Tukey's post hoc test.

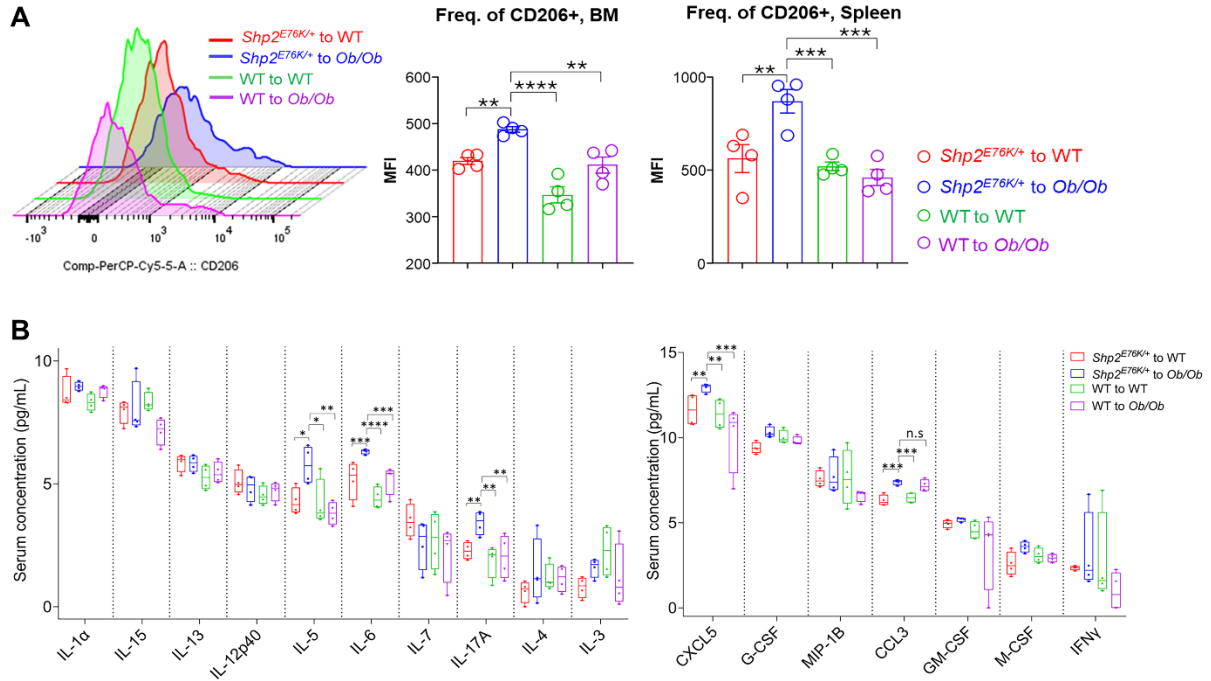

**Supplemental Figure 3: *Shp2<sup>E76K/+</sup>* mutant myeloid blasts and HSC/Ps expanded in *Ob/Ob* recipients.**

**(A)** Representative flow cytometry profile of F4/80+/CD206+ TAMs in the BM, right, frequency of F4/80+/CD206+ TAMs in the BM and spleens of competitive transplant recipients over 24 weeks.

**(B)** Serum cytokine and chemokine analysis of recipient mice at 24 weeks after BMT. n = 4 mice per group, \*\*p < 0.05, \*\*\*p < 0.005, \*\*\*\*p < 0.0005, and \*\*\*\*p < 0.0001, by one-way ANOVA followed by Tukey's post hoc test.

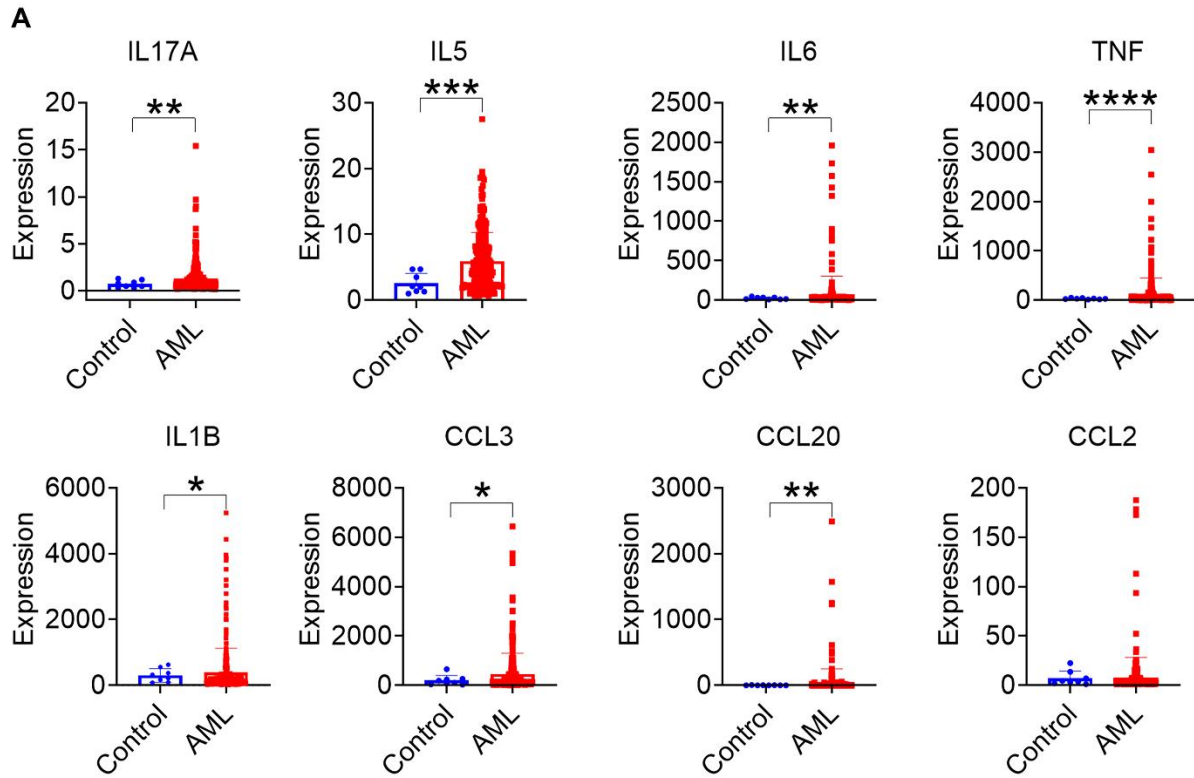

**Supplementary Figure 4. Increased inflammatory cytokine and chemokine expression in AML patients compared to controls.** Dot plots showing gene expression levels of IL17A, IL5, IL6, TNF, IL1B, CCL3, CCL20, and CCL2 in control (blue) and AML (red) samples. Each dot represents an individual sample. Controls (n= 8) and AML (n=285) analyzed using microarray dataset (GEO: GSE1159). \* $p < 0.05$ , \*\* $p < 0.005$ , \*\*\* $p < 0.0005$ , and \*\*\*\* $p < 0.0001$ , by Two-tailed unpaired t-test with Welch's correction.

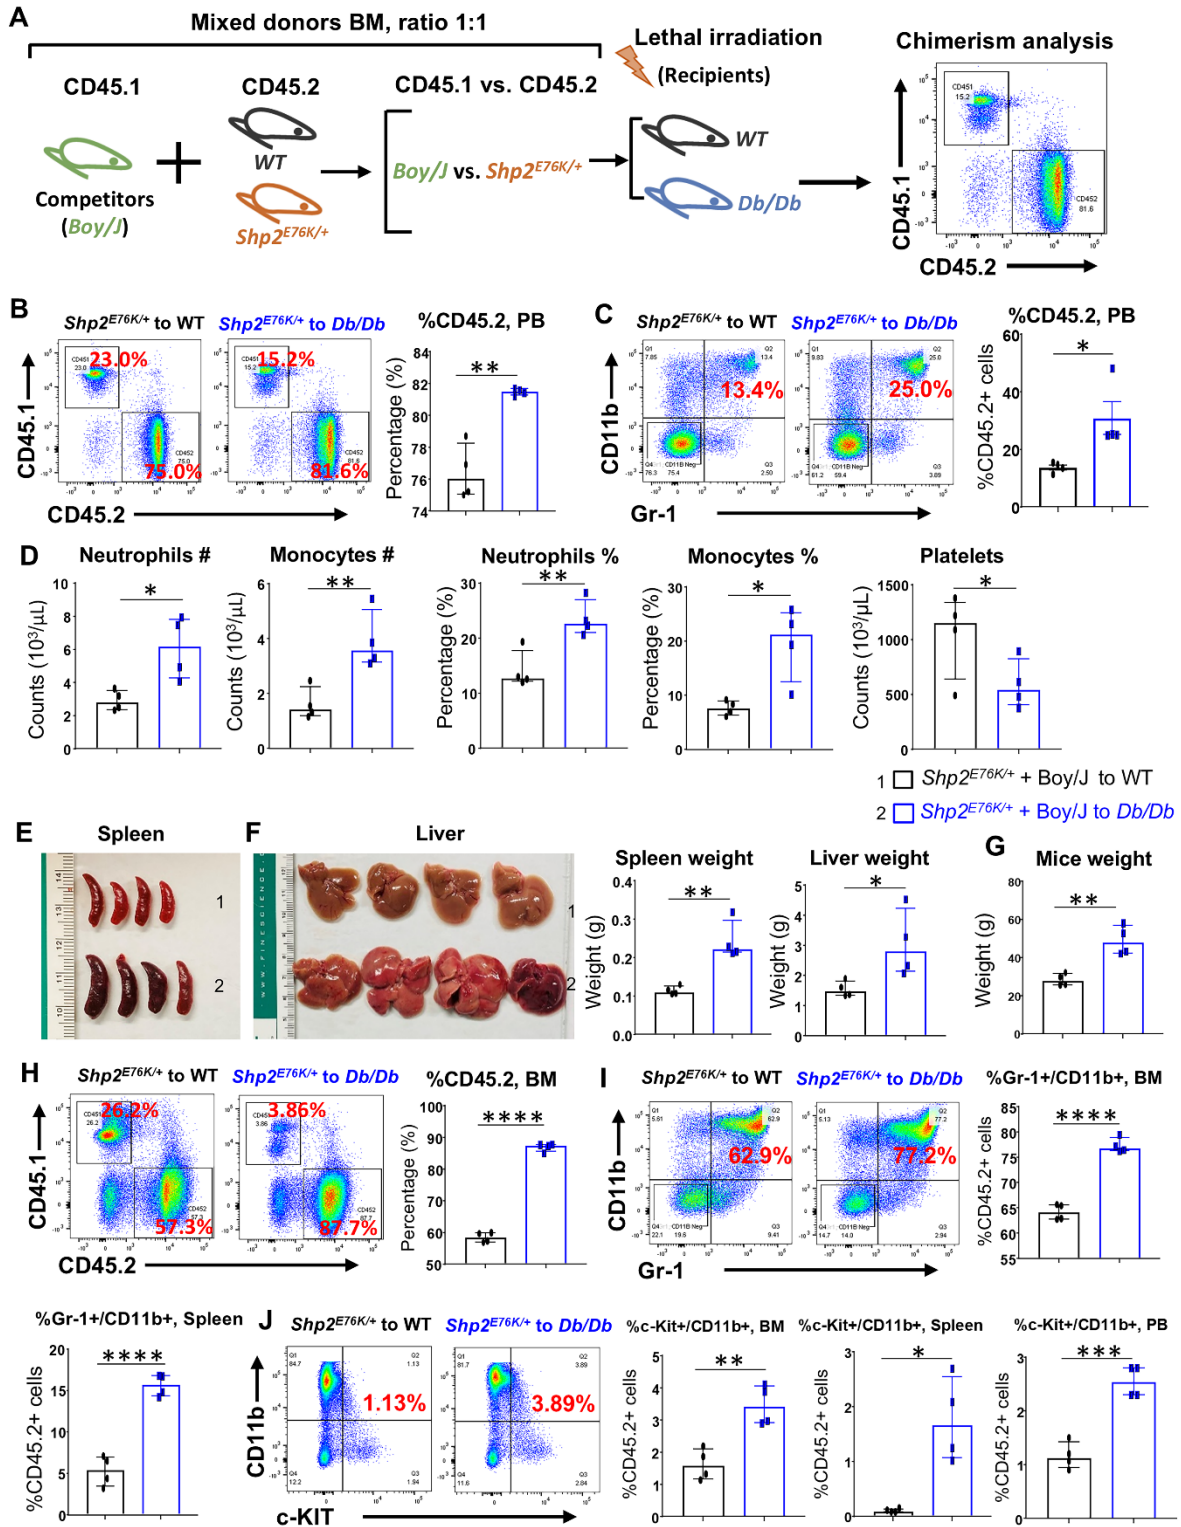

**Supplemental Figure 5:  $Shp2^{E76K/+}$  mutant cells outcompete the normal WT cells in Db/Db recipients. (A)** Schematic of the competitive BMT assay. Donor BM cells from  $Shp2^{E76K/+}$  mice

(CD45.2<sup>+</sup>) were mixed with Boy/J competitor (CD45.1<sup>+</sup>) BM cells (500K:500K) were transplanted into lethally irradiated WT or *Db/Db* mice as recipients. Donor-derived chimerism was observed using anti-CD45.1 and anti-CD45.2 antibodies. **(B)** Representative profiles of flow cytometry for donor chimerism in the PB of recipient mice, (i) frequency of CD45.2<sup>+</sup> in the PB of indicated recipient mice. **(C)** Representative flow cytometry profile of Gr-1<sup>+</sup>/CD11b<sup>+</sup> myeloid cells in the PB of the indicated recipient mice, (i) frequency of Gr-1<sup>+</sup>/CD11b<sup>+</sup> myeloid cells in PB of competitive transplant recipients over 22 weeks. **(D)** Spleen and **(E)** liver pictures and their weights, **(F)** mice body weights. **(G)** PB counts at 22 weeks after BMT from the indicated recipient mice. **(H)** Representative flow cytometry profile of donor chimerism in the BM of recipient mice and **(I)** myeloid cells (Gr-1<sup>+</sup>/CD11b<sup>+</sup>) in the BM of the indicated recipient mice, (i) frequency of Gr-1<sup>+</sup>/CD11b<sup>+</sup> myeloid cells in BM and (ii) spleens of competitive transplant recipients over 22 weeks. **(J)** Representative flow cytometry profiles of c-KIT<sup>+</sup>/CD11b<sup>+</sup> myeloid blasts from the indicated recipient mice, (i) frequency of c-KIT<sup>+</sup>/CD11b<sup>+</sup> cells in the BM, (ii) spleens and (iii) PB of competitive transplant recipients over 22 weeks. n= 4 mice per group, \*p<0.05, \*\*p<0.005, \*\*\*p<0.0005, \*\*\*\*p<0.0001, by Two-tailed unpaired t-test.

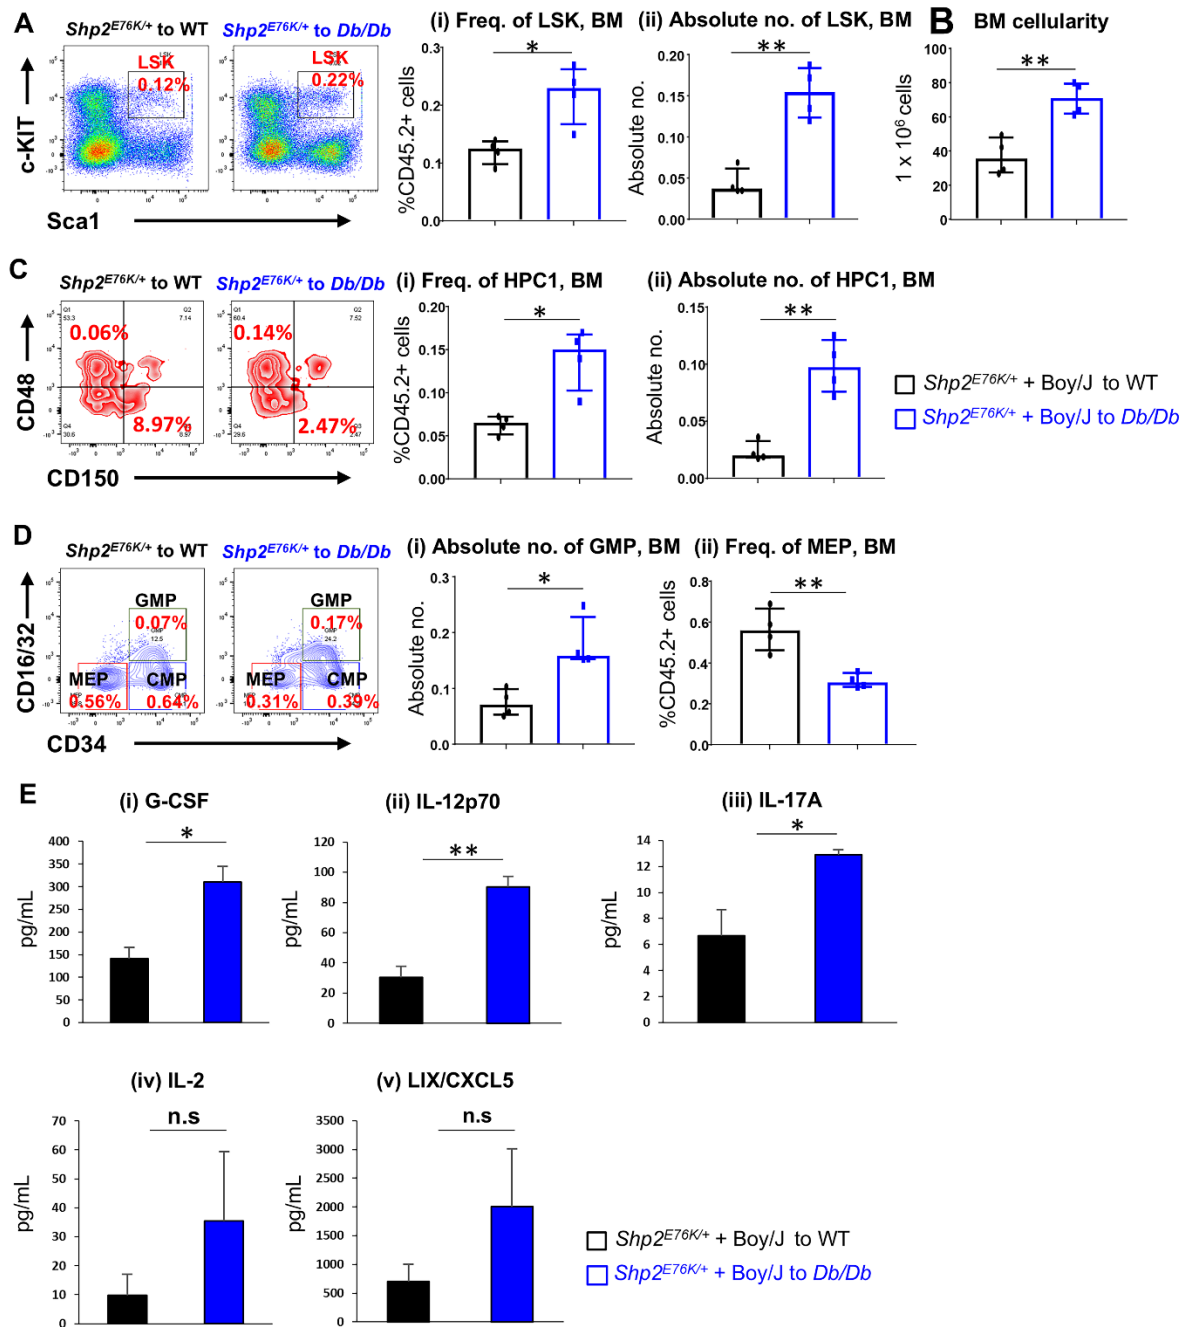

**Supplemental Figure 6: *Shp2<sup>E76K/+</sup>* mutant HSC/Ps expanded in *Db/Db* recipients. (A)**

Representative flow cytometry profile of LSK (Lin<sup>-</sup>/Sca-1<sup>+</sup>/c-KIT<sup>+</sup>) cells in the BM from the indicated recipient mice, (i) frequency and (ii) absolute number of LSK cells in the BM and **(B)** BM cellularity of competitive transplant recipients over 22 weeks. **(C)** Representative flow cytometry profile of HPC1 (LSK/CD48<sup>+</sup>/CD150<sup>-</sup>) and LT-HSCs (LSK/CD48<sup>-</sup>/CD150<sup>+</sup>) in the BM from the

indicated recipient mice, (i) frequency and (ii) absolute number of HPC1 cells in the BM of competitive transplant recipients over 22 weeks. **(D)** Representative flow cytometry profile of progenitors in the BM, (i) absolute number of GMPs ( $\text{Lin}^-/\text{c-KIT}^+/\text{CD16/32}^+/\text{CD34}^+$ ) in the BM of competitive transplant recipients over 22 weeks. **(E)** Serum cytokine and chemokine analysis, (i) G-CSF, (ii) IL-12p70, (iii) IL-17, (iv) IL-2, and (v) CXCL5 concentrations in the serum of recipient mice at 22 weeks after BMT. n= 4 mice per group, \* $p<0.05$ , \*\* $p<0.005$ , \*\*\* $p<0.0005$ , \*\*\*\* $p<0.0001$ , by Two-tailed unpaired t-test.

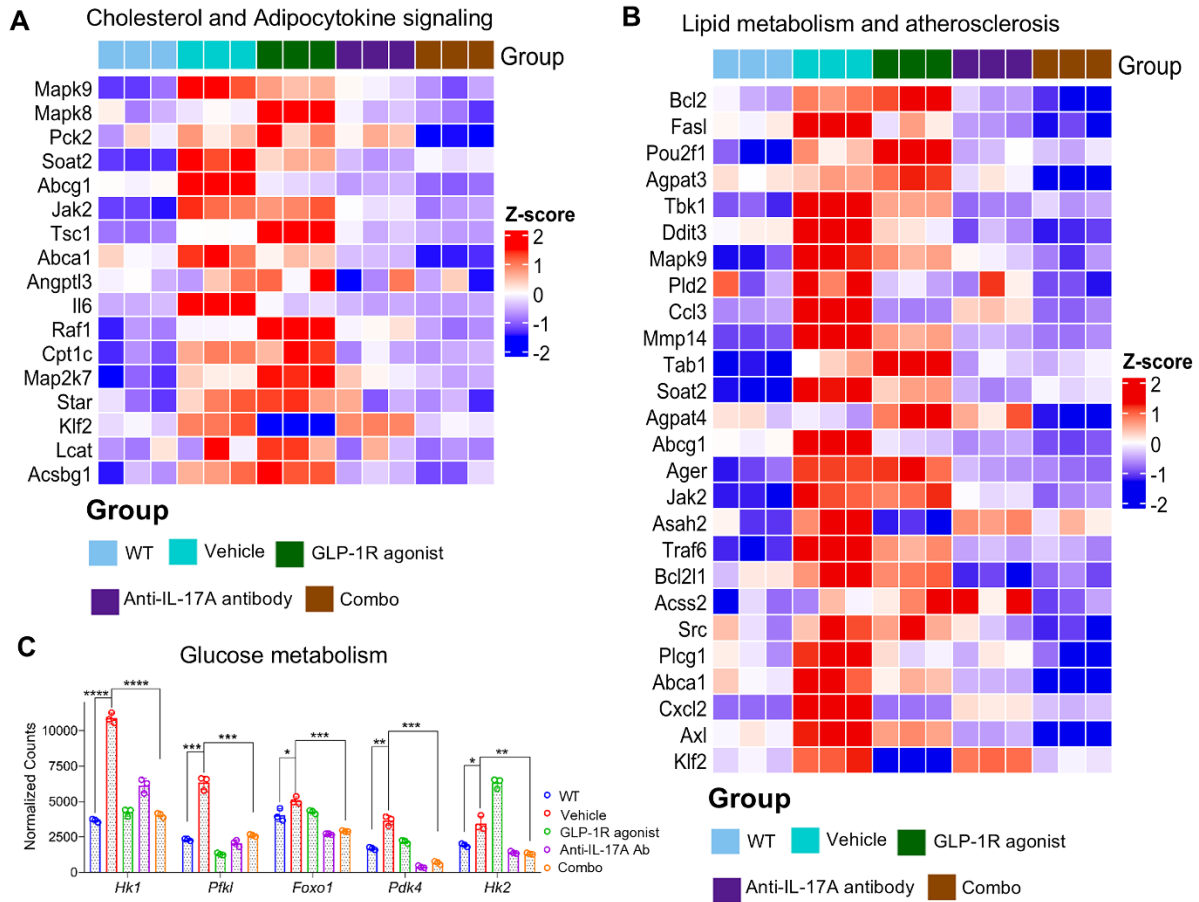

**Supplemental Figure 7: Combination therapy with GLP-1R agonist and anti-IL-17A antibody reverses metabolic pathways in *Ob/Ob* mice bearing *Shp2*<sup>E76K/+</sup> HSC/PS. (A and B) Metabolic pathway enrichment analysis with heatmap visualization of gene expression changes involved in (A) lipid metabolism and atherosclerosis, and (b) adipocytokine signaling, and cholesterol metabolism in indicated drug treatments. Expression data are represented as Z-scores normalized across groups. (C) Expression of glucose metabolism genes (*Hk1*, *Pfkf*, *Foxo1*, *Pdk4* and *Hk2*) in ATM derived from WT and *Ob/Ob* mice bearing *Shp2*<sup>E76K/+</sup> mice and treated with indicated drugs. \*p<0.05, \*\*p<0.005, \*\*\*p<0.0005, \*\*\*\*p<0.0001, by one-way ANOVA followed by Tukey's post hoc test.**

**Supplemental Table 1: *PTPN11* gene burden associations with overweight and BMI.**

***PTPN11* gene burden associations with overweight**

| <b>Category</b>                                                          | <b>P-value SKATO</b> | <b>P-value burden</b> | <b>P-value SKAT</b> | <b>Total variants</b> |
|--------------------------------------------------------------------------|----------------------|-----------------------|---------------------|-----------------------|
| pLOF                                                                     | 0.0871               | 0.0517                | 0.298               | 8                     |
| Missense, LC                                                             | 3.54E-07             | 3.29E-07              | 0.02                | 194                   |
| Synonymous                                                               | 0.614                | 0.394                 | 0.489               | 105                   |
| <b><i>PTPN11</i> gene burden associations with Body mass index (BMI)</b> |                      |                       |                     |                       |
| <b>Category</b>                                                          | <b>P-value SKATO</b> | <b>P-value burden</b> | <b>P-value SKAT</b> | <b>Total variants</b> |
| pLOF                                                                     | 0.0237               | 0.0144                | 0.135               | 8                     |
| Missense, LC                                                             | 3.03E-03             | 1.93E-03              | 0.0308              | 194                   |
| Synonymous                                                               | 0.391                | 0.232                 | 0.427               | 105                   |

**SKAT:** Sequence kernel association tests.

**SKAT-O:** Sequence kernel association tests-optimal.

**Supplemental Table 2: SIFT and PolyPhen-2 Predictions of Variant Pathogenicity.**

| <b>Amino acid change in <i>PTPN11</i></b> | <b>Sift score (Tolerance index)</b> | <b>PolyPhen-2 score</b> | <b>Sensitivity</b> | <b>Specificity</b> |
|-------------------------------------------|-------------------------------------|-------------------------|--------------------|--------------------|
| E76K                                      | 0                                   | 0.998                   | 0.27               | 0.99               |
| E76D                                      | 0                                   | 0.948                   | 0.79               | 0.95               |
| V432M                                     | 0.01                                | 1                       | 0                  | 1                  |
| P565L                                     | 0.24                                | 0.985                   | 0.74               | 0.96               |
| M508V                                     | 0.03                                | 1                       | 0                  | 1                  |
| N308D                                     | 0.01                                | 0.625                   | 0.87               | 0.91               |

**Supplemental Table 3: Fields and Codes used in Phenotype curations.**

| Label                | Field | Coding                                                                                                                                                                          |
|----------------------|-------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Myeloid Malignancies | 41202 | C92,C92.0,C92.1,C92.2,C92.3,C92.4,C92.5,C92.6,C92.7,C92.8,C92.9,C93.0,C93.1,C93.2,C93.3,C93.7,C93.9,C94,C94.0,C94.1,C94.2,C94.3,C94.4,C96.0,C96.1,C96.2,C96.3,C96.4,C96.5,C96.6 |
|                      | 41204 | C92,C92.0,C92.1,C92.2,C92.3,C92.4,C92.5,C92.6,C92.7,C92.8,C92.9,C93.0,C93.1,C93.2,C93.3,C93.7,C93.9,C94,C94.0,C94.1,C94.2,C94.3,C94.4,C96.0,C96.1,C96.2,C96.3,C96.4,C96.5,C96.6 |
|                      | 40001 | C92,C92.0,C92.1,C92.2,C92.3,C92.4,C92.5,C92.6,C92.7,C92.8,C92.9,C93.0,C93.1,C93.2,C93.3,C93.7,C93.9,C94,C94.0,C94.1,C94.2,C94.3,C94.4,C96.0,C96.1,C96.2,C96.3,C96.4,C96.5,C96.6 |
|                      | 40002 | C92,C92.0,C92.1,C92.2,C92.3,C92.4,C92.5,C92.6,C92.7,C92.8,C92.9,C93.0,C93.1,C93.2,C93.3,C93.7,C93.9,C94,C94.0,C94.1,C94.2,C94.3,C94.4,C96.0,C96.1,C96.2,C96.3,C96.4,C96.5,C96.6 |
|                      | 40006 | C92,C92.0,C92.1,C92.2,C92.3,C92.4,C92.5,C92.6,C92.7,C92.8,C92.9,C93.0,C93.1,C93.2,C93.3,C93.7,C93.9,C94,C94.0,C94.1,C94.2,C94.3,C94.4,C96.0,C96.1,C96.2,C96.3,C96.4,C96.5,C96.6 |
|                      | 41203 | 205.0,202.3,202.5,202.6,205.0,205.1,205.2,205.3,205.8,205.9,206.0,206.1,206.2,206.8,206.9,207.0,207.1,207.2,238.4,238.71,238.72,238.73,238.74,238.75,238.76                     |
|                      | 41205 | 205.0,202.3,202.5,202.6,205.0,205.1,205.2,205.3,205.8,205.9,206.0,206.1,206.2,206.8,206.9,207.0,207.1,207.2,238.4,238.71,238.72,238.73,238.74,238.75,238.76                     |
| Type 2 Diabetes      | 20002 | 1223                                                                                                                                                                            |
|                      | 41202 | E11,E11.0,E11.1,E11.2,E11.3,E11.4,E11.5,E11.6,E11.7,E11.8,E11.9                                                                                                                 |
|                      | 41204 | E11,E11.0,E11.1,E11.2,E11.3,E11.4,E11.5,E11.6,E11.7,E11.8,E11.9                                                                                                                 |
|                      | 40001 | E11,E11.0,E11.1,E11.2,E11.3,E11.4,E11.5,E11.6,E11.7,E11.8,E11.9                                                                                                                 |
|                      | 40002 | E11,E11.0,E11.1,E11.2,E11.3,E11.4,E11.5,E11.6,E11.7,E11.8,E11.9                                                                                                                 |

**Supplemental Table 4: Panel of Antibodies used for the flow cytometry.**

| REAGENT or RESOURCE                                     | SOURCE    | IDENTIFIER                                                                               |
|---------------------------------------------------------|-----------|------------------------------------------------------------------------------------------|
| <b>Antibodies for Flow cytometry</b>                    |           |                                                                                          |
| <b>For mature myeloid staining</b>                      |           |                                                                                          |
| APC anti-mouse CD45.1 Antibody                          | BioLegend | Catalog No. 110714; Clone: A20; RRID: AB_313503                                          |
| FITC anti-mouse CD45.2 Antibody                         | BioLegend | Catalog No. 109806; Clone: 104; RRID: AB_313443                                          |
| PE anti-mouse/human CD11b Antibody                      | BioLegend | Catalog No. 101208; Clone: M1/70; RRID: AB_312791                                        |
| APC/Cyanine7 anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody     | BioLegend | Catalog No. 108424; Clone: RB6-8C5; RRID: AB_2137485                                     |
| PE/Cyanine7 anti-mouse CD3 Antibody                     | BioLegend | Catalog No. 100220; Clone: 17A2; RRID: AB_1732057                                        |
| PerCP/Cyanine5.5 anti-mouse/human CD45R/B220 Antibody   | BioLegend | Catalog No. 103236; Clone: RA3-6B2; RRID: AB_893354                                      |
| <b>For Hematopoietic stem cells staining</b>            |           |                                                                                          |
| PE anti-mouse Lineage Cocktail with Isotype Ctrl        | BioLegend | Catalog No. 133303; Clones: 145-2C11; RB6-8C5; RA3-6B2; Ter-119; M1/70; RRID: AB_1595553 |
| Brilliant Violet 785™ anti-mouse CD117 (c-kit) Antibody | BioLegend | Catalog No. 135138; Clone: ACK2; RRID: AB_2734197                                        |
| PE/Cyanine7 anti-mouse Ly-6A/E (Sca-1) Antibody         | BioLegend | Catalog No. 108114; Clone: D7; RRID: AB_493596                                           |
| APC/Cyanine7 anti-mouse CD48 Antibody                   | BioLegend | Catalog No. 103432; Clone: HM48-1; RRID: AB_2561463                                      |
| PerCP/Cyanine5.5 anti-mouse CD150 (SLAMF) Antibody      | BioLegend | Catalog No. 115922; Clone: TC15-12F12.2; RRID: AB_2303663                                |
| <b>For progenitor cells (CMP/GMP/MEP/CLP) staining</b>  |           |                                                                                          |
| PE anti-mouse Lineage Cocktail with Isotype Ctrl        | BioLegend | Catalog No. 133303; Clones: 145-2C11; RB6-8C5; RA3-6B2; Ter-119; M1/70; RRID: AB_1595553 |
| Brilliant Violet 785™ anti-mouse CD117 (c-kit) Antibody | BioLegend | Catalog No. 135138; Clone: ACK2; RRID: AB_2734197                                        |
| PE/Cyanine7 anti-mouse Ly-6A/E (Sca-1) Antibody         | BioLegend | Catalog No. 108114; Clone: D7; RRID: AB_493596                                           |
| APC/Cyanine7 anti-mouse CD16/32 Antibody                | BioLegend | Catalog No. 101328; Clone: 93; RRID: AB_2104158                                          |
| Brilliant Violet 421™ anti-mouse CD34 Antibody          | BioLegend | Catalog No. 152208; Clone: SA376A4; RRID: AB_2650766                                     |
| APC anti-mouse CD127 (IL-7Rα) Antibody                  | BioLegend | Catalog No. 121122; Clone: SB/199; RRID: AB_1595471                                      |
| <b>For Myeloid blast staining</b>                       |           |                                                                                          |
| APC/Cyanine7 anti-mouse CD117 (c-kit) Antibody          | BioLegend | Cat. No. 135136; Clone: ACK2; RRID: AB_2632809                                           |
| PE anti-mouse/human CD11b Antibody                      | BioLegend | Catalog No. 101208; Clone: M1/70; RRID: AB_312791                                        |
| <b>For Immunophenotyping</b>                            |           |                                                                                          |

|                                                |                |                                                          |
|------------------------------------------------|----------------|----------------------------------------------------------|
| PE anti-mouse CD3 Antibody                     | BioLegend      | Catalog No. 100206; Clone: 17A2; RRID: AB_312663         |
| Brilliant Violet 421™ anti-mouse CD4 Antibody  | BioLegend      | Catalog No. 100438; Clone: GK1.5; RRID: AB_11203718      |
| Brilliant Violet 605™ anti-mouse CD8a Antibody | BioLegend      | Catalog No. 100744; Clone: 53-6.7; RRID: AB_2562609      |
| PE/Cyanine7 anti-mouse CD279 (PD-1) Antibody   | BioLegend      | Catalog No. 135216; Clone: 29F.1A12; RRID: AB_10689635   |
| APC-H7 Mouse Anti-Mouse CD366 (TIM-3)          | BD Biosciences | Catalog No. 567165; Clone: 5D12/TIM-3; RRID: AB_2916482  |
| APC anti-mouse IL-17A Antibody                 | BioLegend      | Catalog No. 506916; Clone: TC11-18H10.1; RRID: AB_536018 |

How the deposited data were processed for this re-analysis (not part of the article)

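RNA sequencing of BM and of F4/80+ cells sorted from adipose tissue (ATMs) of mice transplanted with *Shp2 E76K/+* BM cells and Boy/J competitor cells was analysed from the counts that the authors deposited, in 2 tables, 1 per tissue. Each table holds 15 libraries, 3 for each of 5 groups, WT recipients and *Ob/Ob* recipients given vehicle (Vehicle), the GLP-1R agonist beinaglutide, an anti–IL-17A antibody or both (Combo). The groups were taken from the sample labels, and a library's group was never inferred from its values. The donor cells are those of the paper's methods, since the labels give no donor for single samples, and the legend of Fig. 10A names WT HSC/Ps for the comparison. If the WT libraries of ATMs came from mice with WT donor cells, Vehicle vs WT would hold a difference in donor as well. Ages differ between the paper's methods (10–12 weeks) and the labels (12–14 weeks).

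The authors aligned reads to mm10 with STAR 2.7.2a, counted them on genes of GENCODE M22 with featureCounts 2.0.1, without regard to strand, at a mapping quality of at least 10 and with reads on several genes counted for each, and compared groups with DESeq2 at a 5% false discovery rate and a log2 fold change beyond 1. The deposited values are counts before normalization. Genes with few counts had already been left out, since the smallest total of a gene over 15 libraries was 55 in BM and 54 in ATMs, and the paper does not state this filter.

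BM libraries held 31086184 to 39925495 counts on genes (median 34797411) and ATM libraries 24876074 to 45300263 (median 31854058). The 10 most counted genes took 11.1% to 16% of the counts in BM and 7.24% to 10.2% in ATMs. The biological coefficient of variation between replicates was 3.51% in BM and 32.5% in ATMs, so a smaller change passed the test in BM. The paper does not say whether the BM libraries of a group come from separate mice or from the same pool. From the same pool, the low value would not hold the spread between mice.

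Counts were analysed in R 4.3.3 with edgeR 4.0.16, with TMM scaling, filterByExpr (which removed 0 genes), and 1 robust quasi-likelihood fit of the 15 libraries of a tissue. All tests were 2-sided. A gene was called at a Benjamini-Hochberg false discovery rate below 0.05 with an absolute log2 fold change above 1. The comparisons were Vehicle vs WT, each treated group vs Vehicle, Combo vs WT, Combo vs each single agent, and the departure of Combo from the sum of both single agents on the log2 scale. The difference of an effect between the tissues was tested as an interaction in 1 fit of the 30 libraries. Where all libraries of a group had 3 counts or fewer, a change is given as a bound against that floor. The standard error of a log2 fold change was taken from the quasi-likelihood F statistic. Normalized counts are counts divided by the effective library size and multiplied by its mean over the 15 libraries of the tissue.

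Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, with p-values adjusted across the lists of a tissue and comparison, with fry and an estimated correlation beside it. Of 34 lists, 9 hold genes that the paper's figures show for BM and 12 genes shown for ATMs, and 13 hold markers of cell types and states, written before the counts were read, of which the sex-linked genes were read per library and not tested. Lists for epididymis, pancreatic acinar cells, seminal vesicle and spermatids were written after genes of these kinds had been noticed. Return toward WT was set against 20 simulated draws without a treatment effect, and additive effects against 10 simulated sets.

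The genes named are those the paper names for a comparison, and the 5 with the largest positive and the 5 with the largest negative log2 fold change among called genes with a mean of at least 10 counts over the 6 libraries whose replicates do not overlap between the groups. The latter are given for the 4 comparisons for which the paper gives numbers of genes. Marker and sex-linked genes are named where a check needed them. Some genes that these rules picked are not reported here. *Fasn*, *Mrc1*, *Akr1b7* and *9530053A07Rik* were chosen for reading after their values were seen where the rule did not pick them.

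Alternatives were DESeq2's size factors in edgeR, DESeq2 1.42.0 with its own size factors, no low-count filter, at least 10 counts in every library, no fold-change limit, only the libraries of the groups compared, the replicate number as a block, leaving out each library in turn, and, chosen after the values were seen, tests against a log2 fold change of 1 in DESeq2 and edgeR. Splits of the libraries were counted, all 10 for 2 groups of 3 and 100 draws for the tests across 4 groups. The edgeR, DESeq2, camera and non-additive tests were checked on simulated counts with 200 changed genes. Of these edgeR recovered 198 in BM and 147 in ATMs and called 2 and 5 other genes, and DESeq2 recovered 198 and 161 and called 2 and 45 other genes.

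Deconvolution and gene set enrichment with KEGG, GO and Hallmark sets were not repeated. Mouse Reactome pathways were not tested, because 66.1% of their genes matched the BM table and 77.1% the ATM table, below the 80% set for the test. In BM, *Il17re*, *Ccl20*, *Cxcl5*, *Lep* and *Plin1* were not analysed here, nor were *Igll1* and *Vpreb1* in ATMs and *Ly6g*, *Trac*, *Hba-a1* and *Hbb-bt* in both tissues, because the tables hold no row under these symbols. Flow cytometry, survival and other experiments of the paper were not analysed here.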

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

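The tests of a mislabelled library, of sex as the origin of the interferon-stimulated genes, of Vehicle RNA in Combo libraries, of macrophages turning on neutrophil genes, of a lower share of macrophages, of proliferating granulocyte precursors and of acinar genes taking a large share of the counts were chosen only after the result was seen.

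The effects of the same comparison differed between BM and ATMs. In 1 fit of all 30 libraries over 13076 genes in both tables, the log2 fold change of Combo vs Vehicle differed between the tissues for 3668 genes, 2323 of them higher in ATMs, and that of Vehicle vs WT for 3749 genes, 1553 of them higher in ATMs. Of 100 draws of the libraries into groups of the same sizes within each tissue, the real one included, 1 gave as many genes for Combo vs Vehicle and 1 for Vehicle vs WT, with 3375 and 3598 genes for the real one in the fits used for the draws and 2684 and 3477 as the largest number in another draw. This argues against an arbitrary grouping of the libraries. With at least 10 counts in every library the numbers were 2708 and 2779, with DESeq2 3711 and 3797, and with each library left out 3536 to 3769 and 3641 to 3896, which argues against 1 library as the whole origin of the difference. The tissues differ in what was sequenced, BM cells in one and sorted F4/80+ cells in the other, and in the spread of the replicates, so a difference in cell composition stays open beside a biological difference between the tissues, which was not tested apart from it.

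Marker lists were tested for the same difference with limma camera, and the values are medians of ATM minus BM log2 fold changes. For Combo vs Vehicle they were 2.60 for B cell markers (adjusted p = 0.000222), 2.25 for cell cycle genes (adjusted p = 3.79e-09), 2.72 for immature granulocyte markers (adjusted p = 0.00749), -1.25 for mature neutrophil markers (adjusted p = 0.000135), 2.65 for monocyte and macrophage markers (adjusted p = 1.05e-12), -0.66 for stem and progenitor markers (adjusted p = 0.0262) and 3.85 for T cell markers (adjusted p = 6.47e-11). For Vehicle vs WT they were -0.73 for cell cycle genes (adjusted p = 0.0335), 1.46 for erythroid markers (adjusted p = 0.0144), 2.77 for immature granulocyte markers (adjusted p = 0.0158), 0.69 for interferon-stimulated genes (adjusted p = 0.0123), 6.09 for mature neutrophil markers (adjusted p = 5.03e-14) and -0.63 for T cell markers (adjusted p = 0.042). In each of these 13 differences, the change in 3 of 3 ATM libraries lay beyond that in every BM library. The other lists, adipocyte, platelet and stromal and endothelial markers in both comparisons among them, did not pass the threshold. The study's figures hold 8 of the 12 T cell markers, 5 of the 15 monocyte and macrophage markers, 4 of the 11 mature neutrophil markers and 2 of the 11 interferon-stimulated genes, and 0 of the B cell, erythroid, immature granulocyte, stem and progenitor and cell cycle genes. With a mean of at least 10 counts in ATM WT libraries, all 10 mature neutrophil markers, all 11 T cell markers, all 8 B cell markers and 5 of 6 immature granulocyte markers with a row were also found there.

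Granulocyte transcripts were high in sorted ATMs of Vehicle and Combo, as in the differences of 6.09 and 2.77 above for mature neutrophil and immature granulocyte markers. Against WT, immature granulocyte markers had a median log2 fold change of 6.28 in ATM Combo, higher for 6 of 6 genes, and mature neutrophil markers of 5.62, higher for 10 of 10. In ATM Vehicle immature granulocyte markers had a median of 2.26, higher for 6 of 6. These values argue against macrophages that turned on the genes of mature neutrophils alone in either group, since immature granulocyte genes would then have stayed as in WT. Of the 100 genes with the highest ratio of BM to ATM GLP-1R agonist means, among genes with a mean of at least 5000 normalized counts in BM, 97% were higher in ATM Combo than in ATM WT (median log2 ratio 2.4), which is consistent with granulocytes or other marrow cells among the sorted cells of Combo. In Vehicle 79% were higher (median log2 ratio 1.55), and there marrow cells and a wider change in the macrophages cannot be told apart, because the share is neither near all genes nor near even. Among granulocyte genes, *S100a8* had a log2 fold change of 7.36 for Vehicle vs WT in ATMs and -1.39 for Combo vs Vehicle. Infiltration of fat by granulocytes would leave the same transcripts as their carry-over in the sort, so a biological explanation stays open.

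Some macrophage markers, such as *Adgre1* (-2.30) and *Csf1r* (-3.52), were low in ATM Vehicle against WT. The list of 15 monocyte and macrophage markers went both ways, with 8 lower and 7 higher and a median of -0.13 (adjusted p = 0.993, limma camera). A lower share of macrophages that raises all other cell types alike is argued against, because B cell markers had a median of -1.89 while mature neutrophil markers rose by 5.64. A lower share of macrophages together with more granulocytes, or lower expression per macrophage, stays open. Cell cycle genes, whose difference between the tissues was 2.25 for Combo vs Vehicle, had a median of 2.64 in ATMs with Combo, where immature granulocyte markers rose as well, by 3.64, higher for 6 of 6 genes. With anti-IL-17A cell cycle genes had a median of 1.80 and immature granulocyte markers one of -1.21 (adjusted p = 0.165, limma camera). For Combo, proliferating granulocyte precursors and proliferation of other cells cannot be told apart, because both lists rose there and another group does not decide it.

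*Xist*, a gene the paper does not discuss, was higher in Vehicle and Combo than in every WT library in both tissues. Its mean normalized counts were 6544 in BM Vehicle, 3610 in BM Combo, 1250 in ATM Vehicle and 1129 in ATM Combo, against 1.58 in BM WT, 16.3 in ATM WT, 2.17 and 0 with the GLP-1R agonist and 98.4 and 13.5 with anti-IL-17A in BM and ATMs. *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, the listed genes of the Y chromosome, had 32.6% to 45.3% of their WT means in BM Vehicle, 6.32% to 10.3% in BM Combo, 3.41% to 17.5% in ATM Vehicle and 7.66% to 15.9% in ATM Combo. All 12 Vehicle and Combo libraries of both tissues had *Xist* above every WT library, which argues against 1 mislabelled library. *Isg15* in BM Combo was at 0.552% of its Vehicle mean while *Xist* was at 55.2%, which argues against RNA of Vehicle samples in the Combo libraries. The sample labels describe groups matched for sex that hold both males and females. Groups that differ in the sex of their cells, from donors, competitors or recipients, and another origin of these 5 transcripts were not told apart by other Y-linked genes. The 5 transcripts are the pattern itself, and 0 genes of the Y chromosome outside the list had a mean of at least 50 counts. In ATMs, spermatid genes took 0.0399% of the counts in WT, 0.138% with the GLP-1R agonist and 0.216% with anti-IL-17A. They took 0.00259% in Vehicle and 0.00297% in Combo, the order that recipients of different sex would give. Epididymis genes did not separate the single agents from Vehicle. The tissue in a preparation also sets these shares, so another origin stays open.

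Vehicle and Combo were not alike in *Xist* and the 4 listed genes of the Y chromosome in BM, as the values above show. In both tissues these transcripts had means in Combo that were nearer Vehicle than WT, so genes that follow sex would be nearer Vehicle there. Of the genes called between Vehicle and WT, 59.4% in BM and 56% in ATMs were nearer WT than Vehicle in Combo, which argues against sex as the whole origin of these genes, and leaves open that part of the remaining genes follow it. Interferon-stimulated genes had a median log2 fold change of -5.71 in BM and -4.92 in ATMs for Combo vs Vehicle, lower for 11 of 11 genes in each, which argues against sex as the origin of their rise in Vehicle. Vehicle and GLP-1R agonist, and Vehicle and anti-IL-17A, differ in *Xist* as well as in treatment, and the design keeps the 2 together for other genes.

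Genes typical of other organs, which the paper does not discuss, were above every WT library in ATMs of treated groups. Pancreatic acinar genes took 0.226% of the counts in Combo and 0.0276% with anti-IL-17A, against 0.0226% in WT, 0.00522% in Vehicle and 0.00278% with the GLP-1R agonist. Seminal vesicle genes took 0.231% with the GLP-1R agonist and 0.0504% with anti-IL-17A, against 0.00565% in WT, 0.00164% in Vehicle and 0.0019% in Combo, and spermatid genes 0.138% and 0.216%, against 0.0399%, 0.00259% and 0.00297%. The lists were written after some of these genes had been noticed, so the tests used the listed genes not noticed beforehand. Of the 33 acinar, 10 seminal vesicle and 35 spermatid genes with a row, 3, 1 and 8 had a mean of at least 10 counts in every ATM group, and the study's figures and the marker lists hold none of them.

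Of the spermatid genes, 96.4% of 28 had the GLP-1R agonist and anti-IL-17A as their 2 highest groups, which is consistent with testicular tissue in these preparations. Their median log2 fold change was 2.13 for the GLP-1R agonist vs WT, higher for 28 of 28 genes, and this argues against sex alone, since WT libraries carry Y-linked transcripts as well. For seminal vesicle genes, 71.4% of 7 had these 2 groups highest. Of the acinar genes, 77.3% of 22 were highest in Combo, and pancreatic tissue in the Combo preparations and expression of some of these genes by the sorted cells cannot be told apart, because the other genes were highest elsewhere. *Cel* rose at least 1380-fold and *Pnlip* at least 821-fold from Vehicle to Combo. Their share of 0.226% in Combo argues against enzyme genes that lower all others by taking up counts as the origin of the 4496 genes called for Combo vs Vehicle, and leaves open other transcripts carried over with such tissue. No biological explanation of these transcripts was tested, and a change of the macrophages themselves stays open.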

How the results depend on the processing

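No test of an explanation in this part was chosen only after the result was seen; 2 alternatives, the tests against a log2 fold change of 1 by DESeq2 and by edgeR, were chosen after seeing the data, and every other alternative was chosen before the data were examined. A count of genes was taken to hold when it stayed within 1.5 times the value given in the text.

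Of 420 counts and shares recomputed under an alternative, 342 held and 78 moved. Of 2160 medians of gene lists, 2056 kept their direction and their side of the threshold, 64 newly passed it, 24 no longer passed it and 16 reversed. Of 3802 log2 fold changes of the genes picked for naming, 3765 kept both, 10 were newly called, 12 were no longer called and 15 reversed. DESeq2's size factors in edgeR, no low-count filter, only the libraries of the groups compared, and DESeq2 with its own size factors kept all counts of genes called in the pairwise comparisons and for the departure from additive effects within 1.5 times. In BM the number of genes called between Vehicle and WT ranged from 2499 to 2608 over these 4 settings and the fits that each left out 1 library, and in ATMs from 5310 to 6338.

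Without the fold-change limit, the numbers of genes called in BM were 10227 for Vehicle vs WT, 9717 for GLP-1R agonist vs Vehicle, 9750 for anti-IL-17A vs Vehicle, 9849 for Combo vs Vehicle, 9792 for Combo vs WT, 9529 for Combo vs GLP-1R agonist, 7015 for Combo vs anti-IL-17A and 9162 for the departure from additive effects. In ATMs they were 9704 for Vehicle vs WT, 9176 for GLP-1R agonist vs Vehicle, 9914 for anti-IL-17A vs Vehicle, 8309 for Combo vs Vehicle, 7010 for Combo vs WT, 6788 for Combo vs GLP-1R agonist and 4875 for Combo vs anti-IL-17A, and for the difference between the tissues 7209 for Combo vs Vehicle and 7328 for Vehicle vs WT. This alternative keeps every gene past the false discovery rate, so more genes follow from its construction.

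With at least 10 counts in every library, which kept 11919 genes in BM and 12064 in ATMs, fewer genes were tested. The numbers were 1428 for anti-IL-17A vs Vehicle and 422 for Combo vs anti-IL-17A in BM, and in ATMs 3934 for Vehicle vs WT, 3335 for GLP-1R agonist vs Vehicle, 3724 for anti-IL-17A vs Vehicle, 2064 for Combo vs WT, 1592 for Combo vs GLP-1R agonist, 768 for Combo vs anti-IL-17A and 3887 for the departure from additive effects. A gene that is absent from 1 group and high in another leaves the test under this setting.

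DESeq2's test against a log2 fold change of 1, which by its construction keeps only genes whose error excludes the limit, gave 1326 for Vehicle vs WT, 1162 for GLP-1R agonist vs Vehicle, 1025 for anti-IL-17A vs Vehicle, 1194 for Combo vs Vehicle, 882 for Combo vs WT, 551 for Combo vs GLP-1R agonist, 140 for Combo vs anti-IL-17A and 1408 for the departure from additive effects in BM and 3504 for Vehicle vs WT, 3204 for GLP-1R agonist vs Vehicle, 3737 for anti-IL-17A vs Vehicle, 2254 for Combo vs Vehicle, 1985 for Combo vs WT, 1683 for Combo vs GLP-1R agonist and 3849 for the departure from additive effects in ATMs. The same kind of test in edgeR gave 1696 for Vehicle vs WT, 1417 for GLP-1R agonist vs Vehicle, 1244 for anti-IL-17A vs Vehicle, 1474 for Combo vs Vehicle, 1125 for Combo vs WT, 737 for Combo vs GLP-1R agonist, 193 for Combo vs anti-IL-17A and 1750 for the departure from additive effects in BM and 2591 for Combo vs Vehicle, 2296 for Combo vs WT and 1838 for Combo vs GLP-1R agonist in ATMs.

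Over the fits that each left out 1 library, the numbers of genes called in BM were 2561 to 2608 for Vehicle vs WT, 2200 to 2226 for GLP-1R agonist vs Vehicle, 2104 to 2123 for anti-IL-17A vs Vehicle, 2301 to 2372 for Combo vs Vehicle, 1890 to 1946 for Combo vs WT, 1698 to 1765 for Combo vs GLP-1R agonist, 719 to 759 for Combo vs anti-IL-17A and 2763 to 2801 for the departure from additive effects. In ATMs they were 5668 to 5990 for Vehicle vs WT, 5132 to 5421 for GLP-1R agonist vs Vehicle, 5795 to 6023 for anti-IL-17A vs Vehicle, 4269 to 4517 for Combo vs Vehicle, 3358 to 3423 for Combo vs WT, 2950 to 2997 for Combo vs GLP-1R agonist, 2209 to 2322 for Combo vs anti-IL-17A and 5846 to 6205 for the departure from additive effects. For the difference between the tissues they were 3536 to 3769 for Combo vs Vehicle and 3641 to 3896 for Vehicle vs WT. The numbers of gene lists past the threshold in these fits were 12 to 12, 12 to 12, 13 to 14 and 16 to 16 in BM and 15 to 16, 17 to 18, 14 to 16 and 15 to 17 in ATMs for Vehicle vs WT and the 3 treated groups against Vehicle. With fry, 20, 20 and 21 of the 21 lists in BM passed for Vehicle vs WT, GLP-1R agonist vs Vehicle and anti-IL-17A vs Vehicle, and in ATMs 23 and 24 of the 24 for Vehicle vs WT and anti-IL-17A vs Vehicle. By its construction fry tests each list against no change instead of against the other genes.

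The share of genes called between Vehicle and WT that moved toward WT with Combo, 84.1% in BM, was 71.85% without the fold-change limit, 84.37% with at least 10 counts in every library, 84.34% with DESeq2, 88.16% and 86.44% with the tests against a log2 fold change of 1 by DESeq2 and edgeR, and 83.86% to 84.77% over the fits that left out 1 library. In ATMs it was 90.1%, with 81.32% under DESeq2's size factors and as much under DESeq2, 91.36% with at least 10 counts in every library, 89.62% in the fit of the compared groups alone, 87.19% without the fold-change limit, 80.08% and 91.19% with the tests against a log2 fold change of 1, and 82.45% (without Vehicle replicate 2) to 91.1% over the fits that left out 1 library. These moves exceeded the spread of 0.198 and 0.301 percentage points between libraries, and each share stayed above the 50% and 45.2% found without a treatment effect. Among the 6034 genes called in ATMs, those with more than 3 counts in some Vehicle or Combo library gave 89.8% with either edgeR's or DESeq2's size factors, so the factors did not lower the share of these genes. The cause of the other moves was not tested.

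The replicate number as a block was tried as well. Libraries of the same replicate number did not deviate from their group means together, with correlations of -0.0842 to 0.193 in BM and -0.0511 to 0.0345 in ATMs, so the numbers were not taken to pair the libraries. Adding the replicate block changed no count of genes called by more than 1.5 times, and platelet markers in ATMs had a median of 0.0174 with it for anti-IL-17A vs Vehicle, against -0.0211 without it.

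Some list medians reversed, and the cause was not tested. The values are medians of log2 fold changes. In BM, adipocyte markers for Vehicle vs WT had 0.62 with all libraries, -0.14 in the fit of the compared groups alone, -1.06 without Vehicle replicate 1, and a range of -1.06 to 0.69 over the fits that left out 1 library. For Combo vs Vehicle these markers had -0.19 with all libraries, 0.0833 without Vehicle replicate 1, 0.0632 without Vehicle replicate 3, and a range of -0.31 to 0.0833 over the fits that left out 1 library. Platelet markers for anti-IL-17A vs Vehicle had -0.0989 with all libraries, 0.0132 without Vehicle replicate 3, and a range of -0.14 to 0.0132 over the fits that left out 1 library. Erythroid markers for Combo vs Vehicle had 0.0679 with all libraries, -0.00187 without Vehicle replicate 3, and a range of -0.00187 to 0.0973 over the fits that left out 1 library. In ATMs, the M2-like genes of Fig. 12 for Vehicle vs WT had -0.064 with all libraries, 0.34 in the fit of the compared groups alone, 0.11 without WT replicate 3, and a range of -0.12 to 0.11 over the fits that left out 1 library. With the GLP-1R agonist vs Vehicle these genes had 0.18 with all libraries, -0.028 in the fit of the compared groups alone, -0.0742 without Vehicle replicate 3, -0.0107 without GLP-1R agonist replicate 2, and a range of -0.0742 to 0.39 over the fits that left out 1 library. Stem and progenitor markers for Vehicle vs WT had -0.46 with all libraries, 0.11 without WT replicate 1, and a range of -0.78 to 0.11 over the fits that left out 1 library. Those markers for GLP-1R agonist vs Vehicle had -0.43 with all libraries, 0.00485 without GLP-1R agonist replicate 1, and a range of -0.56 to 0.00485 over the fits that left out 1 library. ATM platelet markers for anti-IL-17A vs Vehicle had -0.0211 with all libraries, 0.26 without Vehicle replicate 1, 0.0186 without anti-IL-17A replicate 2, and a range of -0.51 to 0.26 over the fits that left out 1 library.

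Among named genes some log2 fold changes reversed as well, and the cause was not tested. In BM, *Csf1r* for Vehicle vs WT had 0.0116 with all libraries, -0.0193 without WT replicate 1, and a range of -0.0193 to 0.0344 over the fits that left out 1 library. *Adgre1* for Combo vs Vehicle had -0.0312 with all libraries, 0.0189 without Vehicle replicate 2, 0.00955 without Combo replicate 3, and a range of -0.0903 to 0.0189 over the fits that left out 1 library. In ATMs, *Cx3cr1* for Vehicle vs WT had 0.24 with all libraries, -0.14 without WT replicate 3, and a range of -0.14 to 0.94 over the fits that left out 1 library. *S1pr4* for Combo vs Vehicle had -0.00682 with all libraries, 0.0185 with at least 10 counts in every library, 0.00733 in the fit of the compared groups alone, 0.00714 without Vehicle replicate 1, 0.017 without Vehicle replicate 3, 0.0179 without Combo replicate 2, and a range of -0.0474 to 0.0179 over the fits that left out 1 library. *Tox2* for Combo vs Vehicle had 0.13 with all libraries, -0.0799 without Combo replicate 1, and a range of -0.0799 to 0.24 over the fits that left out 1 library. *Il10* for Combo vs Vehicle had 0.13 with all libraries, -0.0254 without Combo replicate 1, and a range of -0.0254 to 0.21 over the fits that left out 1 library. *Xist* for Combo vs Vehicle had -0.15 with all libraries, 0.0238 without Vehicle replicate 3, and a range of -0.28 to 0.0238 over the fits that left out 1 library. *Fasn* for anti-IL-17A vs Vehicle had 0.0488 with all libraries, -0.13 without Vehicle replicate 1, -0.0915 without anti-IL-17A replicate 3, and a range of -0.13 to 0.28 over the fits that left out 1 library. *Insig1* for GLP-1R agonist vs Vehicle had -0.12 with all libraries, 0.00971 without Vehicle replicate 1, and a range of -0.21 to 0.00971 over the fits that left out 1 library.

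Depth limits the genes at low counts. In ATMs the biological coefficient of variation was 32.5% over all genes but 9.71% in the median of genes with over 1000 counts, and 628 of the 6034 genes called between Vehicle and WT had 3 counts or fewer in all Vehicle and Combo libraries, so that their direction with Combo is not measured. Without them, 89.8% moved toward WT, with the size factors of edgeR and with those of DESeq2.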

Differences from the paper's values

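No test of an explanation in this part was chosen only after the result was seen; the alternatives that were are named where they are given. The paper's numbers of genes and those found here are on the same scale, as genes higher or lower in the first-named group.

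In BM between Vehicle and WT, edgeR called 1260 genes higher and 1338 lower, and the paper's numbers are 742 and 559. Of the alternatives set before the data were examined, at least 10 counts in every library brought the number of higher genes, 905, within 1.5 times of the paper's, but not that of lower genes, 906. The other alternatives set before the data were examined did not close the gap for either number. These were DESeq2's size factors in edgeR, no low-count filter, only the groups compared in the fit, no fold-change limit and DESeq2, with 1276 and 1310 genes for the last, and the replicate block, with 1261 and 1334.

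In BM between Combo and Vehicle, 878 genes were higher and 1487 lower, and the paper's numbers are 328 and 882. At least 10 counts in every library gave 1069 lower genes, within 1.5 times of the paper's, and 599 higher genes, which is not. The other alternatives set before the data were examined, the same as above, did not close the gap, with 860 and 1507 genes for DESeq2 and 875 and 1487 for the replicate block.

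In ATMs between Vehicle and WT, 2125 genes were higher and 3909 lower, against the paper's 1383 and 2031. At least 10 counts in every library brought both within 1.5 times of the paper's, at 1830 and 2104, and the replicate block did so for the higher genes, at 2072, but not for the lower ones, at 3850. The other alternatives set before the data were examined did not, with 2255 and 4083 genes for DESeq2.

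In ATMs between Combo and Vehicle, 2411 genes were higher and 2085 lower, against the paper's 936 and 1156. At least 10 counts in every library gave 1628 lower genes, within 1.5 times of the paper's, and 1740 higher genes, which is not. The other alternatives set before the data were examined did not close the gap, with 2545 and 2275 genes for DESeq2 and 2335 and 1986 for the replicate block.

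A test against a log2 fold change of 1, in place of a limit applied after the test, was chosen after seeing the values. In DESeq2 it gave 754 higher and 572 lower genes for Vehicle vs WT and 334 and 860 for Combo vs Vehicle in BM, and 1302 and 2202, and 1075 and 1179, in ATMs. In edgeR, also chosen after seeing the values, it gave 876 and 820, 465 and 1009, 1472 and 2658, and 1308 and 1283 in the same order. All 16 of these numbers lie within 1.5 times of the paper's.

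The paper's supporting values for the genes of Fig. 11, G and H, are normalized counts per group, and none of the 40 differed from the values here in the sense used for the numbers above.

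Some directions and calls also differ. The paper names *Il1b* among the inflammatory genes raised in BM of *Ob/Ob* recipients and among those of which each single agent reduced subsets. Here its log2 fold change was -3.17 for Vehicle vs WT, 1.69 for GLP-1R agonist vs Vehicle, 2.76 for anti-IL-17A vs Vehicle and 1.20 for Combo vs Vehicle. It names *Il17ra* as raised in BM, where the change was 0.10, below the fold-change limit. It reports fewer immature neutrophils and a partial return of B cells in BM with Combo, whereas immature granulocyte markers had a median of 0.86, mature neutrophil markers of 1.16 and B cell markers of -1.60. It reports more immature neutrophils, monocytes and stromal cells and fewer platelets in *Ob/Ob* recipients. Here the medians were -0.13 (adjusted p = 0.628, limma camera) for immature granulocyte markers, 0.24 (adjusted p = 0.416) for monocyte and macrophage markers, 0.41 (adjusted p = 0.727) for stromal and endothelial markers and -0.76 (adjusted p = 0.322) for platelet markers. All but the median for immature granulocyte markers went in the direction the paper gives, and none of these lists passed the threshold. It lists cellular response genes with those of which single agents reduced subsets, while these genes had medians of -0.60 for Vehicle vs WT, 0.07 for GLP-1R agonist vs Vehicle, 0.45 for anti-IL-17A vs Vehicle and 0.59 for Combo vs Vehicle. It names *Socs3* and *Tnf* among the genes Combo suppressed in BM, where they changed by -0.13 and -0.50, lower in Combo but not called.

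In BM the paper has Combo as the most extensive reprogramming. The numbers of genes called against Vehicle were 2365 with Combo, 2228 with the GLP-1R agonist and 2151 with anti-IL-17A. In ATMs it describes single agents as modest in their metabolic and immune effects and dual targeting as required. Over all genes tested there, 5417 were called with the GLP-1R agonist and 6051 with anti-IL-17A against 4496 with Combo. For the GLP-1R agonist this order did not hold with at least 10 counts in every library. Counts over all genes do not measure metabolic or immune effects. Those of the single agents also hold seminal vesicle and spermatid genes and any genes that follow *Xist*, so they do not show stronger effects on macrophages. The medians for Combo, the GLP-1R agonist and anti-IL-17A were 2.75, 1.14 and 1.60 for immune regulatory genes. They were 2.79, 1.75 and 1.72 for T cell markers and -0.86, -0.42 and -0.99 for checkpoint genes. Metabolic genes had -0.75, -0.19 and -0.60.

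In ATMs the paper names *Traf6*, *Cxcr4*, *Cx3cr1*, *Id2* and *Tox2* as raised in *Ob/Ob* recipients, and their log2 fold changes were 0.24, 0.27, 0.24, 0.20 and 0.69, none of them called. It names *Tyk2* as reduced, and the change was -0.35 (adjusted p = 0.0549, edgeR), lower in Vehicle but not called. It describes M2-like genes as reduced with Combo. The genes of Fig. 12B had a median of 0.66 with Combo, *Arg1* changed by 2.06, *Chil3* by 0.42, *Il10* by 0.13 and *Mrc1*, which encodes CD206, by 3.80, while the M2-like genes of Fig. 10 had a median of -0.74 (adjusted p = 0.0107, limma camera), lower for 8 of 12, and *Cd274* changed by -2.60, both in the direction the paper gives. A different share of macrophages among the sorted cells stays open for the rise of *Mrc1*. The paper's fewer CD206+ and Arg1+ cells were counted by flow cytometry. It reports less activity of the G2M checkpoint, of DNA replication and of homologous recombination with Combo, whereas cell cycle genes had a median of 2.64. It lists *Fas* for fatty acid synthesis, and *Fas* had a log2 fold change of 1.75 for Vehicle vs WT, while *Fasn*, which encodes fatty acid synthase, had one of -1.41. It shows *Il17a* as lower with Combo. The change was -1.29 (adjusted p = 0.112, edgeR), not called, and *Il17a* was called lower with DESeq2, at -1.31, and in the fit of the compared groups alone, at -1.28.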

Other observations

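The tests of pooled replicates in BM and of epididymis genes taking a large share of the counts were chosen only after the result was seen.

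For each pairwise comparison within BM and within ATMs, the 6 libraries allow 10 splits into groups of 3, the real one included. Between Vehicle and WT, between each treated group and Vehicle, between Combo and WT and between Combo and each single agent, 1 of the 10 splits, the real one, gave as many called genes, in BM and in ATMs. In fits of the 6 libraries alone the real split gave 769 to 2499 called genes in BM and 2374 to 5349 in ATMs, and each other split gave 0, with 14 to 110 genes in BM and 38 to 319 in ATMs at an unadjusted p under 0.05. For the gene lists past the threshold in the first 4 of these comparisons, 1 of the 10 splits did so in each tissue, but the largest number in another split was 11, 10, 11 and 15 in BM against 12, 12, 12 and 16 in the real one, and 13, 11, 12 and 11 in ATMs against 15, 16, 14 and 14. With 10 splits the share is never below 10%, so that the count of splits, taken alone, leaves an arbitrary grouping open.

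For the genes called between Vehicle and WT, 20 splits of the Vehicle and Combo libraries were possible, and 1 of the 20, the real one, gave as large a share moved toward WT in BM and in ATMs. The largest share in another split was 81.1% in BM and 82.9% in ATMs. The number of splits alone cannot decide this, since a share of them below 0.05 cannot arise. In the 20 simulated draws without a treatment effect, the share reached at most 52.3% in BM and 46.1% in ATMs. The real shares were 84.1% and 90.1%. The draws were made around the observed Vehicle means, which keep any value that is high or low by chance. They therefore leave out a move back by chance and do not decide on an arbitrary grouping of the libraries.

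The departure of Combo from the sum of both single agents was called for 2819 genes in BM and 6122 in ATMs, and 1 of 100 drawn splits, the real one, gave as many in each tissue, with 2837 and 5884 genes for the real one in the fits of these 4 groups and 2617 and 2442 as the largest number in another split. In 97.1% of these genes in BM and 99% in ATMs the departure opposed the sum. Over the same genes, 10 simulated sets with additive effects gave 52.4% to 55.7% and 61.9% to 63.3%, but few genes were called in those sets, so these shares do not allow for the choice of genes with a large departure. The share in the data is consistent with effects of Combo smaller than the sum on the log2 scale. A limit that both agents reach alone, such as the WT level, would give the same values and stays open. *Xist* was far lower with each single agent than in Vehicle or Combo in both tissues. Genes that follow it would depart against the sum whatever the treatment did. The same holds in ATMs for seminal vesicle and spermatid genes, which were higher with both single agents than in Vehicle and Combo.

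Over all genes tested, more ATM genes were called for each single agent against Vehicle than for Combo. With at least 10 counts in every library this did not hold for the GLP-1R agonist. It then had 1748 genes higher and 1587 lower, against 1740 and 1628 for Combo and 1906 and 1818 for anti-IL-17A. After all libraries were thinned to 24876074 counts, 4475 genes were called for Combo, 5450 for the GLP-1R agonist and 6059 for anti-IL-17A. This argues against deeper libraries as the origin of the order over all genes tested. Groups that differ in cell composition, in sex-linked transcripts or in other tissue among the cells stay open, and whether the numbers differ between groups was not tested.

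Epididymis genes were highest in ATM WT, with 2.83% of the counts, against 0.0409% in Vehicle, 0.048% with the GLP-1R agonist, 0.0483% with anti-IL-17A and 0.0173% in Combo. Of the 21 genes with a row, 2 had a mean of at least 10 counts in every ATM group. *Akr1b7* had a mean of 429885 normalized counts in WT and of 1.497 in Vehicle. Of the listed genes not noticed beforehand, 64.7% of 17 were highest in WT, and epididymal tissue in the WT preparations and another origin cannot be told apart, because the remaining genes were highest in other groups. Their median log2 fold change was -6.58 for the GLP-1R agonist vs WT, -4.18 with the 8 genes at the floor set to their bound, and lower for 14 of 17, which argues against sex alone, since GLP-1R agonist libraries carry Y-linked transcripts as WT libraries do. Their share of 2.83% in WT argues against epididymis genes that lower all others by taking up counts as the origin of the 6034 genes called between Vehicle and WT, and leaves open other transcripts carried over with such tissue. No biological explanation was tested.

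Replicates of a group differed little in BM. The ratio of observed to counting variance was 2.17 in the median of 15 pairs of libraries, from 1.88 to 5.24, against 17 in ATMs, from 10.4 to 23.2. Libraries made from 1 pool of cells or RNA per group and separate mice of an inbred strain cannot be told apart, because the design gives no pair of libraries known to come from 1 mouse or from different mice. If the libraries came from 1 pool, the spread between mice would not be in the p-values.

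Marker lists in ATMs with the single agents belong to no statement of the paper. The medians with the GLP-1R agonist and with anti-IL-17A against Vehicle were -5.92 and -5.14 for mature neutrophil markers, 1.15 and 1.74 for monocyte and macrophage markers, 1.67 and 1.19 for stromal and endothelial markers, -1.49 and -0.91 for erythroid markers, 0.61 and 0.74 for B cell markers and -0.92 and -0.47 for adipocyte markers.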
